# Genome-wide transcriptional effects of deletions of sulphur metabolism genes in *Drosophila melanogaster*

**DOI:** 10.1016/j.redox.2020.101654

**Published:** 2020-07-25

**Authors:** O. Zatsepina, D. Karpov, L. Chuvakova, A. Rezvykh, S. Funikov, S. Sorokina, A. Zakluta, D. Garbuz, V. Shilova, M. Evgen'ev

**Keywords:** H_2_S-Producing genes, CRISPR/Cas9, Deletions, *Drosophila melanogaster*, RNA-Seq

## Abstract

In recent years, the gasotransmitter hydrogen sulphide (H_2_S), produced by the transsulphuration pathway, has been recognized as a biological mediator playing an important role under normal conditions and in various pathologies in both eukaryotes and prokaryotes. The transsulphuration pathway (TSP) includes the conversion of homocysteine to cysteine following the breakdown of methionine. In *Drosophila melanogaster* and other eukaryotes, H_2_S is produced by cystathionine β-synthase (CBS), cystathionine γ-lyase (CSE), and 3-mercaptopyruvate sulphurtransferase (MST). In the experiments performed in this study, we were able to explore the CRISPR/Cas9 technique to obtain single and double deletions in homozygotes of these three major genes responsible for H_2_S production in *Drosophila melanogaster*. In most cases, the deletion of one studied gene does not result in the compensatory induction of two other genes responsible for H_2_S production. Transcriptomic studies demonstrated that the deletions of the above *CBS* and *CSE* genes alter genome expression to different degrees, with a more pronounced effect being exerted by deletion of the *CBS* gene. Furthermore, the double deletion of both *CBS* and *CSE* resulted in a cumulative effect on transcription in the resulting strains. Overall, we found that the obtained deletions affect numerous genes involved in various biological pathways. Specifically, genes involved in the oxidative reduction process, stress-response genes, housekeeping genes, and genes participating in olfactory and reproduction are among the most strongly affected. Furthermore, characteristic differences in the response to the deletions of the studied genes are apparently organ-specific and have clear-cut sex-specific characteristics. Single and double deletions of the three genes responsible for the production of H_2_S helped to elucidate new aspects of the biological significance of this vital physiological mediator.

## 1 Introduction

In recent years, the gasotransmitter hydrogen sulphide (H_2_S) has been recognized as a biological mediator of immense importance both in eukaryotes and prokaryotes [[1], [2], [3]]. H_2_S is produced in cells mostly through the reverse transsulphuration pathway (TSP). Transsulphuration is a vital metabolic process common to prokaryotes and eukaryotes studied in detail in mammals and several other organisms. TSP includes the conversion of homocysteine to cysteine following the breakdown of methionine [[2], [3], [4], [5]]. H_2_S plays various roles in several vital processes, including neuromodulation, cytoprotection, anti-inflammation, angiogenesis and regulation of vascular tone [6,7]. In eukaryotes, H_2_S is produced by cystathionine β-synthase (CBS), cystathionine γ-lyase (CSE), and 3-mercaptopyruvate sulphurtransferase (MST). In essence, MST, which is localized in both the cytoplasm and mitochondria, acts as a sulphur carrier, rather than an H_2_S producer [6].

CBS is the first rate-limiting enzyme in TSP and produces H_2_S and the cysteine precursor cystathionine by utilizing homocysteine [2,8]. Non-protein sulphur amino acid homocysteine is converted to cystathionine via cystathionine-β-synthase (CBS) or is remethylated using methionine synthase [9]. In cancer cells, silencing of the *CBS* gene severely reduces cellular glutathione (GSH)) levels, impairs H_2_S production, activates tumour suppressors, such as p53, and inhibits NF-kB activation [8]. CSE is another enzyme that plays an important role in cysteine metabolism and H_2_S production. Homocysteine serves as a substrate for CSE, leading to the production of H_2_S, a-ketobutyrate, ammonia, homolanthionine and cystathionine, which serves as a CSE substrate for cysteine production [10]. These metabolic pathways in mammals are expressed in different tissues during ontogenesis, and the human brain, liver and muscle tissues are the primary sites of activity for these enzymes [2,11]. Model animals deficient in *CBS* developed hyperhomocysteinemia and represent an excellent tool to monitor the effects of genes involved in methionine metabolism during pregnancy and the development of various pathologies [11]. Furthermore, the effect of H_2_S on the hallmarks of ageing and several age-related pathologies has been revealed in various organisms and model species [12]. It is also known that H_2_S production plays a critical role in yeast, *Drosophila* and nematode models of dietary restriction (DR)-mediated longevity [13,14]. It was demonstrated by several groups that DR can upregulate hydrogen sulphide and block mitochondrial oxidative stress [15,16]. While the induction of H_2_S synthesizing enzymes appears to be a conserved and essential feature of the caloric restriction (CR) response in evolutionarily distant organisms, such as worms, flies and mice [2,14,15,17], the mechanism of the signalling pathway-mediated cytoprotective functions of H_2_S is not well understood. Modulation of the TSP was found to determine the impact of diet on overall protein translation and homeostasis [4,14,15]. It was shown that patients with genetic defects in the TSP are characterized by high levels of homocysteine, low levels of GSH and increased incidence of age-related pathologies [4,12]. There is growing evidence in favour of cross-talk between H_2_S and NO levels playing an important role in cardioprotection [2,18], as well as the interaction between TSP and another ancient stress-response system comprising heat shock proteins (Hsps) induced by many stimuli in various organisms [19].

It was demonstrated by different groups that defects of the H_2_S synthesizing enzyme system are involved in a plethora of diseases in humans, including cancer and different neurodegenerative diseases [6,8].

There are several reports describing the effect of CBS or CSE knockdown or overexpression on various physiological parameters. Thus, it was shown that overexpression of CSE in a *Drosophila* model suppresses several detrimental effects of spinocerebellar ataxia type 3 (SCA3). Specifically, CSE overexpression in this model apparently ameliorated the downstream consequences of protein aggregation, preventing SCA3-induced tissue degeneration [10]. Furthermore, the reduction of CBS levels induces premature senescence in human endothelial cells [20]. It was also shown that strong, constitutive expression of *CBS* RNAi in *D. melanogaster* resulted in death during development [4]. Therefore, in these experiments, the researchers targeted RNA-mediated knockdown of *CBS* to the adult stage by using the gene-switch inducible expression system [22,21]. In diet-restricted flies, these authors observed an increase in CBS protein and corresponding mRNA, which indicates significant transcription upregulation [4].

Cysteine synthesis is the rate-limiting step in the production of glutathione (GSH), which is the ubiquitous antioxidant found in various organisms [2]. Notably, GSH is a downstream metabolite of TSP, and its synthesis is dependent on the availability of cysteine. GSH levels were increased in the diet-restricted flies. After the work of Kabil et al. [4], it was widely accepted that knockdown of *CBS* is lethal in fruit flies [9]. However, the lethality observed in the case of *CBS* RNAi-mediated knockdown in *D. melanogaster* [4] is probably due to another second site or sites of lethal mutations induced as a by-product of RNAi experiments performed by this group. In our studies exploring the CRISPR/Cas9-based approach, we were able to develop *D. melanogaster* containing homozygous deletions of the *CBS*, *CSE* and *MST* genes. Moreover, we obtained flies comprising homozygous deletions of both *CBS* and *CSE* genes (i.e., double deletions). Importantly, all these lines with deletions were viable and fertile, although they exhibited certain defects in development and lifespan parameters (paper in preparation).

In this study, we report the results of analysis of the transcriptomic changes that occurred in *D. melanogaster* strains containing the deletions of the three major genes (*CBS*, *CSE* and *MST*) involved in methionine metabolism and H_2_S production. The accumulated data strongly suggest that single and double deletions of the above *CBS* and *CSE* genes, particularly *CBS*, dramatically alter the normal function of several diverse systems and result in transcriptome remodelling of *D. melanogaster*.

## 2 Materials and methods

**Drosophila stocks and maintenance**. In our study, to develop flies with deletions we used stock 58492 with genotype y1 M{Act5C-Cas9.P.RFP-}ZH-2A w1118 DNAlig4169 obtained from the Bloomington *Drosophila* Stock Center and transgenic *CBS−/−*, *CSE−/−*, *MST−/−* and (*CBS−/−*, *CSE−/−*) strains developed in our laboratory. Flies (separately males and females) were maintained at 23 °C on standard yeast, sugar, and agar medium in 40 ml vials at a density of ~20 flies per vial throughout the experiment. All flies were synchronized by age: enclosing individuals were collected daily, transferred to new vials with medium, and then aged appropriately.

**The deletion of CBS gene in flies using CRISPR/Cas9 system**. Construction of the system for *CBS* gene deletion by the integration of the mCherry expressing reporter construct has been previously described in detail [19]. To make sure there are no off-target sites of integrated reporter construct in transgenic flies, Southern blot analysis was performed. Isolation of genomic DNA from adult flies and Southern blot analysis to detect new insertions in *CBS* gene was performed according to Evgen'ev et al. [23]; Shilova et al. [19].

Five micrograms of each DNA sample was digested with *Bam*HI/*Pst*I restriction endonucleases. *mCherry* gene was labeled by random priming and used as probe for standard high-stringency hybridization (Suppl. Fig 1A). Southern blotting did not reveal any off-target sites with integrated reporter construct in the obtained three strains with deleted *CBS* gene. In the following experiments we used two strains (*CBS−/−*5 and *CBS−/−*8) that did not comprise off-target sites.

**Fig. 1:**
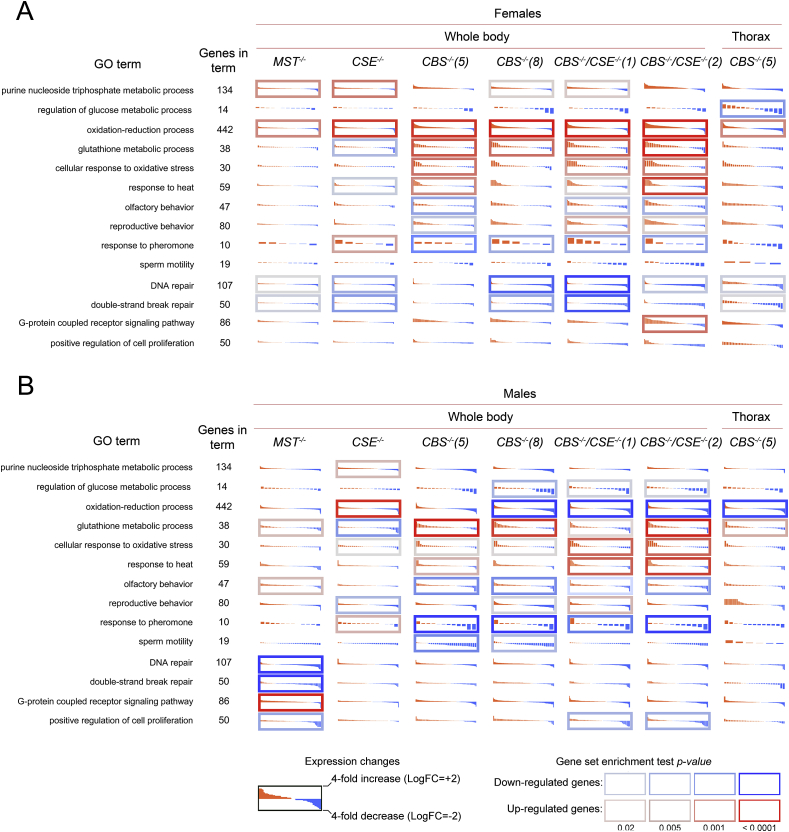
Gene ontology (GO) and pathway analysis of differentially expressed genes in females - A, males - B. Expression level changes induced by single *CBS, CSE, MST* and double deletions (*CBS−/−*, *CSE−/−*) in females and males. Each cell represents the sorted binary logarithms of expression value fold changes (LogFC) in the mutant lines versus control species for genes participating in a specific GO pathway. LogFC (vertical axis) ranges from -2 to ±2, i.e., -2. from a 4-fold decrease (blue) to a 4-fold increase (red). Cell borders demonstrate the statistical significance of gene set enrichment analysis (Fisher test *p*-value): blue (enriched with downregulated genes) and red (enriched with overexpressed ones). (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

**Construction of the system for CSE gene deletion**. For *CSE* gene deletion two plasmids were generated: pAc-CSE-dual-sgRNA plasmid carrying dual spacers targeting 5′- and 3′-regions of the *CSE* gene and pSK-mCherry-CSE integration plasmid. For generation pAc-CSE-dual-sgRNA plasmid *CSE* gene sequence (CG5345) was obtained using Flybase [24]. Target regions in *CSE* gene were chosen as having low nucleosome occupancy according to data obtained in Ref. [25] and visualized in the UCSC browser (https://genome.ucsc.edu/) [26]. Sequences of the target regions were amplified with the pairs of primers CSE_CG5345-cyto-5′-flank-genome-check-F/CSE_CG5345-cyto-5'_ex1-white-4_in-R and CSE_CG5345_cyto-3′-flank-*Not*I-F/CSE_CG5345_cyto-3′-flank-genome-check-R followed by Sanger sequencing. Resulting sequences were used to design spacers for the CRISPR/Cas9 system using CRISPOR (http://crispor.tefor.net/) [27]. High-ranked spacers having the least possible off-targets were chosen for further cloning into pAc-dual-sgRNA plasmid described in Ref. [28]. Fragment including full first sgRNA, U6-1 terminator, U6-2 promoter, and spacer for the second sgRNA was amplified with the pair of primers CSE_CG5345_cyto-5′-flank-sgRNA-F/CSE_CG5345_cyto-3′-flank-sgRNA-R using pAc-dual-sgRNA as a template. PCR product was cloned into *Bbs*I-cut pAc-dual-sgRNA using Gibbson assembly [29]. The correctness of the dual-sgRNA construct was verified by Sanger sequencing. Integration plasmid for *CSE* gene deletion carrying mCherry as a reporter (pSK-mCherry-CSE) was constructed as follows. Up-flank of *CSE* gene fused to 5′-region of 4th intron from *white* gene was amplified by overlap PCR using primers CSE_CG5345-cyto-5′-flank-*Xba*I-F, CSE_CG5345-cyto-5'_ex1-white-4_in-F, CSE_CG5345-cyto-5'_ex1-white-4_in-R, CSE_CG5345-cyto-5′-white-4_in-*Xho*I-R and cloned into pSK-mCherry integration vector described in Ref. [27] at *Xba*I/*Xho*I sites. Down-flank of *CSE* gene was amplified with primers CSE_CG5345-3′-*Eag*I-flank-F/CSE_CG5345-3′-*Sac*I-flank-R and cloned into pSK-mCherry integration vector at *Eag*I/*Sac*I sites. The correctness of inserts was verified by Sanger sequencing.

**Construction of the system for MST gene deletion**. For *MST* gene deletion, two plasmids were generated: pAc-MST-sgRNA plasmid carrying spacer against *MST* and pSK-mCherry-MST integration plasmid. Plasmids were obtained using the experimental pipeline as described for the *CSE* gene. Target regions of *MST* (CG12279) were amplified and Sanger sequenced using pairs of primers: MST_CG12279-5′-flank-*Xba*I/MST_CG12279-5′-flank-*Xho*I-R and MST_CG12279-3′-flank-*Eag*I-F/MST_CG12279-3′-flank-genome-check-R. pAc-MST-sgRNA plasmid was obtained by annealing pair of the oligonucleotides sgRNA-MST-5′-ol-F/sgRNA-MST-5′-ol-R and cloning them into *Bbs*I-cut pAc-dual-sgRNA. Integration plasmid for the *MST* gene deletion was obtained by cloning up-flank amplified with primers MST_CG12279-5′-flank-*Xba*I/MST_CG12279-5′-flank-*Xho*I-R and down-flank amplified with primers MST_CG12279-3′-flank-*Eag*I-F/MST_CG12279-3′-flank-*Sac*I-R. Primers used in CRISPR/Cas9-based experiments are given in Table S1.

**Embryo injection**. Preblastoderm embryos of *Drosophila melanogaster* strain 58492 with genotype given above were used for injection as described in Zhang et al. [30]. We used a 500 ng/μl mixture of two plasmids, sgRNA coding plasmid: pAc-CSE-dual-sgRNA or pAc-MST-sgRNA and homologous pSK-mCherry-*CSE* or pSK-mCherry-*MST* integration plasmid (1:5). A total of 300 embryos were injected. Two-hundred adults that developed from injected embryos were out crossed to laboratory strain *yw* (df (1)w, yw67c23 and flies carrying the gene deletion were selected based on the expression of the *mCherry* gene under control of the actin 5C promoter. Two strains contained *CSE* deletion and nine strains containing *MST* deletion were obtained in our injection experiments.

**Verification of constructs integration**. Integration of the mCherry containing integration constructs into *CSE* or *MST* locus was checked by PCR using primers for 5′-site of the *CSE* gene - CSE_CG5345-cyto-5′-flank-genome-check-F and 5′-flank-check-R or for 5′-site of the *MST* gene - MST_CG12279-5′-flank-genome-check-F and 5′-flank-check-R; for 3′-site of the *CSE* gene for 3′-site of the *CSE* gene - CSE_CG5345_cyto-3′-flank-genome-check-R and 3′-flank-check-F or for 3′-site of the *MST* gene - MST_CG12279-3′-flank-genome-check-R and 3′-flank-check-F (Table S1) using genomic DNA To make sure that there are no off-target sites with the integrated reporter construct in the transgenic strains containing *CSE* and *MST* deletions, Southern blot analysis with genomic DNA of these strains was performed. The DNA from flies with deleted *CSE* gene was digested with *Bam*HI restriction endonuclease, with deleted *MST* gene was digested with *Eco*RI restriction endonuclease. *mCherry* gene was labeled by random priming (^32^P) and used as probe for standard high-stringency hybridization (Sup. Fig. 1A and B). *CSE−/−*(1) transformant (line5) does not contain off-targets but *CSE−/−*(2) transformant (line 6) carries a single off-target insertion and, hence, we used *CSE−/−*(1) strain for the analysis. From nine transformants with deleted *MST* gene four did not carry off-targets and one of them was selected for further studies. To verify the deletion of *CSE* or *MST* genes qRT-PCR studies were performed using DNA and RNA from the strains with deletions using specific primers (Table S2).

**The development of flies with double deletions (CBS and CSE)**. To obtain double deletions, 2 independent *CBS* transformant strains – *CBS−/−*(5) and *CBS−/−*(8) and one *CSE−/−*(1) transformant (without off-targets) were used. We also used two strains carrying the balancers yw; CyO/If – X chromosome and Df(1)260-1, y [1]/FM4 – second chromosome. As a result of five subsequent crosses, double homozygotes were obtained: *CBS−/−*, *CSE−/−*(1) from crosses of *CBS−/−*(5) with *CSE−/−*(1), and *CBS−/−*, *CSE−/−*(2) from crosses of *CBS−/−*(8) and *CSE−/−*(1). The scheme of crosses used to develop flies comprising double deletions is present in Supplementary Materials. The double deletion strains were checked by Southern blot hybridization with probes for *CBS* and *CSE* genes (Figure S1A, B).

**Measurements of Cellular Glutathione Levels**. Cellular GSH concentrations were determined using Ellmann's reagent as described elsewhere [[31], [32],^33^]. Briefly 5d males and females were frozen in liquid nitrogen and homogenized in 20 mM Tris-HCl pH 8 at the presence of protease inhibitor cocktail. Protein concentration was determined using Bradford protein assay method [34] and proteins were precipitated by 50% TCA. Nonprotein thiol levels (GSH being a major component) in the supernatant were determined by adding Ellmann's reagent (5,5-dithiobis(2-nitrobenzoic acid)) and assessing optical density (412 nm; Jasco v-560 spectrophotometer, PerkinElmer). GSH content was calculated basing on the measured protein concentration in the individual probes. Each point represents an average of at least five independent biological replicates.

**RNA extraction and quantitative real-time PCR**. Procedures were identical to those described in Shilova et al. [35]. Briefly: total RNA was extracted from whole adult flies of all investigated straines or thoraxes from *CBS−/−*(5) and control straines using guanidine isothiocyanate RNAzol RT (Molecular Research Center, USA) following the manufacture's protocol. One microgram of total RNA was used for cDNA synthesis with an MMLV RT kit (Evrogen, Russia). All qRT-PCR reactions were conducted using the SYBR Green fluorescent dye (Evrogen, Russia) in an ABI PRISM VR 7500 device (Applied Biosystems, USA). The relative expression of studied genes was calculated based on the ΔΔ*C*t method [36]. Quantifications were normalized to the housekeeping gene rp49 [37]. All experiments were performed with three to five biological replicates and three experimental replicates. The primers used in qRT-PCR experiments are given in Table S2.

**RNA-seq libraries preparation and data analysis**. Total RNA extraction from whole adult flies and thoraxes were performed as described in the previous section. The concentration of RNA was measured with a Qubit Fluorometer (Invitrogen, USA). The quality of RNA was determined with an Agilent BioAnalyzer 2100 using an RNA 6000 nano kit. The RNA Integrity Number (RIN) of all RNA samples taken for mRNA libraries preparation was not less than 8. Libraries for RNA-seq were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, USA) according to the manufacturer's guidelines. Seventy-five bp single-end sequencing was conducted on an Illumina NextSeq 500 platform.

As a result of deep-sequencing, we obtained ~15 million reads for each library. 

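The authors deposited the number of reads counted on each gene, without normalization, for 57 libraries. The sum over genes, which leaves out reads counted on no gene or on overlapping genes, was lowest at 7321 and highest at 31616200. The library with the lowest total belongs to a backcrossed double deletion strain that the paper's text does not describe, and no libraries of that strain enter the passages beside the paper's results. In the libraries of the other strains at least 9705034 counts were on genes.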

Processing of raw sequence data was performed using PPLine script (PMID: 26147802) included mapping of reads to the *D. melanogaster* genome (release dm6) with STAR (PMID: 23104886) after adapter, length and quality trimming by Trimmomatic (PMID: 24695404). Differential gene expression analysis was performed with the edgeR package (PMID: 19910308). Gene Ontology and KEGG enrichment analyses were performed using topGO (v.2.36.0) and clusterProfiler Bioconductor packages (PMID: 22455463). Visualization of gene set enrichment analysis (GSEA) was performed using custom scripts written in Python and R.

Sequence data were deposited in NCBI GEO database under the number GSE148109.

## 3 Results

**Complex interaction between major genes responsible for H_2_S production and GSH metabolism**. To determine whether there is some feedback interaction between CBS, CSE and MST expression, we compared the levels of corresponding RNAs in the CRISPR/Cas9-generated strains comprising single and double deletions of these genes by exploring Illumina-based transcriptomic data and qRT-PCR approaches. 

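The control strain (stock 58492, which carries the Cas9 transgene), 2 strains with a deletion of *CBS* (*CBS−/−(5)* and *CBS−/−(8)*), 1 with a deletion of *CSE* (*CSE−/−*), 1 with a deletion of *MST* (*MST−/−*) and 2 with deletions of both *CBS* and *CSE* were sequenced as 3 libraries of each sex. The double deletions were derived from *CBS−/−(5)* and from *CBS−/−(8)* and are called DD1 and DD2 hereafter. The 3 genes are listed as *Cbs* (FBgn0031148, chromosome X from 21045138 to 21049096 in dm6), *Cth* (the *CSE* gene, FBgn0000566, chromosome 2R from 18627918 to 18629395) and CG12279 (the *MST* gene, FBgn0038080, chromosome 3R from 12705094 to 12705818). Their levels were first compared with the genotype of every library, as CPM, the gene's counts scaled to a common library total. *Cbs* had 199 to 204 CPM in the control females and 55.1 to 61.5 CPM in the control males, against 0.689 to 1.36 CPM in all females and 0.077 to 0.628 CPM in all males of the *CBS−/−* strains and the double deletions. *Cth* had 114 to 119 CPM in the control females against 6.61 to 9.38 CPM in the *CSE−/−* and double deletion females. In males it had 58.1 to 71.4 CPM in the control, 15.4 to 26.5 CPM in *CSE−/−* and 3.14 to 3.95 CPM in the double deletions. CG12279 had 0.977 to 2.88 CPM in the *MST−/−* libraries of both sexes and 9.69 to 15.9 CPM in the control. In each of these strains the deleted gene was lower in all 3 libraries than in all 3 control libraries of that sex. For the comparisons of genes, a change is called significant where edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p under 0.05, and fold changes are on the log2 scale against the control of the same sex and tissue.

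**Figure D1:**
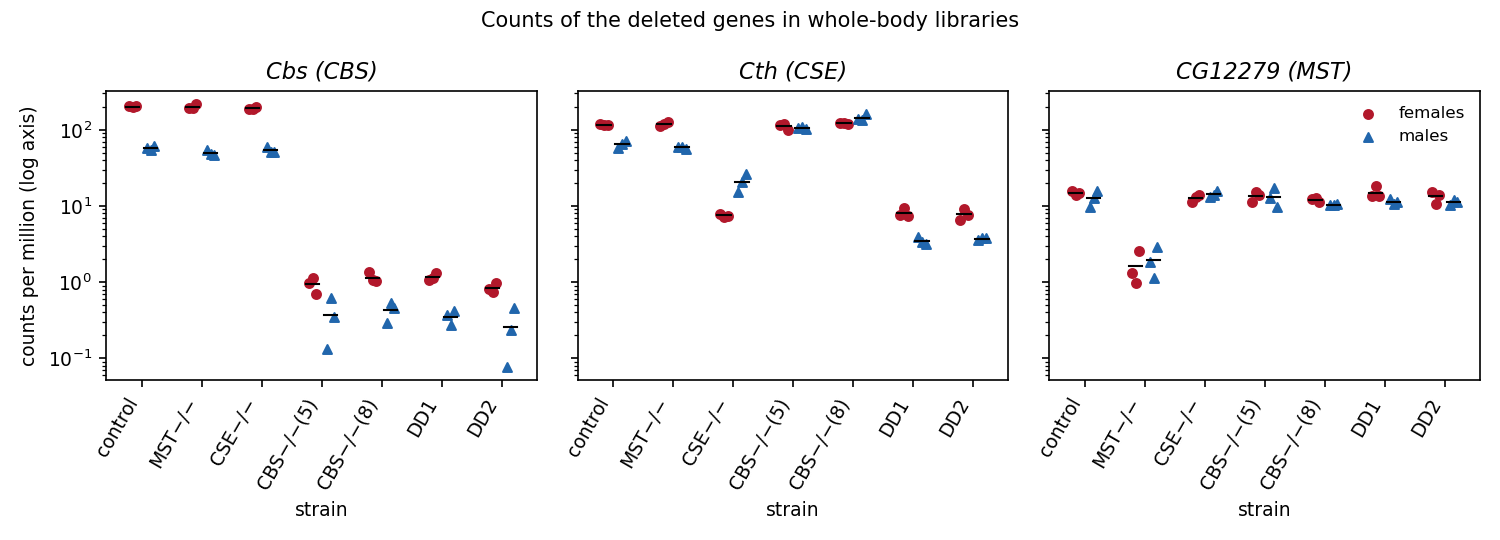
CPM (log axis) of the 3 deleted genes in each whole-body library, by strain on the horizontal axis. Points are single libraries (3 per strain and sex, females as circles and males as triangles) and black lines their means. *Cbs* lies at or below 1.36 CPM in every library of the 4 strains that lack it, and *Cth* in *CSE−/−* males stays between 15.4 and 26.5 CPM.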

The level of *CBS* transcription was not changed in the strains containing *CSE* or *MST* deletions (Figure S3). 

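The log2 fold change of *Cbs* in females was -0.12 in *CSE−/−* (standard error 0.106, quasi-likelihood adjusted p = 0.589) and -0.07 in *MST−/−* (standard error 0.106, quasi-likelihood adjusted p = 0.957). In males it was -0.07 and -0.21, with quasi-likelihood adjusted p = 0.851 and 0.547. None of these 4 differences was significant.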

Interestingly, the level of *CSE,* and especially *CBS* expression, was several times higher in the females of all studied strains (Figure S4). 

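In whole bodies of the control strain, *Cbs* was higher in females than in males by 1.91 on the log2 scale (standard error 0.169, quasi-likelihood adjusted p = 5.06e-12, fitted over both sexes) and *Cth* by 0.97 (standard error 0.157, quasi-likelihood adjusted p = 9.22e-07). In *MST−/−* these differences were 2.04 and 1.04. For *Cbs* in *CSE−/−* the difference was 1.87. For *Cth*, the gene deleted in this strain, it was -1.447 (quasi-likelihood adjusted p = 1.7e-09). In DD1 and DD2, where *Cth* is deleted as well, its difference was 1.474 and 1.075. In *CBS−/−(5)* and *CBS−/−(8)* the level of *Cth* did not differ significantly between the sexes, with differences of 0.07 and -0.24 and quasi-likelihood adjusted p = 0.667 and 0.148. It was significantly lower in females of *CBS−/−(8)* with DESeq2 (-0.38, Wald test adjusted p = 0.00824) and with upper-quartile factors (-0.48, quasi-likelihood adjusted p = 0.000845), and of *CBS−/−(5)* with upper-quartile factors (-0.27, quasi-likelihood adjusted p = 0.0468). CG12279 did not differ significantly between the sexes of the control (0.34, quasi-likelihood adjusted p = 0.208). RNA of females in a male library would raise female-biased genes; its mean share, as estimated from the level of 49 genes of females, was 6.53% in the control and 0.94% in *MST−/−*.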

We failed to detect any significant compensatory increase in *CBS* or *MST* expression in the strains with knockdown of the *CSE* gene. Similarly, we failed to reveal any modulation of *MST* expression in the strains with deletions of *CBS* or *CSE* (Figure S4). 

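CG12279 had a log2 fold change of -0.28 (standard error 0.249, quasi-likelihood adjusted p = 0.587) in the females and 0.20 (standard error 0.223, quasi-likelihood adjusted p = 0.614) in the males of *CSE−/−*. Its level in the *CSE−/−* females was 12.4 ± 1.4 CPM (SD, n = 3) against 15.1 ± 1.51 CPM (SD, n = 3) in the control, scaled by edgeR's TMM factors. No increase of *Cbs* or CG12279 was detectable in this strain at this depth.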

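Among the *CBS−/−* and double deletion strains, CG12279 had log2 fold changes from -0.29 to -0.02 in females and from -0.23 to 0.14 in males, and the smallest quasi-likelihood adjusted p of these 8 comparisons was 0.369.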

On the other hand, in the case of the strain with *CBS* deletion, while we failed to observe any compensatory effect in terms of *CSE* or *MST* expression in the females of this strain, we revealed a two-fold compensatory increase in *CSE* expression in the males of *CBS−/−* strains (Figure S3, S4).

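In males, *Cth* rose from 63.3 ± 6.56 CPM (SD, n = 3) in the control to 110 ± 1.54 CPM (SD, n = 3) in *CBS−/−(5)* and 147 ± 12.7 CPM (SD, n = 3) in *CBS−/−(8)*. The log2 fold changes were 0.80 (standard error 0.143, quasi-likelihood adjusted p = 0.000709) and 1.22 (standard error 0.143, quasi-likelihood adjusted p = 6.71e-06), which are 1.74-fold and 2.33-fold increases. In females the log2 fold changes were -0.10 and 0.06, with quasi-likelihood adjusted p = 0.524 and 0.672. The difference between the sexes was itself significant: the female minus the male effect was -0.90 in *CBS−/−(5)* (quasi-likelihood adjusted p = 0.00876) and -1.21 in *CBS−/−(8)* (quasi-likelihood adjusted p = 0.000296). The share of female RNA estimated for the male libraries of these strains averages 17.3% and 15.0%. The paper calls the increase in males compensatory.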

To determine what cellular processes are affected in the strains containing single and double deletions of the above three genes involved in H_2_S production and methionine metabolism, transcriptomic analysis exploring the control strain and flies of both sexes containing single and double deletions of *CBS*, *CSE* and *MST* was carried out. 

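RNA was extracted from whole flies of both sexes of the 7 strains, and from thoraxes of the control and *CBS−/−(5)*, and sequenced as strand-specific libraries of single-end reads. Each group of strain, sex and tissue has 3 libraries, which makes 54 libraries. The authors trimmed the reads with Trimmomatic, mapped them to dm6 with STAR within the PPLine script and deposited the reads counted on each gene as whole numbers, without normalization. The counts on genes per library ranged from 19612605 to 28768678 in whole females, from 9705034 to 18623886 in whole males, from 10645727 to 31616200 in female thoraxes and from 12412524 to 18717054 in male thoraxes. The median counts of the groups of females were 20772776 in the control, 22091514 in *MST−/−*, 21977216 in *CSE−/−*, 23210355 in *CBS−/−(5)*, 20758440 in *CBS−/−(8)*, 23673913 in DD1 and 22271510 in DD2. Those of the males were 13437205 in the control, 11444632 in *MST−/−*, 15290301 in *CSE−/−*, 14372164 in *CBS−/−(5)*, 13635933 in *CBS−/−(8)*, 14351026 in DD1 and 12946612 in DD2. For thoraxes they were 14902911 in the control and 11953447 in *CBS−/−(5)* in females, and 15193216 in the control and 15694235 in *CBS−/−(5)* in males. In whole bodies the female libraries are therefore deeper than the male ones.

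From these counts, genes with enough counts were kept by edgeR's filterByExpr, libraries were scaled by TMM factors, and each strain was compared with the control in 1 fit per sex and tissue by the quasi-likelihood test. CPM in the following comparisons are of the TMM-scaled library size. The filter kept 10548 genes in whole females, 13036 in whole males, 10153 in female thoraxes and 11337 in male thoraxes. TMM assumes that most genes keep their level. The ovary makes up much of the RNA of a whole female, so a strain with smaller ovaries has higher CPM of the genes of other organs without a change inside those organs. As an alternative that leaves most ovary genes out of the scaling, TMM factors were computed only from genes whose CPM in the control thorax is at least that in the control whole body (thorax-based TMM hereafter). Under this alternative the median log2 fold change of all genes in females was -0.15 in *MST−/−*, and in *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 the median came to -0.30, -0.50, -0.61, -0.52 and -0.96. In males, medians moved over 0.1 from 0 only in *MST−/−*, *CSE−/−*, *CBS−/−(5)* and DD2, to -0.15, -0.13, -0.14 and -0.17. Upper-quartile factors moved the median to 0.11 in DD1 females and 0.18 in DD2 females. Genes of females are seen in whole-body libraries of males at levels that differ between strains, so for males the counts expected of an estimated share of female RNA were also subtracted, an alternative chosen after these levels were seen. Reads that lie on exons of more than 1 gene were not counted on either gene in these files, so overlapping genes are undercounted, and reads of near-identical members of a gene family can be missing or assigned to another member.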

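Of the genes tested in females, 94 differed significantly from the control in *MST−/−* (56 higher and 38 lower), 288 in *CSE−/−* (174 higher and 114 lower), 1606 in *CBS−/−(5)* (1196 higher and 410 lower) and 2598 in *CBS−/−(8)* (1754 higher and 844 lower). In males these numbers were 201 (92 higher and 109 lower), 483 (222 higher and 261 lower), 4269 (1908 higher and 2361 lower) and 4214 (1665 higher and 2549 lower). At a fold change of at least 2 as well, 65, 192, 871 and 1285 genes were left in females and 110, 250, 1329 and 1542 in males. The order of the strains depends on the fit: when it held only the 2 groups compared, 1417 genes changed in *CSE−/−* females against 208 in *CBS−/−(5)* and 4662 in *CBS−/−(8)* females, and 1527 in *CSE−/−* males against 1718 and 3737. Likewise edgeR's exact test on the 2 groups gave 1918 in *CSE−/−* against 730 and 4703 in females and 2391 against 2199 and 3842 in males, so *CBS−/−(8)* stayed above *CSE−/−* under both, while *CBS−/−(5)* stayed above it only in males with the fit of 2 groups. The scaling decides how the changed genes divide into higher and lower. With the thorax-based TMM there were 329 higher and 619 lower genes in *CBS−/−(5)* females and 849 and 4539 in *CBS−/−(8)* females. The share of higher genes then fell from 59.6% to 44% in *MST−/−* and from 60.4% to 39.9% in *CSE−/−* females, and in males from 46% to 23.1% in *CSE−/−*, from 44.7% to 20.4% in *CBS−/−(5)* and from 39.5% to 28% in *CBS−/−(8)*. Subtraction of female RNA left 3212 and 2651 changed genes in the males of the *CBS−/−* strains, against 149 and 549 in *MST−/−* and *CSE−/−* males, and the share of higher genes rose to 59.7% and 49.3% in the former and to 57% and 59% in the latter.

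The genes with the largest changes that had at least 5 CPM in the higher group and no overlap between strain and control libraries are given with their log2 fold changes, or with a lower bound of the fold where all 3 libraries of a group had at most 3 counts. In *MST−/−* females these were *CG11034* (at least 94.8-fold higher) and *CG1503* (2.63) among higher genes and *CG11700* (-4.00) and *gNacalpha* (-5.85) among lower genes, and in *CSE−/−* females *Cyp4p2* (at least 38.2-fold higher) and *CG32686* (5.14) and, besides *Cth* (-4.02), *lncRNA:CR45128* (-5.22). In *MST−/−* males they were *lncRNA:CR43491* (4.29) and *CG9377* (2.79) and, besides CG12279 (-2.70), *CG33668* (-2.95), and in *CSE−/−* males *CG30091* (6.07) and *CG14406* (5.19) and *lncRNA:CR43808* (at least 32.2-fold lower) and *CG43659* (at least 39.4-fold lower). Of these genes, *CG11700*, *gNacalpha* and *CG32686* in females and *CG33668* in males changed the same way in all 6 strains. A difference of the control stock from all strains could produce such changes.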

Specifically, the deletion of *CBS* affected the expression of the genome significantly more strongly in comparison with *CSE−/−* and *MST−/−* deletions. 

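In females, 3247 genes differed significantly from the control in DD1 (1754 higher and 1493 lower) and 6991 in DD2 (3633 higher and 3358 lower). With upper-quartile factors the share of higher genes rose from 54% to 64.2% and from 52% to 62.5%, and with the thorax-based TMM it fell to 18.5% and 12.2%. In males, 1650 genes differed in DD1 (700 higher and 950 lower) and 2344 in DD2 (1074 higher and 1270 lower), where the share of higher genes fell from 45.8% to 28.6% with the thorax-based TMM. Set against their parent strains, DD1 females differed from *CBS−/−(5)* in 392 genes (238 higher and 154 lower) and DD2 females from *CBS−/−(8)* in 571 (325 higher and 246 lower), and in males these numbers were 4709 (2130 higher and 2579 lower) and 1186 (630 higher and 556 lower). Across genes, the effects in females correlated with r = 0.74 between *CBS−/−(5)* and DD1 and 0.791 between *CBS−/−(8)* and DD2. In males r was 0.397 and 0.618. Genes are not independent replicates, and the strains share the control libraries. With different control libraries for the 2 strains of a pair, r was 0.645 and 0.733 in females and 0.292 and 0.555 in males. Of the genes changed in both strains of a pair, 1144 of 1151 and 2336 of 2352 moved the same way in females.

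Whether the deletions add up was tested as the departure of the double deletion from the sum of the *CBS−/−* and *CSE−/−* effects on the log2 scale. In females 85 genes departed significantly in DD1 and 199 in DD2, and in males 4825 and 1205. The estimated share of female RNA in the male libraries averages 1.15% in DD1 and 1.4% in DD2, against 17.3% and 15.0% in the parent strains and 14.3% in *CSE−/−*. After subtraction of such RNA 1547 and 2201 genes differed from the control, 3011 and 471 from the parent strains, and 3080 and 552 departed from additivity. By the same rule as for the single deletions, the genes with the largest changes in females were *CG32379* (at least 35.4-fold higher) and *Cyp4p2* (at least 80.4-fold higher) and, besides *Cbs* (-7.46), *CG43055* (at least 297-fold lower) in DD1, and *LysC* (at least 474-fold higher) and *CG32379* (at least 67.3-fold higher) and, besides *Cbs* (-7.89), *CG43055* (at least 268-fold lower) in DD2. In males they were *CG33640* (at least 26.3-fold higher) and *CG13675* (at least 33.8-fold higher) and *CG33668* (at least 41.9-fold lower) and *a5* (at least 56.3-fold lower) in DD1, and *lncRNA:CR44977* (at least 41.1-fold higher) and *CG13675* (at least 26-fold higher) and *CG43659* (at least 33.2-fold lower) and *a5* (at least 47.9-fold lower) in DD2. From the similar patterns and the stronger changes, the paper proposes a cumulative effect of the deletions.

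**Figure D2:**
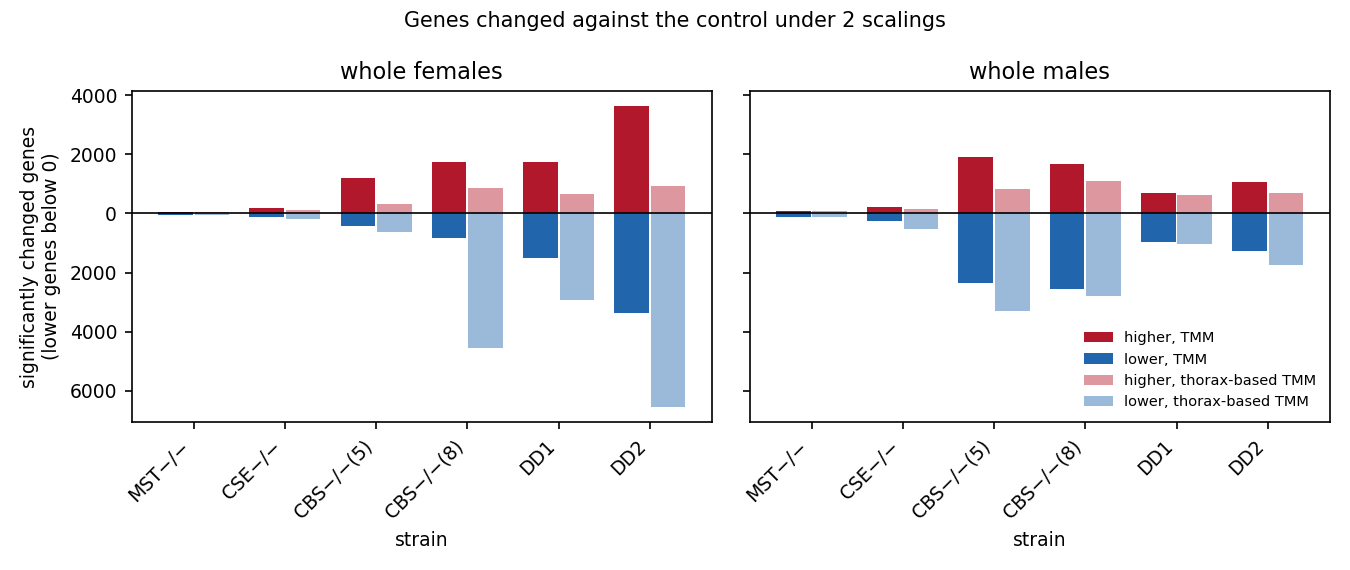
Number of genes that differed significantly from the control in whole females and whole males, by strain on the horizontal axis. Bars above 0 are higher genes and bars below 0 lower genes, with TMM factors in full colour and with the thorax-based TMM in pale colour. In DD2 females the higher genes fell from 3633 to 914 and the lower genes rose from 3358 to 6557 under the thorax-based TMM.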

Strains with double deletions (*CBS−/−*, *CSE−/−*) largely have rather similar patterns with *CBS−/−* strains, but the observed changes are more dramatic, suggesting a cumulative effect of these two gene deletions (Fig. 1).

Transcriptome profiling of males and females from the strains with deletions in *Gene Ontology* terms revealed dramatic changes in many cellular processes, including cellular response to oxidative stress, oxidation-reduction process, response to heat and, importantly, glutathione metabolic process (Fig. 1). Similarly, KEGG analysis (Fig. 2) revealed changes in glutathione, drugs and xenobiotic metabolism in females and, to a lesser degree, in males in the strains containing *CBS−/−* genotype. In the strains with the *CSE−/−* genotype, these alterations are less certain, while in the *MST−/−* strain, such changes were not detected. 

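In the thoraxes of *CBS−/−(5)* females, 0 of the genes tested passed the adjusted p threshold against the control, while 597 had an unadjusted p under 0.05. DESeq2 in place of edgeR moved this number most, to 270. The replicate numbers pair the female thorax libraries weakly, with a mean correlation of 0.165 between the deviations of same-numbered libraries, and with the replicate number as a block in the fit the number was 0 as well. The deleted *Cbs* itself fell from 27.7 ± 12.4 CPM (SD, n = 3) to 0.327 ± 0.115 CPM (SD, n = 3) there and did not pass (log2 fold change -6.34, quasi-likelihood adjusted p = 0.0528). In male thoraxes 210 genes differed significantly (87 higher and 123 lower). This number was 30 with the replicate number as a block and 647 with DESeq2, and it ranged from 14 to 427 over the fits that each left out 1 library. The genes with the largest changes there were *CG43055* (at least 82.9-fold higher) and *CG11034* (6.75) and, besides *Cbs* (-8.15), *Lsp1alpha* (at least 73.8-fold lower). Of the 198 genes changed in male thoraxes and tested in both tissues, 153 also changed in whole males, 150 of them in the same direction. The thorax fits hold 6 libraries and the whole-body fits 21, so the numbers of changed genes are not directly comparable between the tissues. When the difference between the effects in thorax and whole body was itself tested, it was significant for 1 gene in females and 16 in males. The thorax libraries of the control females differed from one another more than most groups, with a mean correlation of log2 CPM of 0.769 between replicates.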

The most pronounced changes are observed in the whole bodies of *CBS−/−* flies, while in the thoraxes lacking ovaries, only xenobiotic metabolism is affected. We also detected clear-cut differences between males and females regarding changes in several important metabolic pathways, including carbon metabolism, biosynthesis of amino acids, glycolysis and pyruvate metabolism (Fig. 2). This finding can be explained by the gender gap in the ageing process and, specifically, by sex-dependent characteristic changes in metabolic profiles in the course of ageing described in fruit flies by different groups (see Ref. [38]).

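Whether a strain's effect differs between the sexes was tested in 1 fit of the 42 whole-body libraries, as the female minus the male log2 fold change. The difference was significant for 29 genes in *MST−/−*, 110 in *CSE−/−*, 1847 in *CBS−/−(5)*, 2414 in *CBS−/−(8)*, 2911 in DD1 and 4237 in DD2, of 13535 genes tested. The effect was more positive in females for 15, 85, 1085, 1319, 2565 and 2678 of these genes in the same order of strains. The median difference over all genes tested was 0.065, 0.04, 0.086, 0.099, 0.376 and 0.215. The division by direction, most of all in DD1, may therefore reflect in part a shift of all genes. Replicate 2 of the DD1 females also stood apart, with 14009 genes detected against 12594 and 12762 in replicates 1 and 3. The difference between the sexes was not refitted without this library, so its part in the DD1 numbers is not known. Across genes, the effects in the 2 sexes correlated with r = 0.223, 0.381, 0.459 and 0.423 in the *CBS−/−* strains and the double deletions. The genes of carbon metabolism, amino acid biosynthesis, glycolysis and pyruvate metabolism were not analysed here as pathways.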

**Fig. 2:**
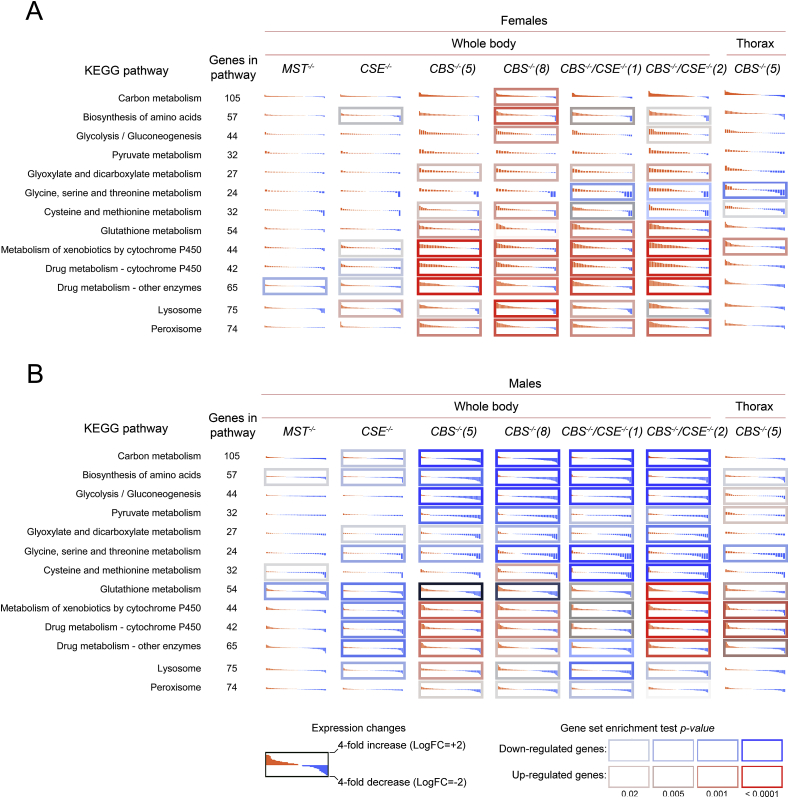
KEGG pathways. Differential expression profiles of genes participating in the most affected KEGG pathway deletions. The effects of single deletions of *CBS, CSE, MST* and double deletion (*CBS−/−*, *CSE−/−*) genes in whole body females/males and thoraxes for *CBS−/−(5)* are depicted. Red and blue subplots illustrate expression level changes (log-scale; values are sorted in each subplot) between mutant and control lines. (A) females; (B) males. The log expression level fold change (LogFC) range is from -2 (i.e., four-fold downregulation; blue) to ±2 (i.e., fourfold overexpression; red). Cell borders indicate the gene set enrichment (Fisher's exact test) *p* value for a pathway. The red border indicates that a KEGG pathway is enriched with upregulated genes; the blue border indicates downregulated genes. *min.p* (*up/downreg*) – minimal gene set enrichment test (Fisher's exact test) *p* value for up/downregulated genes across all four presented analyses (Colour figure online). (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

Most changes observed in *Gene Ontology* terms suggest that in the flies with deletions and, particularly, in *CBS−/−* containing strains, oxidative stress takes place, which results in the activation of several adaptive systems to prevent toxification (Fig. 1, Fig. 2). GSH represents one of the major cellular antioxidants [39]. To this end, our experiments exploring spectrophotometric determination of GSH (Fig. 3A) demonstrated that the level of total GSH is significantly reduced in the strains containing deletions of *CSE* and *MST* genes. In the flies with the *CBS−/−* genotype (single and double deletions), the level of GSH was also decreased in comparison with the control strain, but the decrease was less dramatic (Fig. 3A). Notably, in all strains with deletions, the observed decrease in GSH level was more pronounced in the females (Fig. 3A).

**Fig. 3:**
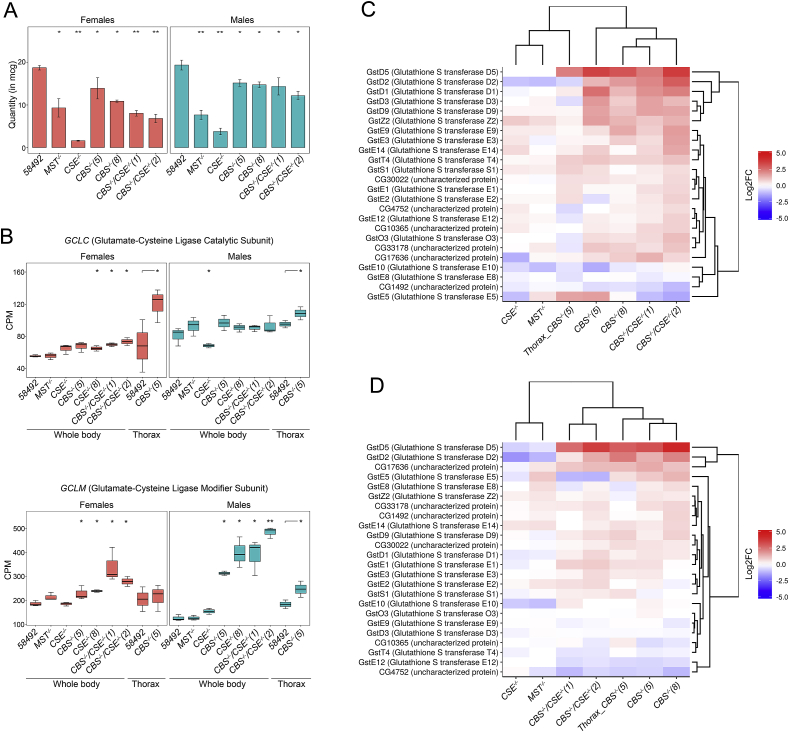
Effect of deletions on glutathione metaboloic process. A Spectrophotometric quantification of total nonprotein reduced thiol levels – mainly GSH. The GSH level in the whole body of males and females of control strain 58492 and *CBS−/−*, *CSE−/−*, *MST−/−,* (*CBS−/−*, *CSE−/−*) mutant flies was determined at 412 nm using a Lambda 25 spectrophotometer. Values are the means of 5 independent experiments. *P ≤ 0.05, **P ≤ 0.01. B. Box plots of *GCLC* (glutamate-cysteine ligase catalytic subunit) and *GCLM* (glutamate-cysteine ligase modifier subunit) expression levels in control strain (58492), *CBS−/−*, *CSE−/−*, *MST−/−* and (*CBS−/−*, *CS E−/−*) mutant flies (whole body); 58492 and *CBS−/−(5)* only thoraxes. CPM – counts per million; *P ≤ 0.05, **P ≤ 0.01. C – females, D – males. Heat map illustrating RNA-Seq differential expression data for *CBS−/−*, *CSE−/−*, *MST−/−* and (*CBS−/−*, *CSE−/−*) mutant flies (whole body); and *CBS−/−(5)* only thoraxes. Gene expression analysis for genes involved in the GO term GO0006749-glutathione metabolic process. Pairwise comparisons relative to the control strain are shown. Red positive log fold-change (log2FC). Blue, negative log2FC. . (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

Glutamate-cysteine ligase, also known as γ-glutamyl cysteine synthetase, contains two subunits (Gclc and Gclm) that participate in the first limiting stage of GSH formation [40]. 

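*Gclc* (FBgn0040319, chromosome X from 8102181 to 8116147) encodes the catalytic subunit of glutamate-cysteine ligase. In females its log2 fold change was 0.38 (standard error 0.126, quasi-likelihood adjusted p = 0.0465) in *CBS−/−(5)*, 0.34 (standard error 0.126, quasi-likelihood adjusted p = 0.0455) in DD1 and 0.59 (standard error 0.126, quasi-likelihood adjusted p = 0.00104) in DD2. It was not significant in *CBS−/−(8)* (0.33, quasi-likelihood adjusted p = 0.0635), *CSE−/−* (0.28, quasi-likelihood adjusted p = 0.298) or *MST−/−* (0.11, quasi-likelihood adjusted p = 0.935). The level in females was 148 ± 17.4 CPM (SD, n = 3) in *CBS−/−(5)* against 113 ± 9.38 CPM (SD, n = 3) in the control. The sign of the effect changed under the thorax-based TMM, to -0.14 in *CBS−/−(5)*, -0.20 in DD1 and -0.42 in DD2. In males, the log2 fold changes of the 6 strains ranged from -0.32 to 0.24, *CSE−/−* having the lowest, and no difference was significant, with the smallest quasi-likelihood adjusted p of 0.273.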

Characteristically, we observed a tendency towards increased *Gclc* expression in the males of most strains with deletions (with the exception of *CSE−/−*), while in the females, an enhanced level of *Gclc* expression was not revealed only in *MST−/−* flies (Fig. 3B). Notably, *CBS−/−* females, in contrast to males, exhibited a pronounced increase in *Gclc* expression detected only in thoraxes. 

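In thoraxes of *CBS−/−(5)* females the log2 fold change of *Gclc* was 0.77 (standard error 0.445, quasi-likelihood adjusted p = 0.947), with 156 ± 29.7 CPM (SD, n = 3) against 91.9 ± 41.2 CPM (SD, n = 3) in the control thoraxes. In male thoraxes it was 0.44 (standard error 0.195, quasi-likelihood adjusted p = 0.538). The effect in the female thorax exceeded that in whole females by 0.36 (quasi-likelihood adjusted p = 0.923), a difference that was not significant.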

The expression of a gene encoding another subunit (*Gclm*) was significantly elevated in the males of *CBS−/−* strains (Fig. 3B) and, to a lesser extent, in the females of *CBS−/−* strains. 

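*Gclm* (FBgn0046114, chromosome 3R from 22685006 to 22686510) had 274 ± 35.8 CPM (SD, n = 3) in the males of *CBS−/−(5)*, against 101 ± 10.8 CPM (SD, n = 3) in the control males. In males the log2 fold changes were 1.45 (standard error 0.145, quasi-likelihood adjusted p = 1.53e-06) and 1.62 (standard error 0.145, quasi-likelihood adjusted p = 2.76e-07), and they reached 1.57 (standard error 0.145, quasi-likelihood adjusted p = 4.45e-07) in DD1 and 1.88 (standard error 0.146, quasi-likelihood adjusted p = 4.71e-08) in DD2. In females they were 0.33 in *CBS−/−(5)*, 0.44 in *CBS−/−(8)*, 0.74 in DD1 and 0.83 in DD2 (quasi-likelihood adjusted p = 0.0622, 0.0118, 0.000284 and 4.34e-05). Under the thorax-based TMM there was no significant increase of *Gclm* in *CBS−/−(8)*, DD1 and DD2, and the sign changed in *CBS−/−(8)* (-0.18) and DD2 (-0.15). The effect in females minus that in males was -1.13 (quasi-likelihood adjusted p = 0.00133) in *CBS−/−(5)* and -1.23 (quasi-likelihood adjusted p = 0.00025) in *CBS−/−(8)*. From the higher expression of *Gclc* and *Gclm*, the paper proposes a feedback compensatory response to the diminished amount of glutathione.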

Most likely, the observed increase in the expression of these two genes represents a feedback compensatory response to the diminished amount of GSH resulting from the disruption of methionine metabolism taking place in the strains comprising the *CBS−/−* genotype. The higher content of GSH observed in flies comprising the *CBS−/−* genotype (Fig. 3A) is probably due to elevated activities of *Gclc* and *Gclm* genes observed in such flies to compensate for the severe disruption of methionine metabolism.

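Fig. 3C and D list 24 genes of glutathione metabolism. The filter on low counts kept 23 of them in each sex, and CG33178, whose exons another gene overlaps, was not tested. In females of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, 9, 11, 13 and 17 of the 23 genes were significantly higher than in the control and 0, 1, 0 and 1 lower, and with the thorax-based TMM 4, 8, 7 and 9 were higher and 1, 4, 6 and 8 lower. The median log2 fold changes over the list were 0.70, 0.54, 0.56 and 1.06, against 0.04, -0.08, 0.01 and 0.01 with the thorax-based TMM. This scaling shifts all genes together, and their medians came to -0.50, -0.61, -0.52 and -0.96. In males, 14, 8, 2 and 8 were higher and 3, 3, 4 and 4 lower, and with the thorax-based TMM 6, 7, 2 and 6 were higher and the median of *CBS−/−(8)* changed from 0.05 to -0.03. Adjusted over the list alone, 10, 13, 15 and 17 genes were higher in females and 14, 10, 5 and 10 in males. The lists of the figures are the paper's own choices from these data, so a count within a list does not show how stable its calls are.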

Another interesting feature of the strains containing *CBS* deletions, including the strains with double deletions, is an elevated level of transcription of multiple genes encoding glutathione transferases (GSTs) (Fig. 3C and D). These proteins are ubiquitous key enzymes that catalyse the conjugation of glutathione to various xenobiotic compounds and hence play a vital role in the detoxification process [41]. 

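The share of higher genes was also counted over all genes tested whose symbol begins with Gst, of which there were 32 in females and 35 in males. In females of *CBS−/−(5)* it was 9 of 32 (28.1%) against 11.3% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.0416), in those of *CBS−/−(8)* 10 of 32 (31.2%) against 16.6% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.158), in DD1 12 of 32 (37.5%) against 16.6% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.0236) and in DD2 17 of 32 (53.1%) against 34.4% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.122). In males of *CBS−/−(5)* it was 14 of 35 (40%) against 14.6% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.00206) in those of *CBS−/−(8)* 9 of 35 (25.7%) against 12.7% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.122), in DD1 1 of 35 (2.9%) against 5.4% of the other genes (Fisher's exact test, 2-sided, adjusted p = 1) and in DD2 9 of 35 (25.7%) against 8.2% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.0118). The share of lower genes was significant in DD1 males, with 9 of 35 (25.7%) against 7.2% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.00612). With the thorax-based TMM, 4, 8, 7 and 9 of the members were higher in females of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, against 3.1, 8, 6.2 and 8.6% of the other genes. The adjustment covers the 140 family tests made, which include the Cyp, Hsp, Tot and Idgf families in the same strains. Members of a family are not independent of one another, and reads of near-identical members may have been left out or assigned to another member.

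The largest increases in the list were those of *GstD5* (FBgn0010041, chromosome 3R from 12375733 to 12376572), which rose in females from 0.756 ± 0.298 CPM (SD, n = 3) in the control to 12.5 ± 3.72 CPM (SD, n = 3) in *CBS−/−(8)*, a log2 fold change of 4.06 (standard error 0.575, quasi-likelihood adjusted p = 7.56e-05). In males it rose from 9.94 ± 1.69 CPM (SD, n = 3) to 187 ± 68.1 CPM (SD, n = 3), a log2 fold change of 4.23 (standard error 0.29, quasi-likelihood adjusted p = 1.17e-08). It had log2 fold changes of 3.48 in *CBS−/−(5)*, 2.83 in DD1 and 4.06 in DD2 for females and 3.12 in *CBS−/−(5)*, 2.56 in DD1 and 3.51 in DD2 for males.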

The deletion of *CBS* resulted in a dramatic increase in the transcription of most *Drosophila* GSTs in both sexes. 

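In the control strain, 19 of the 23 listed genes tested were significantly lower in females than in males and 1 was higher. The female minus the male effect was significantly positive for 6, 9, 11 and 14 of these genes in *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 and significantly negative for 1, 2, 0 and 1.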

Females exhibited a more pronounced increase in GST gene expression in comparison with males from the strains with *CBS* deletion (Fig. 3C), which is apparently due to a significantly lower level of GSTs in the females of the control strain (Figure S5). Notably, a similar pattern was observed in the strains with deletion of *CBS,* with the only prominent exception being the *GSTE8* gene, which exhibited a higher level of expression in the females (Figure S5). 

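*GstE8* (FBgn0063492) had 27.6 ± 3.05 CPM (SD, n = 3) in control females and 28.9 ± 3.86 CPM (SD, n = 3) in control males. The difference between females and males of the same strain was 0.00 in the control, -0.32 in *CBS−/−(5)*, -0.63 in *CBS−/−(8)*, 0.09 in DD1 and -0.59 in DD2 on the log2 scale, with quasi-likelihood adjusted p = 0.998, 0.0654, 0.00079, 0.607 and 0.0017. In *CBS−/−(5)*, *GstE8* was significantly lower in females with DESeq2 (-0.43, Wald test adjusted p = 0.0117) and with upper-quartile factors (-0.67, quasi-likelihood adjusted p = 0.000182). The same held with female RNA subtracted (-0.35, quasi-likelihood adjusted p = 0.0363). Of the listed genes, 21, 18, 17 and 17 were significantly lower in females than in males of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2.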

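In thoraxes of *CBS−/−(5)* females 0 of the 23 listed genes were significantly changed, while 2 had an unadjusted p under 0.05. In male thoraxes 2 were higher, *GstD5* with a log2 fold change of 2.87 (standard error 0.207, quasi-likelihood adjusted p = 0.00526) and *GstD2* with 2.42 (standard error 0.229, quasi-likelihood adjusted p = 0.0125), and 1 was lower (*CG4752*, -1.05, quasi-likelihood adjusted p = 0.0464). In female thoraxes *GstD5* had a log2 fold change of 2.64 (standard error 0.626, quasi-likelihood adjusted p = 0.424). The levels in thoraxes of the sexes were not compared in a common fit.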

Importantly, the expression of individual GSTs is similar in the thoraxes of males and females.

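In *MST−/−* and *CSE−/−*, 0 and 1 of the listed genes were significantly higher in females and 0 and 0 lower. In males of these strains 1 and 0 were higher and 1 and 2 lower. The median log2 fold changes were 0.09 and 0.02 in females, where the thorax-based TMM gave -0.06 and -0.30. At an unadjusted p under 0.05, 3 genes differed in *MST−/−* females.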

In the strains containing *CSE* and *MST* deletions, we observed only slight changes in the levels of various GSTs in comparison with the control strain. 

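*GstZ2* (FBgn0037697, chromosome 3R from 9456815 to 9460652) had 5.28 ± 0.437 CPM (SD, n = 3) in control females. Its log2 fold change in females was 0.90 (standard error 0.222, quasi-likelihood adjusted p = 0.0324) in *CSE−/−* and ranged from 1.10 to 1.86 in the *CBS−/−* strains and the double deletions, all significant by the quasi-likelihood test (largest adjusted p = 0.00191). In *MST−/−* females it was 0.60 (quasi-likelihood adjusted p = 0.386). In males the log2 fold changes ranged from 0.15 to 0.40 and none was significant (smallest quasi-likelihood adjusted p = 0.0949).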

Characteristically, only the level of *GSTZ2* transcription (Fig. 3C and D) was increased in all strains with deletions of the studied genes (especially in females). This gene of mitochondrial localization is expressed in the heads of adult flies. Females in the strains comprising the *CBS−/−* genotype exhibited enhanced levels of expression of *GSTD1*, *GSTD2*, *GSTD3*, *GSTD5*, *GSTD9*, *GSTE9* and *GSTZ2,* while in males, we observed a pronounced increase in *GSTD5*, *GSTD2*, *CG17636* and *Gclm*. 

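Among *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 females, *GstD1* rose by 1.26, 2.68, 1.97 and 2.42 on the log2 scale, *GstD2* by 2.11, 2.08, 2.35 and 3.26, *GstD3* by 1.14, 1.84, 1.60 and 1.65 and *GstD9* by 1.41, 1.99, 1.82 and 2.07. All 16 of these increases were significant, with quasi-likelihood adjusted p of at most 0.00507. The thorax-based TMM left *GstD1* in *CBS−/−(5)*, *GstD3* in *CBS−/−(5)* and *GstD9* in *CBS−/−(5)* without a significant change in the same direction. The log2 fold changes of *GstE9* were 1.33 in *CBS−/−(5)*, 0.54 in *CBS−/−(8)*, 0.70 in DD1 and 1.54 in DD2 (quasi-likelihood adjusted p = 0.00206, 0.123, 0.047 and 0.000195). When scaled by the thorax-based TMM, *GstE9* in DD1 no longer passed the threshold in that direction. In males, those of *GstD2* were 1.73 in *CBS−/−(5)*, 2.04 in *CBS−/−(8)*, 0.43 in DD1 and 1.34 in DD2 (quasi-likelihood adjusted p = 0.0013, 0.000237, 0.497 and 0.00864), and those of CG17636 (FBgn0025837) ranged from 1.00 to 1.25 (largest quasi-likelihood adjusted p = 0.00224). After subtraction of female RNA, *GstD2* in DD2 no longer passed the threshold. *GstD3* did not change significantly in males (smallest quasi-likelihood adjusted p = 0.382).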

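*GstE5* (FBgn0063495, chromosome 2R from 18404605 to 18405338) had 1.37 ± 0.323 CPM (SD, n = 3) in control females and 5.38 ± 1.72 CPM (SD, n = 3) in control males. In males its log2 fold change was 1.06 (standard error 0.381, quasi-likelihood adjusted p = 0.0402) in *CBS−/−(5)*, 1.25 (standard error 0.381, quasi-likelihood adjusted p = 0.018) in *CBS−/−(8)* and -1.43 (standard error 0.427, quasi-likelihood adjusted p = 0.0273) in DD2, while those of DD1 (-1.26), *CSE−/−* (-0.12) and *MST−/−* (0.77) were not significant (smallest quasi-likelihood adjusted p = 0.054). In females only *CBS−/−(8)* changed significantly (2.31, quasi-likelihood adjusted p = 0.000235), the other 5 strains ranging from -0.79 to 0.70.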

Notably, the expression of *GSTE5* dropped in the *CSE−/−* and in strains with double deletion and increased in the flies with *MST* and *CBS* deletions (especially in males). In addition, in males and females with *MST* and *CSE* deletions, we revealed a decrease in the expression of *GSTD2* and *GSTE10*, while *GSTD5* was downregulated only in males of these strains.

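In males, *GstE10* (FBgn0063499) had log2 fold changes of -1.11 (standard error 0.129, quasi-likelihood adjusted p = 0.000118) in *MST−/−* and -0.73 (standard error 0.126, quasi-likelihood adjusted p = 0.00157) in *CSE−/−*. *GstD2* had -1.28 (standard error 0.347, quasi-likelihood adjusted p = 0.0457) in *CSE−/−* and -1.32 (quasi-likelihood adjusted p = 0.0746) in *MST−/−*. Subtraction of female RNA left *GstD2* in *CSE−/−* without a significant change. In females, *GstD2* had -0.96 in *MST−/−* and -0.73 in *CSE−/−* and *GstE10* -1.14 in *MST−/−* and -0.80 in *CSE−/−*, none of them significant (smallest quasi-likelihood adjusted p = 0.0789). *GstD5* had -0.62 in *MST−/−* and -0.47 in *CSE−/−* in males, with quasi-likelihood adjusted p = 0.291 and 0.367, and -0.77 in *MST−/−* and -0.91 in *CSE−/−* in females, where its control level was below 1 CPM.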

**The compensatory response of diverse groups of oxidation-reduction genes is observed in the strains with deletions**. Multiple genes involved in the oxidation-reduction process represent another group that responded to the deletion of *CBS* and, to a lesser degree, of *CSE* and *MST* by transcription induction of its multiple members, including several oxidases, dehydrogenases, peroxidases, reductases, and cytochromes (Fig. 4). 

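Of the 38 genes listed in Fig. 4B and C, 36 were tested. P5cr-2 and CG5493 overlap other genes and had too few counts to be tested. In females of *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, 0, 1, 21, 22, 21 and 33 genes were significantly higher and 0, 0, 0, 1, 0 and 0 lower, and with the thorax-based TMM 0, 1, 5, 9, 9 and 12 were higher and 0, 0, 1, 1, 1 and 5 lower, with positive log2 fold changes for 19, 16, 22, 19, 22 and 18 of them against 30, 30, 34, 34, 34 and 35. In males 1, 4, 8, 4, 6 and 9 were higher and 0, 1, 7, 9, 10 and 8 lower, and after subtraction of female RNA 0, 4, 11, 5, 6 and 9 were higher and 0, 1, 3, 8, 9 and 8 lower. Adjusted over the list alone, 0, 4, 30, 25, 25 and 33 were higher in females and 1, 4, 8, 4, 7 and 10 in males. At an unadjusted p under 0.05, 5 of the listed genes differed in *MST−/−* females.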

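*Uro* (FBgn0003961, chromosome 2L from 7780085 to 7781415), which encodes urate oxidase, had 10.1 ± 1.66 CPM (SD, n = 3) in control females and 23.9 ± 6.38 CPM (SD, n = 3) in control males. It rose in females of *CBS−/−(5)* to 103 ± 72.2 CPM (SD, n = 3), a log2 fold change of 3.36 (standard error 0.542, quasi-likelihood adjusted p = 0.000476), and in males to 352 ± 140 CPM (SD, n = 3), 3.88 (standard error 0.283, quasi-likelihood adjusted p = 3.94e-08). The log2 fold changes of the other strains with a *CBS* deletion were 3.43 in *CBS−/−(8)*, 2.85 in DD1 and 4.35 in DD2 for females and 4.38 in *CBS−/−(8)*, 3.10 in DD1 and 4.49 in DD2 for males (largest quasi-likelihood adjusted p = 0.00105). In *CSE−/−* it was significant in males (1.40, quasi-likelihood adjusted p = 0.00344) and not in females (0.89, quasi-likelihood adjusted p = 0.414). In *MST−/−* the log2 fold changes were -0.01 in females and 0.34 in males (smallest quasi-likelihood adjusted p = 0.497). In thoraxes of *CBS−/−(5)* the gene rose from 19.6 ± 10.7 CPM (SD, n = 3) to 193 ± 51 CPM (SD, n = 3) in females, a change of 3.30 (standard error 0.503, quasi-likelihood adjusted p = 0.169), and from 15.7 ± 7.13 CPM (SD, n = 3) to 399 ± 65.6 CPM (SD, n = 3) in males, 4.66 (standard error 0.392, quasi-likelihood adjusted p = 0.00732). The thorax libraries may hold tissue from beyond the thorax, so these values do not place the increase in the thorax itself.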

Characteristically, the maximal level of induction in the flies of both sexes in *CBS−/−* and *CSE−/−* strains was detected for the urate oxidase (*Uro*) gene expressed in the Malpighian tubules (Fig. 4A). The observed upregulation of *Uro* gene expression observed in the strains with deletions may also result from imbalance of purine metabolic process (see Fig. 2).

**Fig. 4:**
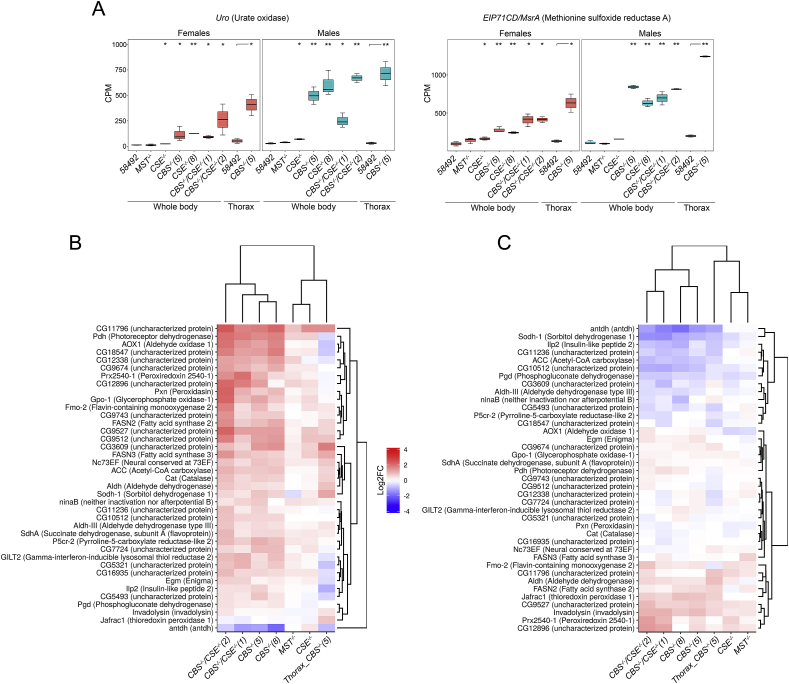
Effect of deletions on oxidation-reduction process. A. Box plots of *Uro* (Urate oxidase*)* and *EiP71CD* expression levels in control strain (58492), *CBS−/−*, *CSE−/−*, *MST−/−* and (*CBS−/−*, *CSE−/−*) mutant flies whole body; 58492 and *CBS−/−*(5) only thoraxes. CPM – counts per million; *P ≤ 0.05, **P ≤ 0.01. Heat map illustrating RNA-Seq differential expression data for *CBS−/−*, *CSE−/−*, *MST−/−* and (*CBS−/−*, *CSE−/−*) mutant flies whole body; and *CBS−/−(5)* only thoraxes Gene expression analysis for genes involved in Go term GO0055114 – oxidation-reduction process. B – females, C – males. Pairwise comparisons relative to the control strain are shown. Red positive log fold-change (log2FC). Blue, negative log2FC. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

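*Eip71CD* (FBgn0000565, chromosome 3L from 15511052 to 15513202) encodes a methionine sulphoxide reductase. Its level rose from 63.2 ± 14.6 CPM (SD, n = 3) in control females to 195 ± 41.3 CPM (SD, n = 3) in *CBS−/−(5)* and 315 ± 52.5 CPM (SD, n = 3) in DD2, and from 78 ± 15.1 CPM (SD, n = 3) in control males to 651 ± 78.8 and 539 ± 7.55 CPM (SD, n = 3 each). In females the log2 fold changes were 0.54 in *MST−/−*, 0.71 in *CSE−/−*, 1.63 in *CBS−/−(5)*, 1.54 in *CBS−/−(8)*, 2.03 in DD1 and 2.32 in DD2, with quasi-likelihood adjusted p = 0.476, 0.107, 9.41e-05, 8.94e-05, 6.86e-06 and 1.09e-06. In males they were -0.27 in *MST−/−*, 0.80 in *CSE−/−*, 3.06 in *CBS−/−(5)*, 2.47 in *CBS−/−(8)*, 2.59 in DD1 and 2.79 in DD2, with quasi-likelihood adjusted p = 0.386, 0.00579, 8.32e-10, 9.46e-09, 4.05e-09 and 1.51e-09. *MST−/−* and *CSE−/−* females and *MST−/−* males did not differ significantly from the control. In males, *Eip71CD* in *CSE−/−* lost significance when female RNA was subtracted. The log2 fold change in *CBS−/−(5)* thoraxes was 2.43 (standard error 0.319, quasi-likelihood adjusted p = 0.145) in females and 2.50 (standard error 0.162, quasi-likelihood adjusted p = 0.00391) in males.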

The methionine sulphoxide reductase gene (*EiP71CD*) is another locus activated in the males and females of all strains with deletions with the exception of males from *MST−/−* strains (Fig. 4A). This gene is involved in the cellular response to oxidative stress, sulphur amino acid metabolic process and determination of adult lifespan [42]. The reduction of oxidized methionine residues back into functional methionine restores the biological function of various proteins. Thus, expression of the *EiP71CD* gene plays an important role in the protein repair system and can reverse damage to proteins due to oxidation of methionine residues in proteins to methionine sulphoxide (met-(o)) [43,44].

Generally, the most dramatic increase in the expression of genes involved in the oxidation-reduction process was detected in the females from the strains containing *CBS* deletions. 

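Over the genes tested of Fig. 4B, the median log2 fold change in females was 0.81, 0.68, 0.64 and 1.05 in *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2. With the thorax-based TMM these medians were 0.14, 0.06, 0.08 and 0.00, against -0.50, -0.61, -0.52 and -0.96 over all genes, which the scaling shifts together with the list. In males the medians were 0.02, 0.03, -0.05 and 0.01. The effect in females minus that in males was significantly positive for 19, 20, 24 and 29 of the genes and significantly negative for 1, 2, 2 and 2.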

Notably, the expression level of most genes comprising this group was significantly lower in the females than in males in all strains (Figure S6).

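In the control, 33 of the 36 genes tested were significantly lower in females than in males and 1 was higher. In *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, 32, 33, 31, 32, 29 and 25 were lower in females.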

Several genes of this group are upregulated in the females of all strains with deletions (i.e., *CG11796*, *CG9674*, *Pdh*, *Prx2540-1*, *Cg12896*, *SdhA*, and *P5cr-2*). 

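In females, CG11796 (FBgn0036992) was significantly higher in *CSE−/−* (1.44, quasi-likelihood adjusted p = 0.00233) and in the 4 strains with a *CBS* deletion (log2 fold changes of 1.46 to 2.16). Of the other genes, the increases in these 4 strains were significant for *Pdh* in 4, *Prx2540-1* in 4, *CG12896* in 4, *CG9674* in 3 and *SdhA* in 1. Their log2 fold changes there ranged from 0.83 to 2.75 for *Pdh*, *Prx2540-1* and CG12896 and from 0.37 to 0.82 for CG9674 and *SdhA*. In *MST−/−* females none of the 6 genes passed the threshold (smallest quasi-likelihood adjusted p = 0.183). No significant change in this direction was left for *CG9674* in *CBS−/−(8)*, DD1 and DD2, *Prx2540-1* in *CBS−/−(5)* and *CBS−/−(8)*, *CG12896* in *CBS−/−(8)* and *SdhA* in DD2 under the thorax-based TMM, where the sign changed for CG9674 (-0.18) and *SdhA* (-0.26) in DD2. *Prx2540-1* and CG12896 are paralogs, and reads common to them may have been left out or moved between them. *P5cr-2* was not tested.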

In flies with *CSE−/−* and *CBS−/−* genotypes, *CG9527*, *CG9512*, *Gpo-1*, *CG3609*, and *FASN3* genes are upregulated. 

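In *CSE−/−* females the log2 fold changes were 0.78 for *CG9527*, 0.70 for *CG9512*, 0.44 for *Gpo-1* and 0.48 for *CG3609*, none of them significant (smallest quasi-likelihood adjusted p = 0.0933). In *CBS−/−(5)* females they were 1.11 for *CG9527*, 1.17 for *CG9512*, 1.07 for *Gpo-1* and 1.30 for *CG3609* (quasi-likelihood adjusted p = 0.00535, 0.0101, 0.0991 and 1.03e-05), and in *CBS−/−(8)* females 1.13 for *CG9527*, 1.13 for *CG9512*, 0.54 for *Gpo-1* and 1.32 for *CG3609* (quasi-likelihood adjusted p = 0.00272, 0.00796, 0.333 and 4.78e-06). Significance was lost under the thorax-based TMM for *CG9527* in *CBS−/−(5)*, *CG9512* in *CBS−/−(5)* and *CBS−/−(8)* and *CG3609* in *CBS−/−(5)*. The gene that the paper calls *FASN3* could not be matched to a single gene of the annotation and was not analysed here.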

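*antdh* (FBgn0026268, chromosome X from 11168030 to 11169058) had 3.55 ± 0.97 CPM (SD, n = 3) in control females and 15.6 ± 0.757 CPM (SD, n = 3) in control males. In females its log2 fold changes were -0.68 in *CBS−/−(5)*, -1.22 in *CBS−/−(8)*, -0.85 in DD1 and 0.15 in DD2 (quasi-likelihood adjusted p = 0.209, 0.0265, 0.0869 and 0.721). In males they were -1.47 in *CBS−/−(5)*, -1.88 in *CBS−/−(8)*, -1.69 in DD1 and -1.27 in DD2 (quasi-likelihood adjusted p = 0.000181, 1.02e-05, 3.62e-05 and 0.000543). No other tested gene of Fig. 4B was significantly lower in females of the 4 strains.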

Interestingly, only one gene (*antdh*) was downregulated in strains with the *CBS−/−* genotype (Fig. 4B). The comparison of expression patterns of the considered group of genes between intact flies and females lacking ovaries and spermathecae (thoraxes) enables us to conclude that several of these genes are predominantly induced in these organs of the *CBS−/−* flies (i.e., *AOX1*, *Cg18547*, *CG12338*, *CG9674*, *Cg12896*, *Prx2540-1*, *Pdh*, *Pxn*, and *GPO-1*).

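For these 9 genes, the log2 fold changes of *CBS−/−(5)* in whole females ranged from 0.49 to 1.61 and were significant for 6 of them, and in female thoraxes they ranged from -0.87 to 0.08 with none significant (smallest quasi-likelihood adjusted p = 0.947). The difference between the effects in thorax and whole body was tested in 1 fit of both tissues. It ranged from -2.08 to -0.62 and was significant for none of the 9 genes (smallest quasi-likelihood adjusted p = 0.23). Under the thorax-based TMM there was no significant increase of *AOX1* in *CBS−/−(5)*, *CG18547* in *CBS−/−(5)*, *CG12338* in *CBS−/−(5)* and *Prx2540-1* in *CBS−/−(5)*.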

In the males but not the females of the *CBS−/−* genotype, a significant upregulation of the *jafrac* (thioredoxin peroxidase 1) gene plays an important role in the hydrogen peroxide catabolic process. 

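*Jafrac1* (FBgn0040309, chromosome X from 13329824 to 13331994) rose in males from 314 ± 28.2 CPM (SD, n = 3) in the control to 654 ± 15.9 CPM (SD, n = 3) in *CBS−/−(5)*. On the log2 scale, the changes in males were 1.06 in *CBS−/−(5)*, 0.88 in *CBS−/−(8)*, 0.53 in DD1 and 0.69 in DD2 (quasi-likelihood adjusted p = 9.03e-06, 4.75e-05, 0.00588 and 0.000551). In females the values ranged from -0.20 to -0.01 (smallest quasi-likelihood adjusted p = 0.167). The female minus the male effect was -1.06 (quasi-likelihood adjusted p = 0.000549) in *CBS−/−(5)* and -0.93 (quasi-likelihood adjusted p = 0.00115) in *CBS−/−(8)*. The gene is higher in females than in males of the control by 1.45 (quasi-likelihood adjusted p = 2.42e-11) on the log2 scale. The share of female RNA estimated for the male libraries averaged 6.53% in the control, 17.3% and 15.0% in *CBS−/−(5)* and *CBS−/−(8)*, and 1.15% and 1.4% in DD1 and DD2, where the gene rose with less of it.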

In all strains with deletions, invadolysin and *CG9527* are upregulated, while *Aldh* does not change its expression only in the *MST−/−* strain. 

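In males, the metalloprotease gene *Invadolysin* (FBgn0086359) had log2 fold changes of 0.62 in *CBS−/−(5)*, 0.67 in *CBS−/−(8)*, 1.09 in DD1 and 1.14 in DD2 (quasi-likelihood adjusted p = 0.00796, 0.00452, 8.81e-05 and 4.96e-05). CG9527 had 0.53 in *CBS−/−(5)*, 0.63 in *CBS−/−(8)*, 0.65 in DD1 and 0.93 in DD2 (largest quasi-likelihood adjusted p = 0.0184). In *MST−/−* and *CSE−/−* males neither gene changed significantly, with 0.30 in *MST−/−* and 0.14 in *CSE−/−* for *Invadolysin* and 0.29 in *MST−/−* and 0.35 in *CSE−/−* for CG9527 (smallest quasi-likelihood adjusted p = 0.245). *Aldh* (FBgn0012036) rose in males by 0.48 in *CSE−/−*, 0.55 in *CBS−/−(5)*, 0.48 in *CBS−/−(8)*, 0.56 in DD1 and 0.75 in DD2 (largest quasi-likelihood adjusted p = 0.036), and its log2 fold change in *MST−/−* males was -0.02 (quasi-likelihood adjusted p = 0.941).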

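In males of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, *Sodh-1* (FBgn0024289) had log2 fold changes of -0.63, -1.12, -1.57 and -1.44 and CG10512 (FBgn0037057) of -0.64, -1.06, -1.09 and -1.21, all significant with quasi-likelihood adjusted p of at most 0.0108. Those of *Aldh-III* (FBgn0010548) were -0.22 in *CBS−/−(5)*, -0.44 in *CBS−/−(8)*, -0.40 in DD1 and -0.37 in DD2 (quasi-likelihood adjusted p = 0.0838, 0.00277, 0.00832 and 0.0133). *Pdh* (FBgn0011693) had 0.47 in *CBS−/−(5)*, 0.32 in *CBS−/−(8)*, 0.42 in DD1 and 0.28 in DD2 (quasi-likelihood adjusted p = 0.0299, 0.125, 0.0948 and 0.23). With female RNA subtracted, no significant change was left for *Sodh-1* in *CBS−/−(5)* and *CG10512* in *CBS−/−(5)*.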

Surprisingly, the expression of several genes participating in the oxidation-reduction process, such as *Sodh-1*, *AldhШ*, *Pdh* and *Cg10512,* was downregulated in males with the *CBS−/−* genotype. Similarly, males with deleted *MST* and *CSE* genes exhibited downregulation of *AOX1* and *Pgd* genes (Fig. 4C).

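The log2 fold change of *AOX1* (FBgn0267408) was -0.66 (standard error 0.144, quasi-likelihood adjusted p = 0.012) in *CSE−/−* males and -0.34 (standard error 0.144, quasi-likelihood adjusted p = 0.249) in *MST−/−* males. That of *Pgd* (FBgn0004654) was -0.34 (standard error 0.112, quasi-likelihood adjusted p = 0.106) and -0.40 (standard error 0.112, quasi-likelihood adjusted p = 0.092) in the same strains. Of the 4 decreases only that of *AOX1* in *CSE−/−* was significant.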

Cytochrome P450 enzymes also play an important protective role in the detoxification of foreign compounds and are known to catalyse a highly diverse range of chemical reactions that are important in both detoxification and in normal developmental processes. 

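Fig. 5 lists 28 genes of cytochromes P450, of which 25 were tested in each sex. *Cyp4d2*, *Cyp9c1* and *Cyp4d14* overlap other genes, and too few reads were counted on them. In the control, 24 of the genes tested were significantly lower in females than in males and 0 higher, and the median difference was -2.07 on the log2 scale.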

In the females of the control strain, the expression level of these genes was significantly lower than in males (Figure S7). Hence, we detected relatively higher induction of most of these genes in the females in the strains with deletions (Fig. 5A and B).

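The female minus the male effect on these genes was significantly positive for 0, 0, 10, 15, 16 and 19 of them in *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 and significantly negative for none. The medians of the differences were 0.64, 0.78, 0.87 and 0.93 in the strains with a *CBS* deletion.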

**Fig. 5:**
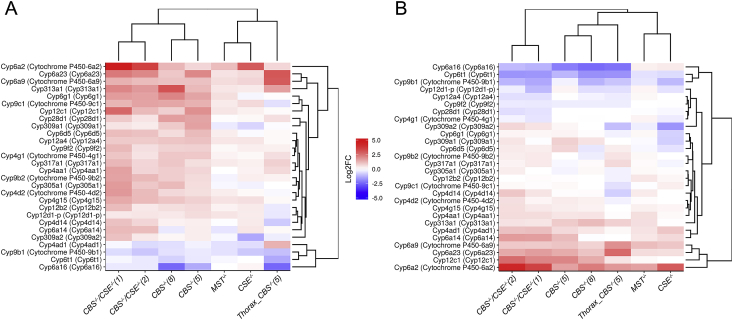
Effect of deletions on Cytochrome P450-mediated oxidation-reduction process. Heat map illustrating RNA-Seq differential expression data for *CBS−/−*, *CSE−/−*, *MST−/−,* (*CBS−/−*, *CSE−/−*) mutant flies (whole body); and *CBS−/−(5)* only thoraxes (A – females, B – males). Gene expression analysis for genes involved in the GO term GO0055114 - Cytochrome P450-mediated oxidation-reduction process. Pairwise comparisons relative to the control strain are shown. Red positive log fold-change (log2FC). Blue, negative log2FC. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

One of these genes (*Cyp6a2*) comprises an “antioxidant responsive element” (ARE) in its promoter. This gene is upregulated in all strains with deletions in both sexes, especially with the *CSE−/−* genotype. 

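*Cyp6a2* (FBgn0000473, chromosome 2R from 6779749 to 6781491) rose from 4.68 ± 0.492 CPM (SD, n = 3) in control females to 41.1 ± 3.31 CPM (SD, n = 3) in *CSE−/−* and 118 ± 15.1 CPM (SD, n = 3) in DD2, and from 27 ± 0.706 CPM (SD, n = 3) in control males to 198 ± 23.2 and 573 ± 45.1 CPM (SD, n = 3 each). Its log2 fold changes in females were 1.34 in *MST−/−*, 3.13 in *CSE−/−*, 1.14 in *CBS−/−(5)*, 1.73 in *CBS−/−(8)*, 3.66 in DD1 and 4.65 in DD2 (largest quasi-likelihood adjusted p = 0.000653). In males they were 1.60 in *MST−/−*, 2.88 in *CSE−/−*, 1.52 in *CBS−/−(5)*, 2.28 in *CBS−/−(8)*, 3.51 in DD1 and 4.41 in DD2 (largest quasi-likelihood adjusted p = 0.00204). In all 12 comparisons the libraries of the strain and of the control did not overlap, which chance gives in 10% of comparisons of 3 against 3. The thorax-based TMM left *Cyp6a2* in *CBS−/−(5)* without a significant change in the same direction. A difference of the control stock from all strains could contribute to an increase seen in all of them.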

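In females of *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, 2, 2, 16, 17, 16 and 21 of the 25 genes tested of Fig. 5A were significantly higher and 0, 1, 1, 2, 1 and 0 lower, and with the thorax-based TMM 2, 2, 4, 8, 9 and 10 were higher and 0, 2, 2, 4, 2 and 2 lower. The median log2 fold changes were 0.22, 0.26, 0.93, 0.99, 0.93 and 1.36 and with the thorax-based TMM 0.06, -0.03, 0.34, 0.36, 0.39 and 0.34, where the medians of all genes were -0.15, -0.30, -0.50, -0.61, -0.52 and -0.96. Adjusted over the list alone, 2, 2, 19, 19, 17 and 21 genes were higher. Over all tested genes whose symbol begins with Cyp, the share of higher genes in females of *CBS−/−(5)* was 23 of 79 (29.1%) against 11.2% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.000313), in *CBS−/−(8)* 29 of 79 (36.7%) against 16.5% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.000442), in DD1 25 of 79 (31.6%) against 16.5% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.00887) and in DD2 52 of 79 (65.8%) against 34.2% of the other genes (Fisher's exact test, 2-sided, adjusted p = 6.81e-07). Under the thorax-based TMM, 6, 11, 12 and 17 of the members were higher in these strains, against 3.1, 8, 6.2 and 8.6% of the other genes. In *MST−/−* and *CSE−/−* females 3 and 5 of the 79 were higher (Fisher's exact test, 2-sided, adjusted p = 0.0416 and 0.0426). In the same females 2 and 6 were lower, 2.5 and 7.6% against 0.3 and 1% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.117 and 0.00204). In males of Fig. 5B, 2, 5, 9, 8, 7 and 9 of the listed genes were higher and 0, 4, 3, 3, 7 and 5 lower. Over the 78 tested genes of the family in males, 2, 13, 17, 25, 27 and 20 were lower (2.6, 16.7, 21.8, 32.1, 34.6 and 25.6% against 0.8, 1.9, 18.1, 19.5, 7.1 and 9.6% of the other genes; Fisher's exact test, 2-sided, adjusted p = 0.336, 2.99e-07, 0.725, 0.0426, 3.5e-10 and 0.00057) and 4, 8, 18, 13, 9 and 14 higher (Fisher's exact test, 2-sided, adjusted p = 0.0149, 0.000668, 0.158, 0.612, 0.122 and 0.0318).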

In females, most genes were predominantly upregulated in strains containing the *CBS−/−* genotype, including the strains with double deletions (Fig. 5A). 

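*Cyp6a9* (FBgn0013771, chromosome 2R from 14879356 to 14881372) was significantly higher in all 6 strains of both sexes, by 0.99 to 1.82 on the log2 scale in females and 0.64 to 1.04 in males (largest quasi-likelihood adjusted p = 0.00719). *Cyp6a23* (FBgn0033978, chromosome 2R from 14875829 to 14877654) was significantly higher in the 4 strains with a *CBS* deletion, by 0.81 to 2.34 in females and 0.93 to 1.57 in males, and in *CSE−/−* males (0.58, quasi-likelihood adjusted p = 0.0415). It did not change significantly in *CSE−/−* females (0.53) or in *MST−/−* (0.46 in females and 0.55 in males, smallest quasi-likelihood adjusted p = 0.092). In thoraxes of *CBS−/−(5)* the log2 fold changes of *Cyp6a23*, *Cyp6a2* and *Cyp6a9* were 2.24, 0.53 and 1.95 in females with quasi-likelihood adjusted p = 0.332, 0.947 and 0.22, and 2.37, 1.62 and 1.54 in males with quasi-likelihood adjusted p = 0.12, 0.0332 and 0.22. *Cyp6a23* and *Cyp6a9* lie in a cluster of related genes, and reads could have been moved between them. *Cyp6a2* lies elsewhere on the same chromosome arm. For *Cyp6a9*, too, a difference of the control stock from all strains could contribute to the increase. When scaled by the thorax-based TMM, *Cyp6a23* in *CBS−/−(8)* no longer passed the threshold in that direction.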

Interestingly, the expression of three genes belonging to the cytochrome P450 group (*Cyp6a23*, *Cyp6a2*, and *Cyp6a9*) was upregulated in the thoraxes and whole body of the flies of all experimental strains with deletions. 

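In females of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, the log2 fold changes were 1.85, 0.99, 1.44 and 2.73 for *Cyp12c1* (FBgn0036806), 1.52, 3.19, 1.94 and 2.52 for *Cyp313a1* (FBgn0038236) and 1.24, 1.31, 1.24 and 1.52 for *Cyp4aa1* (FBgn0034053). They were significant for *Cyp12c1* in 3, *Cyp313a1* in 4 and *Cyp4aa1* in 4 of the 4 strains, and in males for *Cyp12c1* in 4, *Cyp313a1* in 2 and *Cyp4aa1* in 3, with log2 fold changes from 1.30 to 2.59 for *Cyp12c1*, from 0.34 to 1.10 for *Cyp313a1* and from 0.29 to 0.81 for *Cyp4aa1*. The quasi-likelihood adjusted p of *Cyp12c1* was at most 0.00407 in males and 0.0703 in females. No significant change in this direction was left for *Cyp313a1* in *CBS−/−(5)* under the thorax-based TMM.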

Strains *CBS−/−* and strains with double deletions were also characterized by a pronounced increase in the levels of *Cyp12с1*, *Cyp313a1* and *Cyp4aa1* expression. 

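Of the 25 genes of Fig. 5A tested in female thoraxes, 0 passed the threshold in *CBS−/−(5)*, and 12 had a positive log2 fold change (median -0.03). In whole females of the same strain the median was 0.93. At an unadjusted p under 0.05, 5 of the genes differed in the female thorax. The difference between the effects in thorax and whole body was significant for none of these genes (smallest quasi-likelihood adjusted p = 0.337). Spermathecae were not sequenced on their own, so the libraries do not show in which organ the genes are expressed. The paper proposes that their expression occurs in the spermathecae.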

The majority of genes of this group exhibited a significant increase predominantly in the *CBS−/−* intact females, and their expression probably occurs in spermathecae, providing optimal conditions for sperm storage and functioning. In contrast, the level of *Cyp4ad1* expression is upregulated only in *CBS−/−* males (Fig. 5B). 

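In males, *Cyp4ad1* (FBgn0033292) had log2 fold changes of 0.52 in *CBS−/−(5)*, 0.41 in *CBS−/−(8)*, 1.04 in DD1 and 0.95 in DD2 (quasi-likelihood adjusted p = 0.0457, 0.11, 0.000873 and 0.00183), and 0.90 in *CSE−/−* (quasi-likelihood adjusted p = 0.0098). Its level in control males was 5.11 ± 0.906 CPM (SD, n = 3). In females the values ranged from -0.17 to 0.77 (smallest quasi-likelihood adjusted p = 0.0905). The difference between the sexes was -1.10 (quasi-likelihood adjusted p = 0.0685) in DD1 and -0.28 (quasi-likelihood adjusted p = 0.679) in DD2.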

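In males of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, *Cyp6t1* (FBgn0031182) had log2 fold changes of -1.15, -1.74, -1.76 and -1.76 and *Cyp6a16* (FBgn0031726) of -1.68, -2.26, -1.04 and -0.89, all significant (largest quasi-likelihood adjusted p = 0.00329). *Cyp9b1* (FBgn0015038) had -0.41 in *CBS−/−(5)*, -1.16 in *CBS−/−(8)*, -1.29 in DD1 and -1.07 in DD2 (quasi-likelihood adjusted p = 0.124, 0.000511, 0.000257 and 0.00137). In females, *Cyp6t1* had -0.48 in *CBS−/−(5)*, -0.88 in *CBS−/−(8)*, -0.43 in DD1 and -0.26 in DD2 (quasi-likelihood adjusted p = 0.0169, 0.000103, 0.0178 and 0.0772) and *Cyp6a16* had -0.85 in *CBS−/−(5)*, -1.48 in *CBS−/−(8)*, 0.08 in DD1 and 0.66 in DD2 (quasi-likelihood adjusted p = 0.073, 0.00364, 0.859 and 0.0647). *Cyp9b1* did not change significantly in females (smallest quasi-likelihood adjusted p = 0.357). The female minus the male effect in *CBS−/−(8)* was 0.81 (quasi-likelihood adjusted p = 0.00582) for *Cyp6t1*, 0.73 (quasi-likelihood adjusted p = 0.172) for *Cyp6a16* and 1.25 (quasi-likelihood adjusted p = 0.0121) for *Cyp9b1*.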

Notably, the expression of three cytochrome P450 genes (*Cyp6t1*, *Cyp6a16* and *Cyp9b1*) is downregulated predominantly in males with the *CBS−/−* genotype. 

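*Cyp309a2* (FBgn0041337, chromosome 2L from 2564886 to 2573037) fell in *CSE−/−* from 66.2 ± 9.56 to 22.3 ± 6.08 CPM (SD, n = 3 each) in males, a log2 fold change of -1.57 (standard error 0.215, quasi-likelihood adjusted p = 0.000201), and its log2 fold change in females was -1.19 (standard error 0.311, quasi-likelihood adjusted p = 0.0468). The neighbouring *Cyp309a1* (FBgn0031432) had -0.64 (standard error 0.162, quasi-likelihood adjusted p = 0.0323) in males and -0.59 (standard error 0.408, quasi-likelihood adjusted p = 0.485) in females. In males, *Cyp6g1* had -0.56 and *Cyp6d5* -0.33, which were not significant (quasi-likelihood adjusted p = 0.155 and 0.434). After subtraction of female RNA, *Cyp309a1* in *CSE−/−* no longer passed the threshold.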

Flies of both sexes with *the CSE−/−* genotype are downregulated genes *Cyp309a2* and *Cyp309a1* and, in males, *Cyp6g1* and *Cyp6d5*.

**Expression of several stress-response systems is activated in strains with deletions**. The dysregulation of H_2_S production and consequent cellular oxidative stress apparently induces the activities of several stress-response systems that exist to combat this effect. Thus, several genes belonging to the heat shock gene system are upregulated in the strains with deletions. In this study, we observed induction of *hsp68* in the females of all strains lacking *CBS* and in the *MST−/−* strain but not in the strain comprising the deletion of *CSE*. It is known that the *hsp68* gene belongs to the Hsp70 family but exhibits characteristic differences in the structure of the regulatory region (i.e., GAGA sites are absent in the *hsp68* gene) [45]. In addition to *hsp68* induction, we observed a significant increase in the expression of *hsp22* in the males containing *CBS* and *MST* deletions (Fig. 6A and B). 

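*Hsp68* (FBgn0001230, chromosome 3R from 24055080 to 24057310) had 1.45 ± 0.537 CPM (SD, n = 3) in control females and rose to 5.26 ± 2.44 CPM (SD, n = 3) in *MST−/−* and 12.7 ± 1.74 CPM (SD, n = 3) in *CBS−/−(5)*. On the log2 scale, the changes in females were 1.84 (standard error 0.364, quasi-likelihood adjusted p = 0.0132) in *MST−/−* and 3.11 in *CBS−/−(5)*, 2.48 in *CBS−/−(8)*, 3.22 in DD1 and 2.79 in DD2 in the strains with a *CBS* deletion (largest quasi-likelihood adjusted p = 0.000106), while 0.77 in *CSE−/−* was not significant (quasi-likelihood adjusted p = 0.337). In males, with 40.4 ± 2.45 CPM (SD, n = 3) in the control, the increase was significant only in DD1 (0.68) and DD2 (0.56), with quasi-likelihood adjusted p = 0.0168 and 0.0393. The effect in females minus that in males was 1.77 (quasi-likelihood adjusted p = 0.0528) in *MST−/−* and 2.76 (quasi-likelihood adjusted p = 2.85e-05) in *CBS−/−(5)*.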

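*Hsp22* (FBgn0001223, chromosome 3L from 9372931 to 9374964) had 0 counts in all 57 libraries. Its exons lie within those of another annotated gene, and reads on overlapping genes were not counted on either in these files. Its induction could therefore not be examined from the counts.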

Interestingly, in contrast to *hsp68* in the case of *hsp22,* a strong induction was observed in the males, while females of these strains exhibited only slight induction of this gene transcription. Characteristically, in both sexes, the observed induction of *hsp22* takes place in the thoraxes but not in the gonads (Fig. 6A and B). There are a few other members belonging to the *hsps* group that exhibited slight but significant modulations in their expression in the strains with deletions of the three studied genes of sulphur metabolism (Fig. 6A and B). 

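Of the other genes of Fig. 6A and B, *Hsp83* (FBgn0001233, chromosome 3L from 3192969 to 3197059) rose in males from 1280 ± 114 CPM (SD, n = 3) in the control by 0.85 in *CBS−/−(5)*, 0.83 in *CBS−/−(8)*, 0.68 in DD1 and 0.86 in DD2 on the log2 scale (largest quasi-likelihood adjusted p = 0.0107), and *Hsp67Bc* (FBgn0001229) by 1.11 in *CBS−/−(5)*, 0.78 in *CBS−/−(8)*, 0.78 in DD1 and 1.05 in DD2 (largest quasi-likelihood adjusted p = 0.0163). In females *Hsp83* had 0.26 in *CBS−/−(5)*, 0.35 in *CBS−/−(8)*, 0.36 in DD1 and 0.16 in DD2 (quasi-likelihood adjusted p = 0.163, 0.0437, 0.0338 and 0.259) and *Hsp67Bc* had 1.48 in *CBS−/−(5)*, 0.70 in *CBS−/−(8)*, 1.49 in DD1 and 2.43 in DD2 (quasi-likelihood adjusted p = 0.00865, 0.154, 0.00535 and 4.41e-05). *Hsp23* (FBgn0001224) rose significantly in females of *CBS−/−(5)* (1.68, quasi-likelihood adjusted p = 0.00118) and *CBS−/−(8)* (2.91, quasi-likelihood adjusted p = 4.51e-06), and not in DD1 (0.41) or DD2 (0.55). Significance was lost under the thorax-based TMM for *Hsp23* in *CBS−/−(5)* and *Hsp83* in *CBS−/−(8)* and DD1, the latter with a change of sign (-0.26 and -0.17). In females of *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, 1, 0, 6, 6, 6 and 6 of the 10 genes tested of Fig. 6A were significantly higher and 0, 0, 1, 1, 1 and 1 lower, where the lower gene is *mth*, and with the thorax-based TMM 1, 1, 3, 4, 4 and 5 were higher and 0, 0, 1, 1, 1 and 3 lower. In males 1, 1, 3, 3, 3 and 3 were higher and 0 lower in each strain, with 1, 3, 3, 4, 3 and 4 at an unadjusted p under 0.05. Adjusted over the list alone, 1, 1, 7, 8, 8 and 6 were higher in females and 1, 1, 3, 3, 3 and 3 in males. Over all tested genes whose symbol begins with Hsp, the share of higher genes in *CBS−/−(5)* females was 3 of 11 (27.3%) against 11.3% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.305) and in *CBS−/−(5)* males 4 of 14 (28.6%) against 14.6% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.336), and with the thorax-based TMM 2 were higher in these females and 4 in these males. In the whole bodies of the other strains the smallest of these p-values for higher genes was that of DD2 males, with 4 of 14 (Fisher's exact test, 2-sided, adjusted p = 0.094), and in male thoraxes of *CBS−/−(5)* 2 of 18 (11.1%) were higher against 0.8% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.0416).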

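The female minus the male effect was significant for 0, 0, 5, 6, 6 and 8 of the 10 genes tested in *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, and 2 and 2 of them had an unadjusted p under 0.05 in *MST−/−* and *CSE−/−*. In *CBS−/−(8)* it was 2.84 (quasi-likelihood adjusted p = 1.69e-05) for *Hsp23*, 2.16 (quasi-likelihood adjusted p = 0.0004) for *Hsp68*, -0.52 (quasi-likelihood adjusted p = 0.121) for *Hsp83* and -0.13 (quasi-likelihood adjusted p = 0.906) for *Hsp67Bc*. In control flies, *Hsp83* was higher in females than in males by 1.04 (quasi-likelihood adjusted p = 1.47e-06), and *Hsp68* differed by -4.71 (quasi-likelihood adjusted p = 1.64e-14).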

Interestingly, most of the above mentioned *hsps* genes are differentially expressed in males and females in the strains with deletions.

**Fig. 6:**
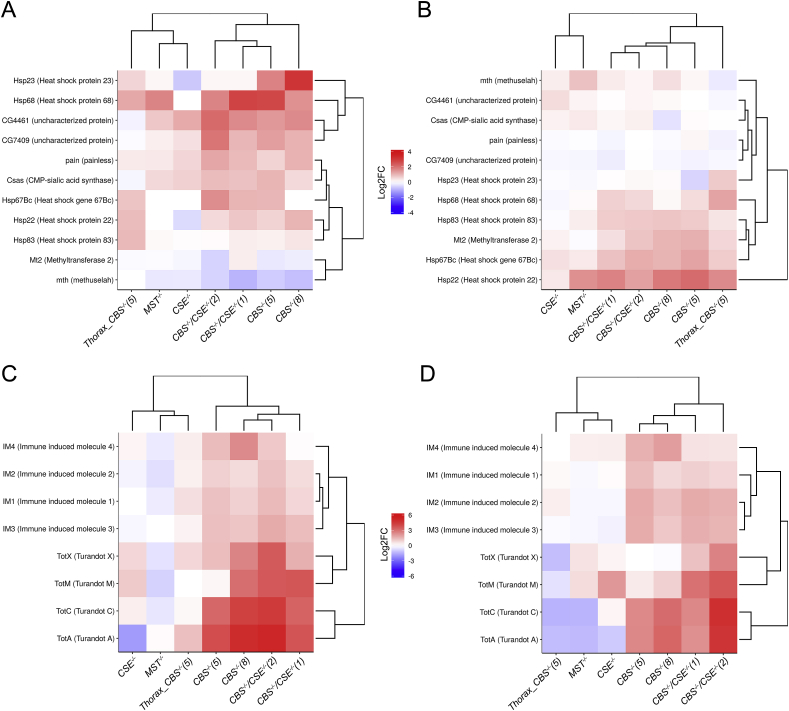
Effect of deletions on expression of stress-response genes. Heat map illustrating RNA-Seq differential expression data for *CBS−/−*, *CSE−/−*, *MST−/−,* and (*CBS−/−*, *CSE−/−*) double mutant flies (whole body); and *CBS−/−*(5) – thoraxes. Gene expression analysis for genes involved in the GO term GO00094 - response to heat. A, C – females. B, D – males. Pairwise comparisons relative to the control strain are shown. Red positive log fold-change (log2FC). Blue, negative log2FC. C and D heat map illustrating the expression of *Turandot* family genes and genes encoding *immune response molecules* that play important roles in humoural defence. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

Surprisingly, the deletion of *CBS* significantly induced the expression of other unrelated groups of stress genes belonging to the *Turandot* family. In our analysis, we observed a manifold increase in the transcription of *Turandot A* and *C* and less *M* and *X* (*Tot*) in both males and females of the strains containing *CBS* deletion (Fig. 6C and D), while flies with CSE deletions exhibited only slight upregulation of *TotM* and *TotX* expression (Fig. 6C and D). 

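*TotA* (FBgn0028396, chromosome 3R from 20871036 to 20871700) rose in females from 5.77 ± 1.23 CPM (SD, n = 3) in the control to 127 ± 47.9 CPM (SD, n = 3) in *CBS−/−(5)* and 262 ± 204 CPM (SD, n = 3) in *CBS−/−(8)*. Its log2 fold changes were 4.46 in *CBS−/−(5)*, 5.50 in *CBS−/−(8)*, 4.27 in DD1 and 5.94 in DD2 in females and 2.46 in *CBS−/−(5)*, 3.23 in *CBS−/−(8)*, 2.23 in DD1 and 4.63 in DD2 in males (largest quasi-likelihood adjusted p = 0.00156). Those of *TotC* (FBgn0044812, chromosome 3R from 20872988 to 20873580) were 3.69 in *CBS−/−(5)*, 4.69 in *CBS−/−(8)*, 3.82 in DD1 and 5.24 in DD2 in females and 2.47 in *CBS−/−(5)*, 3.10 in *CBS−/−(8)*, 2.40 in DD1 and 4.83 in DD2 in males (largest quasi-likelihood adjusted p = 0.0016). *TotX* (FBgn0044810) had 1.87 in *CBS−/−(5)*, 2.88 in *CBS−/−(8)*, 2.13 in DD1 and 4.02 in DD2 (quasi-likelihood adjusted p = 0.00392, 6.61e-05, 0.00101 and 1.91e-06) in females and -0.32 in *CBS−/−(5)*, -0.21 in *CBS−/−(8)*, 1.20 in DD1 and 2.60 in DD2 (quasi-likelihood adjusted p = 0.507, 0.686, 0.0396 and 9.03e-05) in males. *TotM* (FBgn0031701) had 0.58 in *CBS−/−(5)*, 3.28 in *CBS−/−(8)*, 4.19 in DD1 and 4.30 in DD2 (quasi-likelihood adjusted p = 0.68, 0.0172, 0.00468 and 0.00144) in females and 0.78 in *CBS−/−(5)*, 0.93 in *CBS−/−(8)*, 2.92 in DD1 and 3.58 in DD2 (quasi-likelihood adjusted p = 0.248, 0.183, 0.000699 and 9.78e-05) in males. Under the thorax-based TMM there was no significant increase of *TotX* in *CBS−/−(5)*.

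In *CSE−/−*, *TotM* changed by 1.34 (standard error 0.929, quasi-likelihood adjusted p = 0.483) in females and 2.08 (standard error 0.518, quasi-likelihood adjusted p = 0.0295) in males, and *TotX* by 1.07 (standard error 0.396, quasi-likelihood adjusted p = 0.203) and 0.20 (standard error 0.368, quasi-likelihood adjusted p = 0.763). Subtraction of female RNA left *TotM* in *CSE−/−* without a significant change. Over the 5 tested genes whose symbol begins with Tot, the share of higher genes in females of *CBS−/−(5)* was 4 of 5 (80%) against 11.3% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.00616) and in *CBS−/−(8)* 5 of 5 (100%) against 16.6% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.00137), and with the thorax-based TMM 2 and 5 genes were higher. In DD1 and DD2 females all 5 were higher (Fisher's exact test, 2-sided, adjusted p = 0.00137 and 0.0295). In males it was 2 of 5 (40%) against 14.6% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.375) in *CBS−/−(5)*, 3 of 5 (60%) against 12.8% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.0721) in *CBS−/−(8)*, 4 of 5 (80%) against 5.3% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.00057) in DD1 and 5 of 5 (100%) against 8.2% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.000105) in DD2. The thorax effects in males of *CBS−/−(5)* pointed the other way without being significant, with -1.45 for *TotA* and -1.68 for *TotC*, where the difference between thorax and whole body was -3.76 (quasi-likelihood adjusted p = 0.0711) for *TotA* and -4.00 (quasi-likelihood adjusted p = 0.0544) for *TotC*. *Tot* genes vary widely between libraries: the standard error of the log2 fold change of *TotA* was 0.717 in *CBS−/−(8)* females.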

As *TotA* and *TotC* represent maximal expression in the strains with *CBS* deletion in the strain with *CSE* knockdown, a drastic drop in the expression of *TotA* was demonstrated (Fig. 6C and D). 

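In *CSE−/−*, *TotA* had 1.45 ± 0.157 CPM (SD, n = 3) in females and 32 ± 9.47 CPM (SD, n = 3) in males, against 51.1 ± 16.6 CPM (SD, n = 3) in control males. On the log2 scale these changes were -1.99 (standard error 0.769, quasi-likelihood adjusted p = 0.225) and -0.68 (standard error 0.429, quasi-likelihood adjusted p = 0.394), neither of them significant.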

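In *MST−/−* males, the log2 fold change of *TotM* was 0.64 (standard error 0.531, quasi-likelihood adjusted p = 0.525) and that of *TotX* 0.53 (standard error 0.369, quasi-likelihood adjusted p = 0.463), while *TotA* had -1.42 (quasi-likelihood adjusted p = 0.13) and *TotC* -1.48 (quasi-likelihood adjusted p = 0.152). None of these 4 changes was significant.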

Males of the strain with *MST* deletion exhibited a slight increase in the induction of *TotM* and *TotX* genes. Interestingly, *Drosophila TotA* was recently shown to encode a stress-induced humoural factor that gives increased resistance to the lethal effects of high temperature [46]. Along these lines, in the flies of both sexes comprising the *CBS−/−* genotype, significant induction of four genes encoding “Immune induced molecules 1–4” [47] that mediate the innate immune response was revealed (Fig. 6C and D).

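The annotation lists *IM1*, *IM2*, *IM3* and *IM4* as *BomS1* (FBgn0034329), *BomS2* (FBgn0025583), *BomS3* (FBgn0040736) and *Dso1* (FBgn0040653). In females of *CBS−/−(5)* their log2 fold changes were 1.35, 1.15, 1.46 and 1.51 and in *CBS−/−(8)* 1.07, 0.85, 1.24 and 2.84 (largest quasi-likelihood adjusted p = 0.0152). In males they were 1.37, 1.76, 1.70 and 1.52 and 0.75, 1.30, 1.13 and 2.02 (largest quasi-likelihood adjusted p = 0.00774). In the double deletions, *IM1*, *IM2* and *IM3* ranged from 0.84 to 1.89 in females and from 0.78 to 1.65 in males, all significant (largest quasi-likelihood adjusted p = 0.0418), while *IM4* had -0.05 in DD1 and 0.92 in DD2 (quasi-likelihood adjusted p = 0.915 and 0.0184) in females and 0.56 in DD1 and 0.59 in DD2 (quasi-likelihood adjusted p = 0.238 and 0.152) in males. The thorax-based TMM left *IM1* in *CBS−/−(8)*, DD1 and DD2, *IM2* in *CBS−/−(5)*, *CBS−/−(8)* and DD1 and *IM4* in *CBS−/−(5)* and DD2 without a significant change in the same direction, and *IM4* changed sign in DD2 (-0.12).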

**Response of diverse groups of housekeeping genes observed in the strains with deletions**. The deletion of the *CBS* gene exerted a maximal effect on the transcription pattern of the experimental strains in comparison with strains comprising the deletion of two other genes (*CSE* and *MST*) and apparently disturbed cellular homeostasis. 

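Between *CBS−/−(5)* and *CBS−/−(8)*, the effects correlated across genes with r = 0.812 in females and 0.793 in males, and with r = 0.68 and 0.685 where the 2 strains were set against different control libraries. Of the genes changed in both strains, 1241 of 1245 in females and 2599 of 2617 in males moved the same way. By the rule used for the other strains, the genes with the largest changes in females were *CG11034* (at least 346-fold higher) and *LysC* (at least 449-fold higher) and, besides *Cbs* (-7.75), *Obp83a* (at least 44.1-fold lower) in *CBS−/−(5)* and *CG11034* (at least 469-fold higher) and *LysC* (at least 572-fold higher) and, besides *Cbs* (-7.44), *gNacalpha* (at least 553-fold lower) in *CBS−/−(8)*. In males they were *CG43403* (at least 63.2-fold higher) and *CG13675* (at least 35-fold higher) and *CG43659* (at least 36.7-fold lower) and *Lsp1alpha* (at least 163-fold lower) in *CBS−/−(5)* and *CG43403* (at least 26-fold higher) and *Acsx1L* (6.53) and *Obp83a* (at least 184-fold lower) and *a5* (at least 54.7-fold lower) in *CBS−/−(8)*. *gNacalpha* is among the genes that changed the same way in females of all 6 strains.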

The observed strong alterations in the expression of genes that participate in DNA repair processes corroborate this conclusion (Figure S8).). It is of note that in the control strain, the level of repair genes largely was significantly higher in females (Figure S9). 

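Of the 8 DNA repair genes that the paper's text names, 6 were significantly higher in females than in males of the control and 1 was lower, *eya*, by -0.98 (quasi-likelihood adjusted p = 6.34e-05). The largest differences were 2.68 (quasi-likelihood adjusted p = 8.54e-11) for *rad17* and 2.45 (quasi-likelihood adjusted p = 4.47e-11) for *rad9*.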

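Among *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 females, 0, 0, 3 and 6 of the 8 named genes were significantly lower and 0, 1, 1 and 1 higher, and with the thorax-based TMM 0, 4, 5 and 7 were lower and 0, 1, 1 and 1 higher. In males, 3, 3, 2 and 3 were higher and 0 lower in each strain, with 3, 4, 2 and 3 at an unadjusted p under 0.05. Adjusted over the named genes alone, 0, 0, 5 and 6 were lower in females. In *CBS−/−(5)* and *CBS−/−(8)* females, 2 and 4 of the named genes had an unadjusted p under 0.05. The other genes of Figure S8 were not analysed here.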

In our analysis, we observed downregulation of several genes involved in repair in the *CBS−/−* flies and, in particular, the females containing double deletions, with the sole exception of the *eya* gene. This gene exhibited elevated expression in females with the *CBS−/−* and *CSE−/−* genotypes (Figure S8A). 

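*eya* (FBgn0000320, chromosome 2L from 6527447 to 6546976) had 8.12 ± 1.66 CPM (SD, n = 3) in control females. For females they were, on the log2 scale, 0.71 in *CSE−/−*, 0.60 in *CBS−/−(5)*, 1.27 in *CBS−/−(8)*, 1.27 in DD1 and 1.65 in DD2 (quasi-likelihood adjusted p = 0.273, 0.182, 0.00574, 0.00593 and 0.000382).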

Gene “*eya*” represents a transcriptional cofactor that plays an important role in gamete generation, regulation of DNA repair and cellular processes involved in reproduction [48,49]. Furthermore, in females with double deletions, the expression of several genes (*rad9*, *rad17*, *rad60*, and *smc5*) (Figure S8B) involved in double-strand break repair via homologous recombination was also downregulated. 

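The annotation lists *rad9*, *rad17*, *rad60* and *smc5* as *Rad9* (FBgn0025807), *Rad17* (FBgn0025808), *Rad60* (FBgn0039065) and *SMC5* (FBgn0052438). In DD2 females their log2 fold changes were -0.78, -0.96, -0.84 and -0.85 (largest quasi-likelihood adjusted p = 0.0029), and in DD1 females -0.47, -0.54, -0.35 and -0.51 (quasi-likelihood adjusted p = 0.0488, 0.0469, 0.195 and 0.0602). With upper-quartile factors, *rad9*, *rad17*, *rad60* and *smc5* were significant in DD2 and none in DD1. The male changes in the same strains ranged from -0.42 to -0.05 (smallest quasi-likelihood adjusted p = 0.292).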

Among these genes, *rad9* and *rad17* are also involved in the DNA damage checkpoint and mitotic DNA replication checkpoint, playing important roles in the process of oogenesis where the recombination process takes place [50,51]. 

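In males, *obelus* (FBgn0038344) had log2 fold changes of 0.25 in *CBS−/−(5)*, 0.74 in *CBS−/−(8)*, 0.20 in DD1 and 0.78 in DD2 (quasi-likelihood adjusted p = 0.317, 0.008, 0.608 and 0.00915). Those of *Psf2* (FBgn0261976) were 0.78 in *CBS−/−(5)*, 0.76 in *CBS−/−(8)*, 0.56 in DD1 and 0.72 in DD2 (quasi-likelihood adjusted p = 0.00115, 0.000997, 0.015 and 0.00205), and those of CG32756 (FBgn0052756) were 0.41 in *CBS−/−(5)*, 0.44 in *CBS−/−(8)*, 0.69 in DD1 and 0.45 in DD2 (quasi-likelihood adjusted p = 0.0211, 0.0149, 0.000984 and 0.021). In control flies, females exceeded males by 1.31 (quasi-likelihood adjusted p = 9.85e-08) for *obelus*, 0.26 (quasi-likelihood adjusted p = 0.0835) for *Psf2* and 1.21 (quasi-likelihood adjusted p = 8.64e-07) for CG32756. In males, *obelus* in *CBS−/−(8)* and DD2 lost significance when female RNA was subtracted.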

In males with the *CBS−/−* genotype, we observed slight but significant upregulation in the expression of the following genes: *obelius*, *Psf2* and *CG32756* (Figure S8C).

G protein-coupled receptor (GPCR) genes also belong to the housekeeping category and are known to be involved in the GPCR signal transduction system, which regulates many essential physiological processes in organisms [52]. 

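Of the 29 genes listed in Fig. 7A and B, 28 were tested in females and 29 in males. In females of *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, 0, 0, 12, 14, 13 and 23 were significantly higher and 0, 1, 0, 1, 2 and 1 lower, and with the thorax-based TMM 0, 1, 4, 8, 7 and 12 were higher and 1, 1, 2, 3, 4 and 4 lower. The median log2 fold changes in females were 0.25, 0.35, 0.83, 0.79, 0.70 and 1.32, and 0.11, 0.07, 0.18, 0.18, 0.14 and 0.28 with the thorax-based TMM. In males, 0, 1, 6, 6, 5 and 5 were higher and 0, 1, 4, 7, 3 and 4 lower, with medians of 0.23, 0.04, 0.16, 0.01, 0.18 and 0.20, of which those of *CSE−/−* and *CBS−/−(8)* changed sign with the thorax-based TMM. Adjusted over the list alone, 0, 2, 18, 17, 15 and 23 were higher in females and 0, 1, 6, 6, 5 and 7 in males. In *MST−/−*, 3 of the genes in females and 9 in males, and in *CSE−/−* females 6, had an unadjusted p under 0.05.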

Most of the genes belonging to the G-protein coupled receptor pathway were upregulated in the females and less upregulated in males from all strains comprising *CBS* deletion, while females from other strains with deletions (*CSE−/−*and *MST−/−*) exhibited only a tendency for induction (Fig. 7A and B). The performed analysis revealed another interesting feature: the activation of several genes in strains with *CBS−/−* and double deletions mostly in females (i.e., *nina E*, *arrestin 2*, *Rh2*, *Rh3*, *Rh5*) that participate in the phototransduction cascade and entrainment of the circadian clock. 

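In females of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, the log2 fold changes were 0.85, 1.33, 0.74 and 1.52 for *ninaE* (FBgn0002940), 1.06, 0.79, 0.81 and 1.40 for *Arr2* (FBgn0000121), 1.33, 1.29, 1.15 and 1.69 for *Rh2* (FBgn0003248), 1.14, 0.62, 0.81 and 1.38 for *Rh3* (FBgn0003249) and 1.13, 1.28, 1.21 and 1.85 for *Rh5* (FBgn0014019). They were significant for *ninaE* in 4, *Arr2* in 4, *Rh2* in 4, *Rh3* in 3 and *Rh5* in 4 of the 4 strains. The exception was *Rh3* in *CBS−/−(8)* (quasi-likelihood adjusted p = 0.0855), and the next largest quasi-likelihood adjusted p was 0.0345. When scaled by the thorax-based TMM, *ninaE* in *CBS−/−(5)* and DD1, *Arr2* in *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, *Rh3* in *CBS−/−(5)*, DD1 and DD2 and *Rh5* in *CBS−/−(5)* no longer passed the threshold in that direction. In males the increases were significant for *ninaE* in 0, *Arr2* in 0, *Rh2* in 4, *Rh3* in 0 and *Rh5* in 4, and the log2 fold changes ranged from 0.39 to 0.75 for *Rh2* and *Rh5* and from -0.38 to 0.46 for the other 3 genes. The female minus the male effect of *ninaE* was 0.81 (quasi-likelihood adjusted p = 0.0422) in *CBS−/−(8)* and 1.10 (quasi-likelihood adjusted p = 0.00404) in DD2.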

Additionally, in females of all strains, the expression level of the *Pdf* gene is upregulated. This gene is involved in the physiology of circadian rhythms [53]. In addition, significant upregulation of the *CapaR* and *Capa* genes is observed in males and females of the *CBC−/−* genotype. These genes operate in Malpighian tubules (MT) and regulate cellular ion and water balance after various stressful stimuli [54]. 

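*Pdf* (FBgn0023178, chromosome 3R from 26455462 to 26456141) had 1.17 ± 0.336 CPM (SD, n = 3) in control females. In females its log2 fold changes were 1.06 in *MST−/−*, 1.23 in *CSE−/−*, 1.15 in *CBS−/−(5)*, 1.19 in *CBS−/−(8)*, 1.70 in DD1 and 2.16 in DD2 (quasi-likelihood adjusted p = 0.239, 0.0586, 0.0286, 0.0158, 0.00155 and 9.26e-05). No significant change in this direction was left for *Pdf* in *CBS−/−(5)* and *CBS−/−(8)* under the thorax-based TMM.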

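*CapaR* (FBgn0037100, chromosome 3L from 21558974 to 21562181) had log2 fold changes of 1.50 in *CBS−/−(5)*, 1.91 in *CBS−/−(8)*, 2.11 in DD1 and 2.57 in DD2 in females and 1.40 in *CBS−/−(5)*, 1.82 in *CBS−/−(8)*, 2.37 in DD1 and 2.05 in DD2 in males, all significant (largest quasi-likelihood adjusted p = 0.00505). *Capa* (FBgn0039722, chromosome 3R from 29912991 to 29914346) had 1.01 in *CBS−/−(5)*, 1.26 in *CBS−/−(8)*, 1.10 in DD1 and 1.47 in DD2 (quasi-likelihood adjusted p = 0.0187, 0.00277, 0.00717 and 0.000377) in females and 0.35 in *CBS−/−(5)*, 0.09 in *CBS−/−(8)*, 0.48 in DD1 and 0.32 in DD2 (quasi-likelihood adjusted p = 0.0281, 0.59, 0.0085 and 0.0629) in males. Significance was lost under the thorax-based TMM for *Capa* in *CBS−/−(5)*. With female RNA subtracted, no significant change was left for *Capa* in DD1. *CapaR* lies at 0.862 ± 0.159 CPM (SD, n = 3) in control females.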

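In males, *ACXD* (FBgn0040507) had log2 fold changes of -0.17 in *MST−/−*, -0.51 in *CSE−/−*, -1.28 in *CBS−/−(5)*, -0.92 in *CBS−/−(8)*, -0.90 in DD1 and -0.68 in DD2 (quasi-likelihood adjusted p = 0.606, 0.111, 4.64e-05, 0.000668, 0.00108 and 0.00919) and *ACXA* (FBgn0040510) of -0.12 in *MST−/−*, -0.58 in *CSE−/−*, -1.47 in *CBS−/−(5)*, -0.72 in *CBS−/−(8)*, -0.15 in DD1 and -0.60 in DD2 (quasi-likelihood adjusted p = 0.832, 0.281, 0.00184, 0.0636, 0.812 and 0.159).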

Interestingly, in male flies, genes encoding adenylyl cyclase genes (*ACXD* and *ACXA*) are downregulated. These genes play a role in the cAMP signalling pathway in *Drosophila* spermatogenesis [55].

**Fig. 7:**
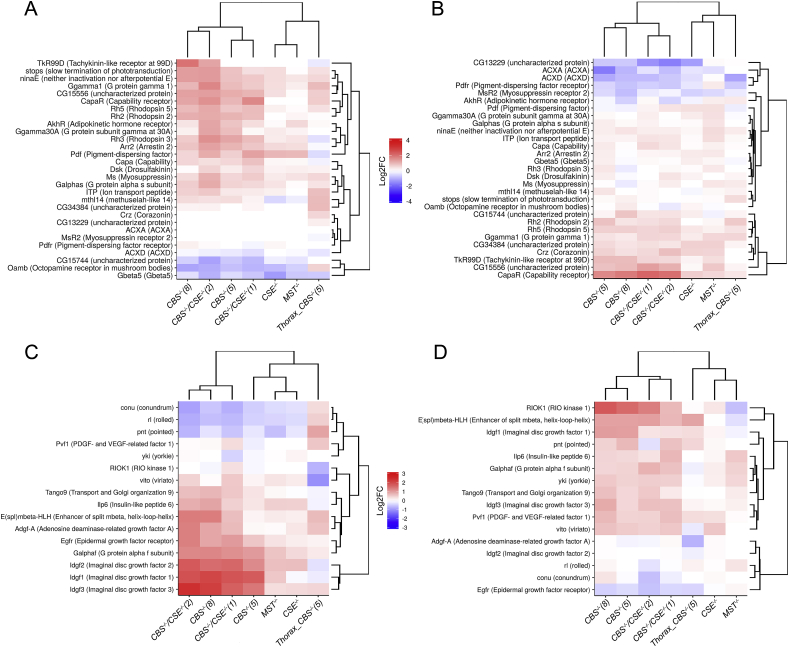
Effect of deletions on expression of genes involved in G protein-coupled receptor signaling pathway and in positive regulation of cell proliferation. Heat map illustrating RNA-Seq differential expression data for *CBS−/−*, *CSE−/−*, *MST−/−* and (*CBS−/−*, *CSE−/−*) mutant flies (whole body); and *CBS−/−*(5) only thoraxes. A - females, B – males. Gene expression analysis for genes involved in the GO term GO:0007186 - G protein coupled receptor signalling pathway. Gene expression analysis for genes involved in the GO term GO0008284 - positive regulation of cell proliferation. C - females, D - males. Pairwise comparisons relative to the control strain are shown. Red positive log fold-change (log2FC). Blue, negative log2FC. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

Housekeeping genes involved in cell proliferation are also characteristically modulated in flies with deletions. Thus, mainly *CBS−/−* females exhibited a pronounced upregulation of the genes belonging to the *Idgf* family and several other factors participating in cellular proliferation, i.e., *Adgf-A* and *Ilp6* (Fig. 7C, D). 

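Among *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 females, the log2 fold changes were 1.61, 1.85, 1.64 and 1.78 for *Idgf1* (FBgn0020416), 1.09, 1.45, 1.50 and 1.67 for *Idgf2* (FBgn0020415) and 1.28, 1.90, 1.47 and 2.08 for *Idgf3* (FBgn0020414), all significant (largest quasi-likelihood adjusted p = 0.00042). Those of *Adgf-A* (FBgn0036752) were 0.41 in *CBS−/−(5)*, 0.81 in *CBS−/−(8)*, 0.68 in DD1 and 1.09 in DD2 (quasi-likelihood adjusted p = 0.203, 0.0124, 0.0279 and 0.000746) and those of *Ilp6* (FBgn0044047) were 0.66 in *CBS−/−(5)*, 1.23 in *CBS−/−(8)*, 0.93 in DD1 and 1.33 in DD2 (quasi-likelihood adjusted p = 0.091, 0.00247, 0.0141 and 0.000587). Under the thorax-based TMM there was no significant increase of *Idgf2* in *CBS−/−(5)*, *Adgf-A* in *CBS−/−(8)*, DD1 and DD2 and *Ilp6* in DD1 and DD2. Over the 6 tested genes whose symbol begins with Idgf, the share of higher genes in females of *CBS−/−(5)* was 6 of 6 (100%) against 11.3% of the other genes (Fisher's exact test, 2-sided, adjusted p = 7.35e-05) and in *CBS−/−(8)* 4 of 6 (66.7%) against 16.6% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.0416), and with the thorax-based TMM 2 and 4 genes were higher. In DD1 and DD2 females 4 and 6 were higher (Fisher's exact test, 2-sided, adjusted p = 0.0416 and 0.0118), and in males of these 4 strains 2, 2, 2 and 1 (Fisher's exact test, 2-sided, adjusted p = 0.47, 0.404, 0.122 and 0.75). In males of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2, *Idgf1* had 1.16 in *CBS−/−(5)*, 1.03 in *CBS−/−(8)*, 0.39 in DD1 and 0.24 in DD2 (quasi-likelihood adjusted p = 4.74e-07, 1.14e-06, 0.0169 and 0.118) and *Idgf3* had 0.43 in *CBS−/−(5)*, 0.86 in *CBS−/−(8)*, 0.56 in DD1 and 0.66 in DD2 (quasi-likelihood adjusted p = 0.0184, 0.000106, 0.00621 and 0.00155). After subtraction of female RNA, *Idgf1* in DD1 no longer passed the threshold. *Idgf2* is among the genes that changed the same way in females of all 6 strains, to which a difference of the control stock could contribute.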

On the other hand, females of all strains with deletions exhibited downregulation of several genes (i.e., *conu*, *rolled* and *pointed*) involved in proliferation. 

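In females, *conu* (FBgn0039994) had log2 fold changes of -0.36 in *MST−/−*, -0.34 in *CSE−/−*, -0.47 in *CBS−/−(5)*, -0.66 in *CBS−/−(8)*, -0.72 in DD1 and -1.04 in DD2 (quasi-likelihood adjusted p = 0.648, 0.367, 0.0762, 0.012, 0.00675 and 0.000217), and *rolled* (*rl*, FBgn0003256) of -0.50 in *MST−/−*, -0.45 in *CSE−/−*, -0.55 in *CBS−/−(5)*, -0.71 in *CBS−/−(8)*, -0.85 in DD1 and -1.09 in DD2 (quasi-likelihood adjusted p = 0.333, 0.225, 0.0409, 0.00687, 0.00225 and 0.000135). Those of *pointed* (FBgn0003118) ranged from -0.08 to 0.21 and none was significant (smallest quasi-likelihood adjusted p = 0.217). In control females *conu* lay at 343 ± 63 CPM (SD, n = 3) in whole bodies and at 27.9 ± 21.4 CPM (SD, n = 3) in thoraxes. The thorax-based TMM left *rl* in *CBS−/−(5)* without a significant change in the same direction.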

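Of the 16 genes listed in Fig. 7C and D, 4, 9, 10 and 9 were significantly higher in females of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 and 1, 2, 3 and 2 lower, and with the thorax-based TMM 3, 6, 5 and 5 were higher and 0, 4, 4 and 7 lower. In males 7, 8, 5 and 7 were higher and 1, 0, 0 and 2 lower, and after subtraction of female RNA 7, 7, 5 and 5 were higher and 1, 0, 0 and 0 lower. Adjusted over the list alone, 5, 9, 10 and 9 were higher in females and 7, 9, 11 and 9 in males. The largest increase in males was that of *RIOK1* in *CBS−/−(5)* and *CBS−/−(8)* (FBgn0036187), with 1.86 in *CBS−/−(5)*, 1.91 in *CBS−/−(8)*, 0.74 in DD1 and 1.40 in DD2 (quasi-likelihood adjusted p = 6.68e-05, 3.16e-05, 0.0676 and 0.000774).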

Notably, in males with the *CBS−/−* genotype, more genes were upregulated in this group than in females (Fig. 7C, D).

The deletions of the three genes participating in sulphur metabolism sometimes resulted in unexpected effects on the expression of genes. Thus, the deletions of these genes resulted in highly significant but diverse effects on the genes involved in mating behaviour and reproduction systems. 

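*Obp69a* (FBgn0011279, chromosome 3L from 12396171 to 12396957) fell in males from 7.23 ± 0.663 CPM (SD, n = 3) in the control to 1.01 ± 0.352 and 0.452 ± 0.00894 CPM (SD, n = 3 each) in *CBS−/−(5)* and *CBS−/−(8)*. It had log2 fold changes of -3.22 in *CBS−/−(5)*, -2.61 in *CBS−/−(8)*, -2.76 in DD1 and -1.97 in DD2 in females and -2.82 in *CBS−/−(5)*, -3.97 in *CBS−/−(8)*, -2.96 in DD1 and -3.27 in DD2 in males (largest quasi-likelihood adjusted p = 0.00224). *lush* (FBgn0020277, chromosome 3L from 19604398 to 19606090) fell in males from 9.08 ± 0.962 CPM (SD, n = 3) to 0.357 ± 0.0185 and 0.42 ± 0.069 CPM (SD, n = 3 each). Its log2 fold changes were -2.21 in *CBS−/−(5)*, -2.67 in *CBS−/−(8)*, -2.07 in DD1 and -1.38 in DD2 in females and -4.64 in *CBS−/−(5)*, -4.38 in *CBS−/−(8)*, -3.99 in DD1 and -4.09 in DD2 in males (largest quasi-likelihood adjusted p = 0.0111). In control females the levels were 1.32 ± 0.331 CPM (SD, n = 3) and 1.15 ± 0.252 CPM (SD, n = 3).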

Interestingly, in males and females with the *CBS−/−* genotype, a pronounced decrease in the expression level of genes encoding odour binding protein (*Obp*69a) and *lush* was observed. In *CBS−/−* females and males, we detected a decrease in the expression of the odour receptor coreceptor gene (*Orco*), which forms complexes with ligand-selective odorant receptors. In addition, in *CBS−/−* genotypes in males, a decrease in the expression of the gene encoding sensory neuron membrane protein 1 required for a normal olfactory response was observed [56]. Similarly, the deletion of *CBS, CSE* and *MST* results in a decrease in the expression level of the juvenile hormone esterase gene [57], which is necessary for robust male courtship behaviour and mating success. 

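*Orco* (FBgn0037324, chromosome 3R from 5407183 to 5412406) had 2.65 ± 0.593 CPM (SD, n = 3) in control females and 11.5 ± 0.858 CPM (SD, n = 3) in control males. The log2 fold changes were -1.73 in *CBS−/−(5)*, -3.10 in *CBS−/−(8)*, -2.03 in DD1 and -1.42 in DD2 in females and -2.64 in *CBS−/−(5)*, -3.10 in *CBS−/−(8)*, -2.48 in DD1 and -2.39 in DD2 in males (largest quasi-likelihood adjusted p = 0.0259). In *MST−/−* and *CSE−/−* no change was significant (smallest quasi-likelihood adjusted p = 0.803).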

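*Snmp1* (FBgn0260004, chromosome 3R from 21165167 to 21168205) had log2 fold changes of -0.96 in *CBS−/−(5)*, -0.68 in *CBS−/−(8)*, -0.75 in DD1 and -1.02 in DD2 (quasi-likelihood adjusted p = 0.000275, 0.00313, 0.00216 and 0.000116) in males. In females they ranged from -0.22 to 0.40 (smallest quasi-likelihood adjusted p = 0.231). The difference between the sexes was 0.89 (quasi-likelihood adjusted p = 0.0433) in *CBS−/−(5)* and 1.36 (quasi-likelihood adjusted p = 0.00108) in DD2.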

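*Jhe* (FBgn0010052, chromosome 2R from 16119793 to 16122773) had log2 fold changes of -0.20 in *MST−/−*, 0.44 in *CSE−/−*, -0.60 in *CBS−/−(5)*, -1.12 in *CBS−/−(8)*, -0.68 in DD1 and -0.34 in DD2 (quasi-likelihood adjusted p = 0.552, 0.171, 0.0159, 0.000161, 0.0131 and 0.19) in males. In females all 6 were below 0 and none was significant (smallest quasi-likelihood adjusted p = 0.0673). In *CBS−/−(5)* thoraxes it had -1.75 (standard error 0.22, quasi-likelihood adjusted p = 0.0221) in males. Subtraction of female RNA left *Jhe* in *CBS−/−(5)* without a significant change.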

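*tut* (FBgn0052364, chromosome 3L from 8209577 to 8210743) had 0.265 ± 0.117 CPM (SD, n = 3) in control females and 17.5 ± 7.77 CPM (SD, n = 3) in *CBS−/−(5)* females, against 4.96 ± 0.94 CPM (SD, n = 3) in control males. Its log2 fold changes in females were 6.00 in *CBS−/−(5)*, 4.70 in *CBS−/−(8)*, 5.01 in DD1 and 4.23 in DD2 (largest quasi-likelihood adjusted p = 1.39e-06). In males it did not change significantly (smallest quasi-likelihood adjusted p = 0.439). *Est-6* (FBgn0000592) had 1.13 in *CBS−/−(5)*, 1.38 in *CBS−/−(8)*, 1.47 in DD1 and 1.64 in DD2 in females (largest quasi-likelihood adjusted p = 0.0127), and *qtc* (FBgn0028572) had 0.40 in *CBS−/−(5)*, 0.79 in *CBS−/−(8)*, 0.67 in DD1 and 1.11 in DD2 (quasi-likelihood adjusted p = 0.306, 0.0416, 0.0656 and 0.00241). When scaled by the thorax-based TMM, *Est-6* in *CBS−/−(5)* and *qtc* in *CBS−/−(8)* and DD2 no longer passed the threshold in that direction. In males, *Est-6* had -0.41 in *CBS−/−(5)*, -0.63 in *CBS−/−(8)*, -0.62 in DD1 and -0.65 in DD2 (quasi-likelihood adjusted p = 0.0307, 0.00237, 0.00416 and 0.00276). In males, *Est-6* in *CBS−/−(5)*, *CBS−/−(8)* and DD1 lost significance when female RNA was subtracted.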

Surprisingly, in the *CBS−/−* females, significant induction of several genes (i.e., *tumorous testis, Esterase 6 and Quick-to-court*) known to play important roles in the reproductive organs of males was demonstrated. Similarly, in females containing *CBS* deletion, the decrease in the expression of gene *squash* was evident (Figure S10). 

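*squ* (FBgn0267347, chromosome 2L from 16680054 to 16681653) had 104 ± 10.4 CPM (SD, n = 3) in whole control females and 2.05 ± 0.942 CPM (SD, n = 3) in their thoraxes. For females they were, on the log2 scale, -0.80 in *CBS−/−(5)*, -0.77 in *CBS−/−(8)*, -1.10 in DD1 and -1.26 in DD2 (quasi-likelihood adjusted p = 0.0178, 0.0141, 0.00155 and 0.000218). No significant change in this direction was left for *squ* in *CBS−/−(5)* under the thorax-based TMM.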

Mutant (*squ*) females are sterile and show dorsoventral patterning defects during oogenesis [58]. However, the detailed analysis of these groups of genes is beyond the scope of the present study and will be summarized in a separate paper coupled with the data on the structure of the reproductive system and behaviour characteristics of the strains with deletions of sulphur metabolism genes (paper in preparation).

## 4 Discussion

The realization of the biological importance of H_2_S in the wide spectrum of model organisms and in humans is helping to elucidate the pathogenesis of various human diseases, including cancer and AD, and may pave the way for innovative therapeutic interventions and prophylactics [[6], [7], [8],[59], [60], [61]].

It was shown that patients with genetic defects in the TSP are characterized by high levels of homocysteine, low levels of GSH and increased incidence of age-related pathologies [4].

However, the molecular mechanisms underlying a wide spectrum of H_2_S effects at the cellular and organismal levels are far from fully understood. Unfortunately, the deletion or impairment of the *CBS* gene usually results in sterility or lethality of the organisms [62,63]. Therefore, the *D. melanogaster* strains developed in our laboratory containing single and double deletions of the three major genes involved in the regulation of H_2_S production represent a unique tool to identify physiological functions of the hydrogen sulphide and pinpoint molecular pathways in the cells participating in the interaction with this important signal molecule. H_2_S elicits cytoprotection during oxidative stress by decreasing ROS production in a wide range of physiological and pathological conditions [64,65]. Our analysis of genome-wide transcriptional consequences of the deletions of major sulphur metabolism genes in fruit flies enabled us to define various adaptive systems and signal pathways that apparently interact with H_2_S and are activated in flies with deletions (Fig. 1, Fig. 2).

The detected pronounced modulations in the functioning of several vital systems of the fruit flies (Fig. 1, Fig. 2) indicate the occurrence of compensatory and apparently adaptive responses to the disturbed metabolism of methionine and H_2_S production observed in the flies with deletions. It is known that adaptive responses may make an organism resistant to various forms of stressful stimuli [[66], [67], [68], [69], [70], [71], [72]]. Along these lines, higher resistance of all strains with deletions to superoxide producer paraquat was demonstrated (unpublished data). Characteristically, in our transcriptomic analysis, the most striking changes were found in the flies containing the deletion of *CBS* (single or double, i.e., in combination with *CSE−/−*). Single *CSE* and *MST* deletions result in milder changes. Notably, we failed to observe significant compensation in the expression of individual studied genes involved in H_2_S production in the strains with deletions. The increased expression of *CSE* observed in the males of the *CBS*−/− strain was a prominent exception (Figure S3, S4).

The deletion of *CBS* and, in particular, double deletion of both genes representing major H_2_S-producing loci apparently results in oxidative stress. As a consequence, this stress induces various genes and signalling pathways participating in antioxidant defences and detoxification. In the strains with deletions, we observed dramatic modulation of the genes involved in the basic oxidation–reduction reaction, which operates in all cells and is vital for cell homeostasis and survival of an organism (Fig. 1, Fig. 2, Fig. 3, Fig. 4 and 5). The obtained results are expected because H_2_S exercised its protective effects in part by inhibiting mitochondrial electron transport and oxidative phosphorylation, leading to increased glucose uptake and glycolytic ATP production [7].

Antioxidant defences include catalases, peroxidases, superoxide dismutases (SOD), and glutathione S-transferases (GST). Antioxidant-specific gene induction, involved in xenobiotic metabolism, is mediated by the “antioxidant responsive element” (ARE). ARE is found in promotors of GSTs, P-450 genes, SOD, catalases (CAT) and peroxidases. Many genes upregulated in *CBS−/−* flies encode P450s, glutathione S-transferases (GST) and esterases and play important roles in detoxification and insecticide resistance [[73], [74], [75]].

Another interesting group of genes strongly induced by *CBS* deletion consists of genes involved in glutathione metabolic processes (Fig. 3) [40,41,76].

GSH is a downstream metabolite of TSP, and its synthesis is dependent on the availability of cysteine. Furthermore, cysteine availability controls the synthesis of glutathione (GSH), which is the major regulator of cellular redox homeostasis. In our investigation, we demonstrated a drastic drop in GSH in lines with *CSE* and *MST* deletions (Fig. 3A). Furthermore, flies with the *CBS−/−* genotype exhibited significantly higher levels of GSH than flies with other deletions (*CSE* and *MST*). This characteristic feature probably resembles more severe oxidative stress due to disruption of methionine and GSH metabolism in such flies and increased compensatory activity of several genes involved in GSH synthesis and metabolism (Fig. 3B).

Notably, GSH levels were increased in diet-restricted flies, and the cellular level of methionine has been implicated in murine ageing [4]. It is known that several enzymes participate in GSH redox homeostasis, including glutathione peroxidase (*Prx*), glutaredoxin (*Grx*), and thioredoxin (*Trx*). In our transcriptomic analysis, we demonstrated increased expression of the peroxiredoxin 2540-1 gene in males and females with the *CBS−/−* genotype, while females with *CBS* deletion exhibited enhanced expression of the glutaredoxin 1 (*Grx1*) gene. Furthermore, *CBS−/−* males were characterized by a significant upregulation of the thioredoxin peroxidase 1 gene *jafrac* (Fig. 4). Our analysis also revealed a strong modulation of GST expression in flies with deletions (Fig. 3). GSTs localized in the cytoplasm are involved in glutathione metabolic processes. At the present time, 40 GSTs were identified in *Drosophila melanogaster*, and the Delta and Epsilon groups of these enzymes are insect-specific and apparently function in detoxification and insecticide resistance [76]. Protein glutathionylation can also protect proteins from oxidative states and modulate their activity [77,78]. Thus, direct interaction between GST and mitogen-activated protein kinase (p38) activates this protein and exhibits anti-inflammatory effects [78]. On the other hand, GAPDH is inactivated after oxidative stress via glutathionylation on Cys149 in endothelial cells [79].

An important and unexpected feature revealed in the course of our transcriptomic analysis is the strikingly different response of males and females to the deletion of the genes involved in methionine metabolism and H_2_S production and, in particular, to *CBS* deletion. Striking gender differences were detected in all of the above-described systems (i.e., glutathione metabolic process, oxidation-reduction process, cytochrome P450-mediated oxidation-reduction process, and DNA repair).

To this end, we demonstrated significant sex-dependent changes in cytochrome P450 gene expression in all strains with deletions (Fig. 5). Sex dependence of P450 induction was also found in other investigations [80]. Several enzymes belonging to the P450 group were shown to play key roles in the metabolism or activation of xenobiotics [81]. Most of these enzymes (**FlyAtlas Anatomical Expression Data**) are expressed predominantly in the midgut, hindgut, Malpighian tubule head and spermatheca, where the metabolism of both exogenous and endogenous compounds takes place. Importantly, these tissues are involved in detoxification processes and protection from harmful exogenous compounds. Thus, it was recently demonstrated that the Malpighian tubules are important for the metabolism and detoxification of xenobiotics and might also be involved in immunity [72,82]. Exposure of *Drosophila* to toxins evokes a coordinated response by the Malpighian tubules (MT), involving changes in detoxification systems and enhanced transport [83]. Similarly, in our studies, we demonstrated modulation in the expression of multiple genes participating in MT function. The induced expression of the *Uro* gene in *CBS−/−* flies represents a typical example of such regulation (Fig. 4A). This gene is usually upregulated in the case of inflammation induced by the accumulation of uric acid crystals in cells [84]. It is known that the disturbance in the CBS/CSE system results in homocystinuria and the development of inflammation in the excretory system in mammals [63]. The observed upregulation of *Uro* gene expression observed in the strains with deletions may also result from imbalance of purine metabolic process (Fig. 2).

In our studies, we also demonstrated a significant upregulation of *CapaR* and *Capa* genes (Fig. 7A and B) observed in males and females of the *CBC−/−* genotype. The *Capa* gene in *Drosophila* encodes neuropeptides, while *CapaR* is responsible for the synthesis of receptors for these neuropeptides. Specifically, *Capa* acts as a diuretic hormone in the Malpighian tubules to regulate cellular ion and water homeostasis after desiccation and stress [54]. There are other data corroborating our conclusion concerning the increased excretory function of MT in flies with deletions. Thus, in all lines with deletions, we detected upregulation of genes encoding proteins with inwardly rectifying potassium channel activity (Irk3). In addition, in flies with the *CBS−/−* genotype, upregulation of Irk2 and salty dog (*salt*) genes playing important roles in MT function [85,86] was detected (Figure S11).

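*Irk3* (FBgn0032706, chromosome 2L from 18711071 to 18713748) rose from 5.61 ± 3.2 CPM (SD, n = 3) in control females to 70 ± 21.3 CPM (SD, n = 3) in DD2, and from 22.6 ± 2.31 CPM (SD, n = 3) in control males to 115 ± 19.9 CPM (SD, n = 3). On the log2 scale these changes were 1.09 in *MST−/−*, 1.31 in *CSE−/−*, 2.02 in *CBS−/−(5)*, 2.40 in *CBS−/−(8)*, 3.23 in DD1 and 3.63 in DD2 (quasi-likelihood adjusted p = 0.275, 0.0578, 0.000969, 0.000122, 8.72e-06 and 1.89e-06) in females and 0.64 in *MST−/−*, 0.90 in *CSE−/−*, 1.35 in *CBS−/−(5)*, 1.60 in *CBS−/−(8)*, 2.66 in DD1 and 2.35 in DD2 (quasi-likelihood adjusted p = 0.0495, 0.00207, 1.05e-05, 1.09e-06, 2.71e-09 and 9.35e-09) in males. With female RNA subtracted, no significant change was left for *Irk3* in *MST−/−*. In males *Irk3* is among the 32 genes that changed the same way in all 6 strains. A difference of the control stock from all strains could contribute to such a change.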

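*Irk2* (FBgn0039081) had log2 fold changes of 0.92 in *CBS−/−(5)*, 1.06 in *CBS−/−(8)*, 0.68 in DD1 and 1.35 in DD2 (quasi-likelihood adjusted p = 0.0381, 0.0128, 0.0789 and 0.00105) in females and 0.17 in *CBS−/−(5)*, 0.52 in *CBS−/−(8)*, 0.63 in DD1 and 0.54 in DD2 (quasi-likelihood adjusted p = 0.475, 0.0333, 0.0234 and 0.0419) in males. *salt* (FBgn0039872) had 1.70 in *CBS−/−(5)*, 1.40 in *CBS−/−(8)*, 1.92 in DD1 and 2.79 in DD2 (quasi-likelihood adjusted p = 0.00263, 0.00626, 0.000763 and 1.52e-05) in females and 1.33 in *CBS−/−(5)*, 1.37 in *CBS−/−(8)*, 1.84 in DD1 and 2.21 in DD2 (quasi-likelihood adjusted p = 0.000199, 9.86e-05, 4.4e-06 and 5.82e-07) in males. Significance was lost under the thorax-based TMM for *Irk2* in *CBS−/−(5)* and DD2.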

Our transcriptomic analysis revealed significant changes in the activity of a notably ancient and conserved system of heat shock genes induced by numerous agents [87,88]. Heat shock genes encode proteins with different molecular weights and functions generally involved in proteostasis under normal and stressful conditions in all eukaryotic organisms [89]. There are scattered data suggesting some cross-talk between the genes participating in methionine metabolism and *hsps* [19,90,91].

In our analysis, we observed a significant increase in the expression of *hsp22* in the males containing *CBS* or *MST* deletion (Fig. 6). Hsp22 is a well-known beneficial protein because its overexpression increases lifespan and resistance to stress, while its downregulation is detrimental [[92], [93], [94], [95], [96]]. Interestingly, in contrast to *hsp68* in the case of *hsp22,* a strong induction was observed in the males, while females of these strains exhibited only slight induction of this gene transcription. Characteristically, in both sexes, the observed induction of *hsp22* takes place in the thoraxes but not in the gonads (Fig. 6). There are several other members belonging to the *hsps* group that exhibited slight changes in their transcription in the strains with deletions of the three studied genes of sulphur metabolism (Fig. 6A and B).

Surprisingly, the deletion of *CBS* significantly induced the expression of another unrelated family of stress genes belonging to the Turandot family (Fig. 6C and D). The induction of the *Tot* genes differs in important respects from the heat shock response, such as the strong but delayed response to bacterial infection demonstrated for several of the genes. Additionally, these genes can be induced by heavy heat shock, oxidative stress, dehydration and UV irradiation [46,97]. Interestingly, *Drosophila TotA* was recently shown to encode a stress-induced humoural factor that gives increased resistance to the lethal effects of high temperature [97].

There are other unrelated gene families providing survival under various stressful conditions that were upregulated in the flies with deletions, apparently as a compensatory response to the disturbed sulphur metabolism. Thus, *CBS−/−* flies, especially females, exhibited a pronounced upregulation of the genes belonging to the *Idgf* family (Fig. 7C and D). These genes are structurally related to chitinases and have acquired a new growth-promoting function [98]. One of the upregulated genes in the *CBS−/−* female gene *Idgf2* belongs to this family and encodes a secreted glycoprotein mainly expressed in the fat body. The expression of *Idgf2* is induced under various stress conditions. The product of this gene is a trophic factor involved in energy balance, detoxification, and innate immunity [99]. Notably, genes belonging to the *Idgf* family, as well as two other (*Adgf-A* and *Ilp6*) genes, are upregulated in *CBS−/−* females and are involved in the regulation of cellular proliferation.

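In control females, *Cbs* was lower in thoraxes than in whole bodies by a log2 difference of -2.18 (quasi-likelihood adjusted p = 0.000157), *Cth* by -1.16 (quasi-likelihood adjusted p = 0.00132) and CG12279 by -0.01 (quasi-likelihood adjusted p = 0.977). In control males the differences were 0.61, -0.14 and 0.24, with quasi-likelihood adjusted p = 0.0503, 0.334 and 0.488. Whole-body and thorax libraries hold different sets of organs, so a difference in CPM also reflects which other genes take up the counts. *Cbs* in female thoraxes lay at 27.7 ± 12.4 CPM (SD, n = 3).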

Since the expression of *CBS* and other genes producing H_2_S was shown to play an important role in the reproductive system of various organisms in several cases, we compared their level of expression in intact flies with corresponding levels in thoraxes with excised ovaries and spermathecae. These experiments demonstrated that in many cases, a high level of expression observed in females takes place predominantly in the ovaries or/and spermathecae (Fig. 3, Fig. 4, Fig. 5).

It is necessary to keep in mind that control males are characterized by significantly higher original levels of expression of most studied systems modulated in the strains with deletions (i.e., Figures S5, 6, and 7). Therefore, more dramatic modulations detected in the females from the strains with deletions are explained by the original gender differences in the studied gene systems.

Interestingly, we revealed severe defects in reproductive system development and functioning occurring in females lacking the *CBS* gene (unpublished data). The accumulated data enable us to conclude that the studied genes of methionine metabolism exercise different roles in the ontogenesis and reproduction of *Drosophila* males and females that respond to their deletion at the level of transcription in a sex-specific manner. We are well aware that the observed strong and sometimes unexpected effects of the deletions may be secondary to the well-known reducing activity of H_2_S and/or its ability to participate in sulphhydration of protein cysteine moieties in the cells.

To the best of our knowledge, this report is the first to describe the effects at the transcription level of single and double deletions of the three major genes responsible for H_2_S production in fruit flies. The ubiquitous membrane permeability characteristic of H_2_S and its unique chemical reactivity with various types of molecules makes H_2_S a selective and powerful signalling molecule. Our studies of genome-wide transcriptional consequences of the deletions of major sulphur metabolism genes in *D. melanogaster* reported in this study demonstrated the important role of these genes in such different aspects of organism biology in response to oxidative stress, as well as mating behaviour and reproduction.

## Funding

This work has been supported by Grant of 10.13039/501100006769Russian Science Foundation №17-74-30030 and Russian grants Program for Basic Science №19-04-00109 (to O.Z.) and №18-29-07015 (to D.G).

## Declaration of competing interest

The authors declare that they do not have any conflicts of interests.

# Supplementary material for: Genome-wide transcriptional effects of deletions of sulphur metabolism genes in Drosophila melanogaster
**Source:** Redox Biol. 2020 Jul 25;36:101654. doi: 10.1016/j.redox.2020.101654
**Supplement:** Multimedia component 1

**Table S1. Oligonucleotides used in CRISPR experiments**

| Name | Sequence (5'-> 3') |
| --- | --- |
| CSE_CG5345-cyto-5'-flank-genome-check-F | CAGCTATCCGTCTCTGAAC |
| 5'-flank-check-R | CAGGCAGCGAGATCATCAAG |
| CSE_CG5345-cyto-5'-flank-XbaI-F | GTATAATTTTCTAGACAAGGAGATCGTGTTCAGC |
| CSE_CG5345-cyto-5'_ex1-white-4_in-F | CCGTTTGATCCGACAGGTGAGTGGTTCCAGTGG |
| CSE_CG5345-cyto-5'_ex1-white-4_in-R | TGGAACCACTCACCTGTCGGATCAAACGG |
| CSE_CG5345-cyto-5'-white-4_in-XhoI-R | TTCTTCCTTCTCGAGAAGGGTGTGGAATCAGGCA |
| CSE_CG5345-3'-EagI-flank-F | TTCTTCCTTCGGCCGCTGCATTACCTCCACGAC |
| CSE_CG5345-3'-SacI-flank-R | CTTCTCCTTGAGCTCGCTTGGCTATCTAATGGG |
| CSE_CG5345_cyto-3'-flank-genome-check-R | CAAGGTGAGATAGCTAATGAG |
| 3'-flank-check-F | TCACGTTTTCCCAGGTCAGA |
| CSE_CG5345_cyto-5'-flank-sgRNA-F | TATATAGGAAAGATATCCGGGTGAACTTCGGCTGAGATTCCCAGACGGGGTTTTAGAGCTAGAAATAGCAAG |
| CSE_CG5345_cyto-3'-flank-sgRNA-R | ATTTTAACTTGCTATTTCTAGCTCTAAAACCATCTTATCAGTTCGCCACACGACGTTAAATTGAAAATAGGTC |
| MST_CG12279-5'-flank-genome-check-F | CACCGTATGACCGACCGTA |
| MST_CG12279-3'-flank-genome-check-R | GCTCTGTTGGAGGTGATGA |
| MST_CG12279-5'-flank-XbaI | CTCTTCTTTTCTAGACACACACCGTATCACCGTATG |
| MST_CG12279-5'-flank-XhoI-R | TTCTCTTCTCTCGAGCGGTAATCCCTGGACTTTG |
| MST_CG12279-3'-flank-EagI-F | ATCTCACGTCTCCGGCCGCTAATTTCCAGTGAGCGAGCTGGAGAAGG |
| MST_CG12279-3'-flank-SacI-R | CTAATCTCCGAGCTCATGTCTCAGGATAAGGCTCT |
| sgRNA-MST-’5-ol-F | TTCGTCCAGGGATTACCGGCTTAA |
| sgRNA-MST-’5-ol-R | AAACTTAAGCCGGTAATCCCTGGA |
| Primers for qRT PCR |  |
| rp49 F | 5’-ATGCTAAGCTGTCGCACAAAT-3’ |
| rp49 R | 5’-GTTCGATCCGTAACCGATGT-3’ |
| cbs 5newF | 5’-GCCAGCAGATTACGCCCAACA-3’ |
| cbs 5_R | 5’-TAAGGAACTCGCACTTGGCAT-3’ |
| cse F6 | 5’-CAACACCTTCCTGACCTCCTA-3’ |
| cse R6 | 5’-CGAATGGAGACGGCACAATG-3’ |
| mst F_3 | 5’-GGAGGAGGACTTCGCCCAG-3’ |
| mst R_2 | 5’-ATCGGACGCAGTTGGGGTG-3’ |

# Supplementary material for: Genome-wide transcriptional effects of deletions of sulphur metabolism genes in Drosophila melanogaster
**Source:** Redox Biol. 2020 Jul 25;36:101654. doi: 10.1016/j.redox.2020.101654
**Supplement:** Multimedia component 1

**Supplementary Materials.**

**The development of double deletions**. Two lines with double deletions were generated by crossing two independent cbs -/- lines (*cbs*5 and *cbs*8) and a line with *cse* deletion (*cse*1). Besides, two balancer lines: yw; CyO/If (chromosome 2), and ♀ Df(1)260-1, y[1]/FM4 (X-chromosome) were used. The double homozygotes (cbs-/- and cse-/-) were obtained by five following crosses:

P1 ♂ yw; CyO/If x ♀ CBS /CBS

P2 ♂ yw/CBS; CyO x♀ Df(1)260-1, y[1]/FM4

P3 ♀FM4/CBS; CyO x♂CSE/CSE

P4 ♂CBS; CyO /CSE x ♀ FM4; CyO /CSE

P5 ♀ FM4/CBS;CSE x ♂ CBS; CyO /CSE

After selection the obtained flies with double deletions were verified by Southern blotting and RTPCR as described in M&M.

**Figure legends to Supplementary Figures**

**Suppl. Figure 1.** Southern blot analysis to detect off-targets in flies with deleted *CBS*, *CSE* or *MST* genes. **A.** Genomic DNA from flies with deleted *CBS* or *CSE* genes was digested with *Bam*HI/*Pst*I or *Bam*HI restriction endonucleases, respectively: 1-4 – *CBS-/-* strains, 5-6 – *CSE-/-* strains; **B.** Genomic DNA from flies with deleted *MST* gene was digested with *Eco*RI restriction endonuclease: 1-9 – *MST-/-* strains, 10 – control strain 58492. Hybridization with the ^32^P-labelled *mCherry* gene. Off-targets marked by arrows.

**Suppl. Figure 2.** Southern blot analysis using flies with double deletion (*CBS* and *CSE* genes). Genomic DNA from flies with double deletion was digested with *Nco*I/*Pvu*I restriction endonucleases and hybridized with *CSE* ^32^P-labelled probe; *Cla*I restricted DNA was hybridized with *CBS* ^32^P-labelled probe. 1-10 – double deletion strains, 11 – control 58492 strain, 12-13 – *CBS-/-* strains, 14 – *CSE-/-* strain. **A** - hybridization with *CBS* ^32^P-zone, **B** - hybridization with *CSE* ^32^P-labelled zone.

**Suppl. Figure 3.** Validation of *CBS*, *CSE* and *MST* gene deletions mediated by the CRISPR/Cas9 system using quantitative RT-PCR. *MST-/-*, *CSE-/-*, and *CBS-/-* represent transgenic *Drosophil*a strains with knockout genes (*MST*, *CSE* and CBS, respectively); (*CBS-/-*, *CSE-/-*) represents two transgenic strains with the double deletion (*CBS* and *CSE*); 58492 is a control *Drosophil*a strain. *CBS* gene expression is absent in *CBS-/-* transformants in both males and females, and *CSE* gene expression was absent in *CSE-/-* transformants. Trace amounts of *MST* expression were detected in *MST-/-* transformants. Bars represent the average error for two independent experiments; the mean ± SD of the three technical replicates is shown. * *P* ≤ 0.05.

**Suppl. Figure 4.** Box-plots of *CBS* (Cystathionine β-synthase), *CSE* (Cystathionine gamma-lyase) and *MST* (3 mercaptopyruvate sulphurtransferase) expression levels in the control stock 58492 and (*CBS-/-*), (*CSE-/-*), (*MST-/-*)*,* (*CBS-/-*, *CSE-/-*) flies (whole body); 58492 and *CBS-/-*(5) only thoraxes. CPM – counts per million; * *P* ≤ 0.05, ** *P* ≤ 0.01.

**Suppl. Figure 5. Expression profile of genes implicated in Glutathione metabolic process.** The expression levels of all analysed female and male samples were normalized by Z-score. Clusterization performed using Canberra distance.

**Suppl. Figure 6. Expression profile of genes implicated in the oxidation-reduction process.** The expression levels of all analysed female and male samples were normalized by Z-score. Clusterization performed using Canberra distance.

**Suppl. Figure 7. Expression profile of cytochrome genes.** The expression levels of all analysed female and male samples were normalized by Z-score. Clusterization performed using Canberra distance

**Suppl. Figure 8.** **A** - Box plots of *eya* (eyes absent) and *EiP71CD* expression levels in control strain (58492) and *CBS-/-*, *CSE-/-*, *MST-/-* and (*CBS-/-*, *CSE-/-*) mutant flies (whole body); 58492 and *CBS-/-*(5) only thoraxes. CPM – counts per million; * *P* ≤ 0.05, ** *P* ≤ 0.01. **B** - females, **C** - males. Heat map illustrating RNA-Seq differential expression data for *CBS-/-*, *CSE-/-*, *MST-/-* and (*CBS-/-*, *CSE-/-*) mutant flies (whole body); and *CBS-/-*(5) only thoraxes. Gene expression analysis for genes involved in GO term GO0006281 - DNA repair. Pairwise comparisons relative to the control line are shown. Red positive log fold-change (log2FC). Blue, negative log2FC

**Suppl. Figure 9. Expression profile of genes implicated in DNA repair.** The expression levels of all analysed female and male samples were normalized by Z-score. Clusterization performed using Canberra distance.

**Suppl. Figure 10.** . Heat map illustrating RNA-Seq differential expression data for *CBS-/-*, *CSE-/-*, *MST-/-* and (*CBS-/-*, *CSE-/-*) mutant flies (whole body); and *CBS-/-*(5) only thoraxes. Gene expression analysis for genes involved in sexual reproduction and response to pheromone. **A** - females, **B** – males. Pairwise comparisons relative to the control strain are shown. Red positive log fold-change (log2FC). Blue, negative log2FC.

**Suppl. Figure 11.** Box-plots for *Irk2* (Inwardly rectifying potassium channel 2), Irk3 (Inwardly rectifying potassium channel 3), *salt* (salty dog) expression levels in the control stock 58492 and (*CBS-/-*), (*CSE-/-*), (*MST-/-*)*,* (*CBS-/-*, *CSE-/-*) flies (whole body); 58492 and *CBS-/-(5)* only thoraxes. CPM – counts per million; * *P* ≤ 0.05, ** *P* ≤ 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

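RNA was sequenced from adults aged 5 days, kept at 23 °C with 20 flies per vial. Whole bodies of both sexes were taken from the control strain, *MST−/−*, *CSE−/−*, *CBS−/−(5)*, *CBS−/−(8)* and the double deletions DD1 and DD2, and thoraxes of both sexes from the control and *CBS−/−(5)*. Each group has 3 libraries, which makes 54 libraries of the strains of the paper. A further 3 male libraries are labelled as DD2 backcrossed on yw, a strain that the paper's text does not describe. The 57 libraries form 19 groups, and every library's strain, sex, tissue and replicate number were taken from its label.

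The authors trimmed the reads with Trimmomatic, mapped them to dm6 with STAR through the PPLine script, and deposited the counts of reads on each gene without normalization, 1 library at a time. The paper's text does not name the program that counted the reads, the annotation it used or its strand setting. Reads on no gene or on more than 1 gene are listed apart from the genes and were left out of the totals. Each library lists 17559 genes by FlyBase identifier, of which 17253 were matched to a symbol and to a position in Ensembl release 115.

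Labels were checked before any test. The level of the deleted gene was compared with the genotype of every library, and genes specific to a sex or a tissue with its sex and tissue. Among the 57 pairs of libraries of the same group, 0 had the same counts. Replicate numbers were checked for a shared batch by the correlation across genes of the residuals from the group mean. The mean correlation between libraries of different groups with the same number was 0.012 in whole females, -0.035 in whole males, 0.165 in female thoraxes and 0.089 in male thoraxes, against -0.007, 0.017, -0.081 and -0.043 for those with different numbers.

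Counts were analysed with edgeR 4.0.16 (limma 3.58.1) and DESeq2 1.42.0 in R 4.3.3. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were scaled by TMM, and a quasi-likelihood model was fitted with 1 mean per group and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and a gene is called changed at an adjusted p under 0.05. CPM values with an SD are scaled by TMM, while those given for single libraries are scaled to the library total. Standard errors of log2 fold changes were computed from the fold change and the F statistic of the test. A fold against a group in which every library has 3 counts or fewer is given as a lower bound computed against 3 counts.

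Whole females and whole males of the 7 strains were fitted separately, with 21 libraries each, and each strain was compared with the control. In the same fits DD1 was compared with *CBS−/−(5)* and DD2 with *CBS−/−(8)*, and the departure of each double deletion from the sum of its single effects on the log2 scale was tested. Differences between the sexes were tested in a fit of all 42 whole-body libraries, as the level in females against males of a strain and as the effect in females minus the effect in males. The thorax fits hold 6 libraries for each sex, and the effect of *CBS−/−(5)* in thoraxes was set against that in whole bodies in fits of 12 libraries of 1 sex. The backcrossed strain was compared with the control and with DD2 in a fit of all 24 male whole-body libraries and enters no other comparison. Families of genes were defined by the start of the symbol and tested with the two-sided Fisher's exact test against all other tested genes, for higher and lower genes separately. Correlations between the effects of strains are across genes and carry no p-value, because genes are not independent replicates and the control libraries are shared.

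Genes are named by a rule fixed in advance. It takes every gene that the paper's text names or that Figs. 3 to 7 list, where a sentence with a passage is about it. It also takes, for each strain against the control, the 2 genes with the largest increase and the 2 with the largest decrease among those with an adjusted p under 0.05, a mean of at least 5 CPM in the higher group, and no overlap between the 3 libraries of the strain and the 3 of the control. For the genes of the paper's lists, p-values were also adjusted over the list alone. These lists are the paper's own selection on the same data.

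The alternatives tried were DESeq2's size factors and Wald test, upper-quartile factors, no filter on low counts, at least 10 counts in every library, a fit of only the groups compared, edgeR's exact test, replicate numbers as a block, a minimum absolute log2 fold change of 1, and leaving out single libraries. A thorax-based TMM used only genes that are at least as high in control thoraxes as in control whole bodies of the same sex. Alternatives added after the data had been seen were the subtraction of female RNA from male libraries, the female share and the ovary index as covariates, thorax fits without rRNA genes, and a fit without the backcrossed library of few counts. The female share of a male library is the median, over 49 genes, of its CPM as a percentage of the mean of the females of its strain. The counts subtracted were this share of the mean profile of the same females. The backcrossed strain has no female libraries, so its shares cannot be relative to females of its own strain. These genes have at least 100 CPM in control females and, in at least 1 male library, no more than 1% of that level. The closing section gives the effect of the alternatives.

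The steps were tested on simulated data with the library sizes and gene means of the control groups and a dispersion of 0.05, in which 200 genes changed by a log2 fold change of 2. The quasi-likelihood test recovered 200 of these genes with 10 false calls in 21 libraries, and 200 with 10 false calls in 3 libraries against 3. DESeq2 recovered 199 with 24 false calls. The difference between the sexes was recovered for 193 genes with 6 false calls, and the departure from additivity for 186 with 8 false calls. In the female thoraxes 198 of the 199 changed genes that were tested were recovered with 7 false calls. Every simulated group had the same dispersion, so these data do not test a common fit of groups with unequal spread. In the real libraries the common fit gave 1606 changed genes in *CBS−/−(5)* females and the fit of 2 groups 208. Simulated female shares of 0, 5, 20 and 40% were estimated at 0.77, 5.82, 20.4 and 40.35% from 36 genes, chosen by the mean of *MST−/−* males in place of the lowest male library, so the simulated values are not a baseline for the estimates from 49 genes.

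Whole females have 19612605 to 28768678 counts on genes per library (median 22542467) and whole males of the strains of the paper 9705034 to 18623886 (median 14009646). Thoraxes have 10645727 to 31616200 (median 14789195) in females and 12412524 to 18717054 (median 15449189) in males. The backcrossed library of replicate 3 has 7321 counts. Gene tests covered 10548 genes in whole females, 13036 in whole males, 10153 in female thoraxes and 11337 in male thoraxes. Splits of 3 libraries against 3 that exchange libraries of the same number were refitted for each comparison, and with 4 such splits the share with as many changed genes cannot fall under 0.05.

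Memberships of GO terms and KEGG pathways were not used here, so the enrichments of Figs. 1 and 2 were not recomputed. Quantitative PCR and GSH measurements were not analysed here. Genes whose exons lie wholly within those of another gene mostly have 0 counts and were not tested.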

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

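The tests of female RNA in male libraries, of depth between the sexes, of the thorax control libraries and of the genotype of the backcrossed strain were chosen after the result was seen, whereas those of other splits of the libraries and of the ovary share were chosen before it. For the other splits, labels were exchanged between libraries with the same replicate number, which gives 4 splits of 3 libraries against 3 and 32 splits where 2 effects are compared. The other 6 of the 10 splits of 3 against 3 keep libraries with the same number together and were not compared. With 4 splits a share under 0.05 cannot be reached. The 32 splits include 1 that exchanges the labels in every pair of 1 sex or tissue, which tests the sum of both effects in place of their difference.

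The effect of a strain differed between females and males, by a test of the difference itself, for 29 genes in *MST−/−*, 110 in *CSE−/−*, 1847 in *CBS−/−(5)*, 2414 in *CBS−/−(8)*, 2911 in DD1 and 4237 in DD2, of 13535 genes tested with edgeR's quasi-likelihood test. As many genes were found in 8 of 32 splits for *MST−/−*, 5 for *CSE−/−*, 5 for *CBS−/−(5)*, 2 for *CBS−/−(8)*, 2 for DD1 and 2 for DD2, the real split included. In *CBS−/−(8)*, DD1 and DD2 the second split was the 1 that tests the sum of both effects, with 2468, 3532 and 5141 genes, and the share of 2 of 32 is not under 0.05. In *MST−/−*, *CSE−/−* and *CBS−/−(5)* the number was also reached by 6, 3 and 2 of the 12 splits that mix the genotypes in 1 sex, and by 0, 0 and 1 of the 18 that mix them in both sexes, a division of the splits chosen after their numbers were seen. A split that mixes 1 sex keeps the whole strain effect of the other, so it does not show the variation between libraries alone. The split of *CBS−/−(5)* that mixes both gave 3077 genes, and the medians over the 18 were 0 in each of the 3 strains. The share of all 32 splits is not under 0.05 in these 3 strains, and since it includes splits that keep a strain effect it does not decide whether the variation between libraries accounts for the number.

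Whole-body libraries of females are deeper than those of males, with medians of 22542467 and 14009646 counts. When the female libraries were thinned at random to the median male depth, the effect differed between the sexes for 34 genes in *MST−/−*, 89 in *CSE−/−*, 1940 in *CBS−/−(5)*, 2283 in *CBS−/−(8)*, 2432 in DD1 and 4070 in DD2. Of the genes found at full depth, 27, 84, 1685, 2164, 2331 and 3896 were found again. Depth is thus not a candidate explanation of these numbers. After subtraction of female RNA from the male libraries they were 51 in *MST−/−*, 232 in *CSE−/−*, 1538 in *CBS−/−(5)*, 1662 in *CBS−/−(8)*, 3043 in DD1 and 4853 in DD2. Female RNA may thus account for part of the genes in *CBS−/−(8)*, where the number fell by most. RNA of males in the female libraries was not estimated. The DD1 number was not refitted without replicate 2 of its females, in which more genes were detected than in the others of its group.

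In females, the effects followed the ratio of thorax to whole body of the control across genes, with r from 0.207 in *MST−/−* to 0.571 in DD2. A smaller share of ovary RNA in the mutant females may therefore produce a difference between the sexes, because males have no ovary, and this explanation remains for all 6 strains. GC content and gene length were not tested. The strain effects differ between the sexes by genotype in the design, but a sex-dependent response within the same cells cannot be told apart here from a change in the share of ovary RNA, in itself a response of the animal.

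Between thoraxes and whole bodies, the effect of *CBS−/−(5)* differed for 1 gene in females and 16 in males, of 10762 and 12992 genes tested. The gene in females was CG13937, named here after its values were seen, with an effect in the thorax lower by -3.75 on the log2 scale (quasi-likelihood adjusted p = 0.00566). In whole females it rose by 3.40 (quasi-likelihood adjusted p = 1.6e-08), and in thoraxes it had -0.32 (quasi-likelihood adjusted p = 0.947). The largest difference in males was that of CG43055, which the rule for named genes includes, with 10.52 (quasi-likelihood adjusted p = 0.000507). As many genes were found in 10 of 32 splits in females, 8 of which mix the genotypes in 1 tissue and 0 in both, and in 2 of 32 in males, the second of which in males was the split that tests the sum of both effects, with 753 genes. With DESeq2's size factors and Wald test the numbers were 116 and 161, and with replicate numbers as a block 0 (591 genes with an unadjusted p under 0.05) and 2, *Lsp1beta* and CG43055. After subtraction of female RNA from the whole males the number in males was 5, with *WRNexo*, *mthl8* and CG11034 beside the 2 just named; *WRNexo*, *mthl8* and *Lsp1beta* are named after their values were seen.

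The control thorax libraries of females differ from one another more than most groups, being number 2 of 19 from the lowest correlation between replicates. This may limit the number of genes for which a difference from whole bodies can be shown. The numbers cannot be told apart from this explanation in females. In males the control thoraxes were the third group from the lowest, and female RNA in the whole males may contribute, as the number after its subtraction shows. The tissue is a condition of the design, and since these explanations remain, no difference in the response of the thorax is claimed.

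*Cth* rose in males of the *CBS−/−* strains and not in females. The effect in females minus that in males was -0.90 in *CBS−/−(5)* (quasi-likelihood adjusted p = 0.00876) and -1.21 in *CBS−/−(8)* (quasi-likelihood adjusted p = 0.000296). Control females have more *Cth* than control males, so RNA of females in the males of these strains could raise it. After subtraction of that RNA the difference was -0.91 in *CBS−/−(5)* (quasi-likelihood adjusted p = 0.00593) and -1.23 in *CBS−/−(8)* (quasi-likelihood adjusted p = 0.000165), and the male increase 1.95-fold and 2.62-fold. Female RNA therefore leaves the difference unexplained. In the controls *Cth* was lower in female thoraxes than in whole females by -1.16 on the log2 scale (quasi-likelihood adjusted p = 0.00132), so a smaller ovary share in the mutant females could hide an increase there. With the ovary index as a covariate, the effects in females were -0.04 in *CBS−/−(5)* (quasi-likelihood adjusted p = 0.906) and 0.09 in *CBS−/−(8)* (quasi-likelihood adjusted p = 0.575), close to the -0.10 and 0.06 without it. No increase in females appeared with the covariate, which does not favour one hidden by the ovary share. The index itself differs between strains, so an increase hidden in females is not ruled out. In thoraxes of *CBS−/−(5)*, *Cth* had 0.12 in females (quasi-likelihood adjusted p = 0.947) and 0.45 in males (quasi-likelihood adjusted p = 0.182), neither of them significant. Linked or unlinked differences in genetic background between the control stock and the *CBS−/−* strains were not tested for this gene. A candidate explanation that remains beside them is a response of males to the loss of *CBS*, which the paper calls compensatory, and it stays a hypothesis.

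The 3 male libraries labelled as backcrossed DD2 are not described in the paper's text. Against the control, 1904 genes changed, and against DD2, 2568, of 13073 tested. For both comparisons 1 of the 4 splits, the real one, gave as many. *Cbs* was higher than in DD2 by 7.04 on the log2 scale (quasi-likelihood adjusted p = 3.45e-12) and *Cth* by 3.44 (quasi-likelihood adjusted p = 1.93e-10). Against the control *Cbs* had -0.63 (quasi-likelihood adjusted p = 0.0449) and *Cth* -0.57 (quasi-likelihood adjusted p = 0.0428). Both genes are thus expressed in libraries whose label names deletions of both. The library of replicate 3 has only 7321 counts, and without it 2125 genes changed against the control and 2793 against DD2. With DESeq2 the numbers were 819 and 823.

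A sample of another genotype under this label would leave the genes that changed in DD2 at the level of the control. Of the 2344 such genes, 74.8% moved the same way in the 2 backcrossed libraries that hold more counts, 723 of them significantly by the quasi-likelihood test. Across genes, the effect in these libraries had an r of 0.499 with *MST−/−*, 0.465 with DD1, 0.436 with DD2, 0.174 with *CBS−/−(8)*, 0.04 with *CSE−/−* and 0.016 with *CBS−/−(5)*, each set against separate control libraries. The shared direction may come from DD2 or from what all strains share against the control stock, since the r with *MST−/−* was as large. A mislabelled sample, and flies in which the backcross had replaced the deletions, remain as explanations, and the data cannot tell them apart. No biological explanation was tested.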

How the results depend on the processing

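The subtraction of female RNA, the female share and the ovary index as covariates, the fits without rRNA genes and the fit without the backcrossed library of few counts were chosen after the data had been seen. All other alternatives, the tests of the comparisons and the rule by which genes are named were set before the data were examined. A number of genes counts as changed here when it differs from the number with TMM and the quasi-likelihood test by more than 50% of the smaller one, a percentage when it moves by more than 10 points, and a correlation when it moves by more than the SD over the fits that each left out 1 control library; the value with TMM and the quasi-likelihood test stands in parentheses. Of 110 such numbers, percentages and correlations, 34 stayed under every alternative that was run for them. They include the numbers of genes that differ between females and males of 1 strain, which ranged from 10222 in DD2 to 12782 in *MST−/−*. With TMM they are 78.2 to 90.2% of the genes tested and could not rise by more than 50% within these, so their staying says little. The same holds for 5 numbers of higher *Hsp*, *Idgf* or *Tot* genes in thoraxes, which are 0 under every alternative. Among the others are the numbers of genes whose effect differs between the sexes in *CBS−/−(5)* (1538 to 2543), *CBS−/−(8)* (1662 to 2857), DD1 (2578 to 3370) and DD2 (4061 to 4853). Of the 780 named gene effects, 445 kept their direction and their side of the threshold under every alternative, leaving out single libraries included, and 88 changed direction under at least 1. In female thoraxes of *CBS−/−(5)*, where 0 genes changed with TMM, 597 had an unadjusted p under 0.05. The cause of these changes was not tested.

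With DESeq2's size factors and Wald test in place of edgeR's TMM and quasi-likelihood test, the number of changed genes was 182 (94) for *MST−/−* females, 469 (288) for *CSE−/−* females, 608 (392) for DD1 against *CBS−/−(5)* females, 224 (85) for the departure of DD1 females from additivity, 1052 (571) for DD2 against *CBS−/−(8)* females, 355 (199) for the departure of DD2 females from additivity, 270 (0) for *CBS−/−(5)* female thoraxes, 116 (1) for the difference between thorax and whole body of *CBS−/−(5)* females, 464 (201) for *MST−/−* males, 647 (210) for *CBS−/−(5)* male thoraxes, 161 (16) for the difference between thorax and whole body of *CBS−/−(5)* males, 88 (29) for the difference between the sexes in *MST−/−*, 202 (110) for the difference between the sexes in *CSE−/−*, 819 (1904) for the backcrossed strain against the control and 823 (2568) for the backcrossed strain against DD2; the number of higher *Gst* genes was 1 (0) for *CBS−/−(5)* female thoraxes and 4 (1) for DD1 males; the number of higher *Cyp* genes was 3 (0) for *CBS−/−(5)* female thoraxes and 6 (1) for *CBS−/−(5)* male thoraxes; the number of higher *Hsp* genes was 8 (2) for *CBS−/−(5)* male thoraxes. These gene effects changed direction: *Arr2* (0.017 in *CBS−/−(8)* males), *Pxn* (-0.018 in *CBS−/−(5)* female thoraxes) and *Aldh* (0.037 in *MST−/−* males), none of them significant before. Of the other named gene effects, 1 lost significance, 32 gained it and 744 kept direction and side of the threshold.

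With upper-quartile factors in place of TMM, the percentage of higher genes among the changed ones was 64.2 (54) for DD1 females and 62.5 (52) for DD2 females; the number of higher *Hsp* genes was 0 (2) for *CBS−/−(5)* male thoraxes. Directions changed for *Uro* (0.006 in *MST−/−* females), *Pxn* (-0.10 in *CBS−/−(5)* female thoraxes), *Aldh* (0.015 in *MST−/−* males), *Prx2540-1* (-0.051 in *CBS−/−(5)* female thoraxes), CG12896 (-0.047 in *CBS−/−(5)* female thoraxes), CG12279 (0.064 in DD1 and 0.016 in DD2 females), *Jafrac1* (0.033 in *CBS−/−(5)*, 0.060 in *CBS−/−(8)* and 0.001 in DD2 females), *IM4* (0.036 in DD1 females) and *Snmp1* (0.029 in *CBS−/−(5)* and 0.020 in DD1 females), none of them significant before. Significance was lost by 10 other named gene effects tested and gained by 5.

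With the thorax-based TMM, which shifts the median of all genes as given beside the paper's results, the number of changed genes was 948 (1606) for *CBS−/−(5)* females and 5388 (2598) for *CBS−/−(8)* females; the percentage of higher genes among the changed ones was 44 (59.6) for *MST−/−* females, 39.9 (60.4) for *CSE−/−* females, 34.7 (74.5) for *CBS−/−(5)* females, 15.8 (67.5) for *CBS−/−(8)* females, 18.5 (54) for DD1 females, 12.2 (52) for DD2 females, 23.1 (46) for *CSE−/−* males, 20.4 (44.7) for *CBS−/−(5)* males, 28 (39.5) for *CBS−/−(8)* males and 28.6 (45.8) for DD2 males; the number of higher *Gst* genes was 4 (9) for *CBS−/−(5)* females, 7 (12) for DD1 females, 9 (17) for DD2 females and 6 (14) for *CBS−/−(5)* males; the number of higher *Cyp* genes was 6 (23) for *CBS−/−(5)* females, 11 (29) for *CBS−/−(8)* females, 12 (25) for DD1 females and 17 (52) for DD2 females; the number of higher *Hsp* genes was 2 (4) for *CBS−/−(8)* females; the number of higher *Tot* genes was 2 (4) for *CBS−/−(5)* females; the number of higher *Idgf* genes was 2 (6) for *CBS−/−(5)* females, 3 (6) for DD2 females, 1 (2) for *CBS−/−(5)* males and 1 (2) for DD1 males. The direction changed for *Hsp83* (-0.26 in *CBS−/−(8)* and -0.17 in DD1 females), CG3609 (-0.12 in DD1 and -0.25 in DD2 females), CG9674 (-0.18 in DD2 females), *Gclc* (-0.14 in *CBS−/−(5)*, -0.20 in DD1 and -0.42 in DD2 females), *IM4* (-0.12 in DD2 females), *Gclm* (-0.18 in *CBS−/−(8)* and -0.15 in DD2 females) and *SdhA* (-0.26 in DD2 females), all of them significant with TMM. Among effects not significant with TMM, those that changed direction were *eya* (-0.071 in *CBS−/−(5)* females), *Cth* (-0.56 in *CBS−/−(8)* females), *Hsp23* (-0.16 in DD1 and -0.41 in DD2 females), *Hsp83* (-0.19 in *CBS−/−(5)* and -0.76 in DD2 females), *pnt* (-0.48 in *CBS−/−(8)*, -0.21 in *CSE−/−*, -0.53 in DD1 and -0.78 in DD2 females), *Rh3* (-0.11 in DD2 males), *Cyp9b1* (-0.75 in DD2 females), *Gpo-1* (-0.056 in *CBS−/−(8)* females), *antdh* (-0.93 in DD2 females), *qtc* (-0.25 in *CBS−/−(5)* females), *Cyp6a16* (-0.47 in DD1 and -0.40 in DD2 females), *Cyp4ad1* (-0.42 in *CBS−/−(5)*, -0.44 in *CBS−/−(8)* and -0.35 in DD2 females), *Prx2540-1* (-0.006 in *CSE−/−* females), CG9674 (-0.065 in *CBS−/−(5)* and -0.002 in *MST−/−* females), *Adgf-A* (-0.20 in *CBS−/−(5)* females), *Orco* (-0.036 in *CSE−/−* females), CG12279 (-0.019 in *CBS−/−(5)* males), *Irk2* (-0.020 in *CBS−/−(5)* males), *Gclc* (-0.11 in *CBS−/−(5)* males and -0.29 in *CBS−/−(8)*, -0.007 in *CSE−/−* and -0.042 in *MST−/−* females), *Gclm* (-0.17 in *CBS−/−(5)* females), *GstE9* (-0.084 in *CBS−/−(8)* females), *Snmp1* (-0.67 in DD2 females) and *SdhA* (-0.16 in *CBS−/−(5)*, -0.23 in *CBS−/−(8)*, -0.060 in *CSE−/−* and -0.18 in DD1 females). Of the other named gene effects tested, 70 lost significance and 24 gained it.

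Without a filter on low counts, the number of changed genes was 7 (0) for *CBS−/−(5)* female thoraxes; the percentage of higher genes among the changed ones was 65.3 (45.8) for *MST−/−* males and 49.7 (39.5) for *CBS−/−(8)* males; the number of higher *Hsp* genes was 2 (4) for *CBS−/−(8)* females, 5 (3) for DD1 females and 0 (2) for *CBS−/−(5)* male thoraxes. Reversed were *Arr2* (0.070 in *CBS−/−(8)* males), *Aldh* (0.046 in *MST−/−* males) and *rad9* (0.002 in DD2 males), none of them significant before. Among the other named gene effects tested, 12 lost and 2 gained significance.

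With only genes of at least 10 counts in every library of the fit, the number of changed genes was 126 (201) for *MST−/−* males; the number of higher *Hsp* genes was 4 (2) for *CBS−/−(5)* male thoraxes; r between the effects was 0.85 (0.812) for *CBS−/−(5)* and *CBS−/−(8)* females, 0.9 (0.864) for DD1 and DD2 females, 0.862 (0.882) for DD1 and DD2 males, 0.826 (0.74) for *CBS−/−(5)* and DD1 females, 0.288 (0.397) for *CBS−/−(5)* and DD1 males and 0.857 (0.791) for *CBS−/−(8)* and DD2 females. Changed in direction were CG12279 (0.006 in DD1 females), *Jafrac1* (0.012 in *CBS−/−(5)* and 0.019 in *CBS−/−(8)* females) and *Snmp1* (0.000 in *CBS−/−(5)* females), none of them significant before. The other named gene effects tested lost significance in 4 cases and gained it in 2.

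With only the 2 groups compared in the fit, the number of changed genes was 1417 (288) for *CSE−/−* females, 208 (1606) for *CBS−/−(5)* females, 4662 (2598) for *CBS−/−(8)* females, 1040 (201) for *MST−/−* males, 1527 (483) for *CSE−/−* males, 1718 (4269) for *CBS−/−(5)* males, 2515 (1650) for DD1 males and 3663 (2344) for DD2 males; the percentage of higher genes among the changed ones was 53.1 (67.5) for *CBS−/−(8)* females and 33.7 (44.7) for *CBS−/−(5)* males; the number of higher *Gst* genes was 2 (9) for *CBS−/−(5)* females, 8 (14) for *CBS−/−(5)* males and 6 (1) for DD1 males; the number of higher *Cyp* genes was 7 (23) for *CBS−/−(5)* females, 11 (18) for *CBS−/−(5)* males and 23 (14) for DD2 males; the number of higher *Hsp* genes was 1 (3) for *CBS−/−(5)* females; the number of higher *Tot* genes was 2 (4) for *CBS−/−(5)* females; the number of higher *Idgf* genes was 3 (6) for *CBS−/−(5)* females and 1 (2) for *CBS−/−(5)* males. A changed direction was found for *Aldh* (0.047 in *MST−/−* males) and *Jafrac1* (0.001 in *CBS−/−(5)* females), none of them significant before. Significance was lost by 55 other named gene effects tested and gained by 43.

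With edgeR's exact test on the 2 groups, the number of changed genes was 291 (94) for *MST−/−* females, 1918 (288) for *CSE−/−* females, 730 (1606) for *CBS−/−(5)* females, 4703 (2598) for *CBS−/−(8)* females, 120 (0) for *CBS−/−(5)* female thoraxes, 1574 (201) for *MST−/−* males, 2391 (483) for *CSE−/−* males, 2199 (4269) for *CBS−/−(5)* males, 2830 (1650) for DD1 males, 4049 (2344) for DD2 males and 433 (210) for *CBS−/−(5)* male thoraxes; the percentage of higher genes among the changed ones was 55 (67.5) for *CBS−/−(8)* females and 33.6 (44.7) for *CBS−/−(5)* males; the number of higher *Gst* genes was 1 (0) for *CBS−/−(5)* female thoraxes, 9 (14) for *CBS−/−(5)* males and 6 (1) for DD1 males; the number of higher *Cyp* genes was 15 (23) for *CBS−/−(5)* females, 2 (0) for *CBS−/−(5)* female thoraxes, 17 (9) for DD1 males, 23 (14) for DD2 males and 5 (1) for *CBS−/−(5)* male thoraxes; the number of higher *Hsp* genes was 5 (3) for DD1 males and 7 (2) for *CBS−/−(5)* male thoraxes; the number of higher *Idgf* genes was 3 (6) for *CBS−/−(5)* females and 1 (2) for *CBS−/−(5)* males. In direction, the changes were those of *Aldh* (0.047 in *MST−/−* males) and *Jafrac1* (0.001 in *CBS−/−(5)* females), none of them significant before. Of the other named gene effects tested, 21 lost significance and 67 gained it.

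With the replicate number as a block, the number of changed genes was 0 (1) for the difference between thorax and whole body of *CBS−/−(5)* females, 30 (210) for *CBS−/−(5)* male thoraxes and 2 (16) for the difference between thorax and whole body of *CBS−/−(5)* males; the number of higher *Cyp* genes was 0 (1) for *CBS−/−(5)* male thoraxes; the number of higher *Hsp* genes was 0 (2) for *CBS−/−(5)* male thoraxes. Gene effects that changed direction were *Uro* (0.025 in *MST−/−* females), not significant before. In the thorax difference of females, where 0 genes passed, 591 had an unadjusted p under 0.05, and in female thoraxes, again with 0 genes, 425. Among the other named gene effects tested, 12 lost and 6 gained significance.

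With an absolute log2 fold change of at least 1 required as well, the number of changed genes was 871 (1606) for *CBS−/−(5)* females, 1285 (2598) for *CBS−/−(8)* females, 1099 (3247) for DD1 females, 2834 (6991) for DD2 females, 110 (201) for *MST−/−* males, 250 (483) for *CSE−/−* males, 1329 (4269) for *CBS−/−(5)* males, 1542 (4214) for *CBS−/−(8)* males, 766 (1650) for DD1 males and 1014 (2344) for DD2 males.

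After subtraction of female RNA from the male libraries, the number of changed genes was 2651 (4214) for *CBS−/−(8)* males, 3011 (4709) for DD1 against *CBS−/−(5)* males, 3080 (4825) for the departure of DD1 males from additivity, 471 (1186) for DD2 against *CBS−/−(8)* males, 552 (1205) for the departure of DD2 males from additivity, 5 (16) for the difference between thorax and whole body of *CBS−/−(5)* males, 51 (29) for the difference between the sexes in *MST−/−* and 232 (110) for the difference between the sexes in *CSE−/−*; the percentage of higher genes among the changed ones was 57 (45.8) for *MST−/−* males, 59 (46) for *CSE−/−* males and 59.7 (44.7) for *CBS−/−(5)* males; the number of higher *Gst* genes was 4 (9) for DD2 males; the number of higher *Idgf* genes was 1 (2) for DD1 males. Reversed in direction were *Arr2* (0.12 in *CBS−/−(8)* males), *Rh3* (-0.036 in DD2 males), *rad9* (0.33 in DD1 and 0.38 in DD2 males), *rad17* (0.10 in DD1 and 0.34 in DD2 males), *Cbs* (0.050 in *MST−/−* males), *obelus* (-0.040 in *CBS−/−(5)* males), *rad60* (0.047 in DD1 males), *smc5* (0.14 in DD1 and 0.056 in DD2 males) and *GstE5* (0.086 in *CSE−/−* males), none of them significant before. The other named gene effects tested lost significance in 20 cases and gained it in 7.

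With the female share as a covariate of the male fit, the number of changed genes was 740 (201) for *MST−/−* males and 3642 (2344) for DD2 males; the percentage of higher genes among the changed ones was 23.8 (45.8) for *MST−/−* males; the number of higher *Gst* genes was 4 (1) for DD1 males; the number of higher *Idgf* genes was 2 (1) for DD2 males. Other directions were found for *Arr2* (0.11 in *CBS−/−(8)* males), *Rh3* (-0.033 in DD2 males), *rad9* (0.040 in DD1 and 0.072 in DD2 males), CG12279 (-0.071 in *CBS−/−(5)* males), *rad60* (0.050 in DD1 males), *TotX* (0.043 in *CBS−/−(5)* and 0.088 in *CBS−/−(8)* males) and *smc5* (0.011 in DD1 males), none of them significant before. Significance was lost by 2 other named gene effects tested and gained by 19.

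With the ovary index, the mean log2 CPM of the ovary marker genes, as a covariate of the female fit, the number of changed genes was 175 (288) for *CSE−/−* females, 479 (1606) for *CBS−/−(5)* females, 1417 (3247) for DD1 females and 1624 (6991) for DD2 females; the number of higher *Gst* genes was 5 (9) for *CBS−/−(5)* females; the number of higher *Cyp* genes was 11 (23) for *CBS−/−(5)* females, 19 (29) for *CBS−/−(8)* females, 14 (25) for DD1 females and 23 (52) for DD2 females; the number of higher *Idgf* genes was 3 (6) for *CBS−/−(5)* females. The effects that changed direction were those of *Hsp23* (-0.067 in DD2 females), *pnt* (-0.026 in *CSE−/−* and -0.095 in DD1 females), *Cyp9b1* (-0.20 in DD2 females), *antdh* (-0.49 in DD2 females), *Cyp4ad1* (-0.080 in *CBS−/−(5)* females), CG12279 (0.013 in DD1 females), *Jafrac1* (0.052 in *CBS−/−(5)* and 0.021 in *CBS−/−(8)* females) and *Snmp1* (-0.22 in DD2 females), none of them significant before. Of the other named gene effects tested, 70 lost significance and 2 gained it.

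With control replicate 1 for one strain of a pair and replicates 2 and 3 for the other, r between the effects was 0.68 (0.812) for *CBS−/−(5)* and *CBS−/−(8)* females, 0.685 (0.793) for *CBS−/−(5)* and *CBS−/−(8)* males, 0.778 (0.864) for DD1 and DD2 females, 0.798 (0.882) for DD1 and DD2 males, 0.645 (0.74) for *CBS−/−(5)* and DD1 females, 0.292 (0.397) for *CBS−/−(5)* and DD1 males, 0.733 (0.791) for *CBS−/−(8)* and DD2 females and 0.555 (0.618) for *CBS−/−(8)* and DD2 males.

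With rRNA genes left out of the thorax fits, the number of changed genes was 3 (0) for *CBS−/−(5)* female thoraxes. Among the other named gene effects tested, 0 lost and 0 gained significance.

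Across the 6 fits that each left out 1 library of the strain or the control, the number of changed genes ranged from 56 to 112 in *MST−/−* females, from 169 to 272 in *CSE−/−* females, from 649 to 2685 in *CBS−/−(5)* females, from 1516 to 2171 in *CBS−/−(8)* females, from 1689 to 2750 in DD1 females, from 0 to 79 in *CBS−/−(5)* female thoraxes, from 90 to 219 in *MST−/−* males, from 270 to 326 in *CSE−/−* males, from 2466 to 6285 in *CBS−/−(5)* males, from 2524 to 5144 in *CBS−/−(8)* males, from 1422 to 2626 in DD2 males and from 14 to 427 in *CBS−/−(5)* male thoraxes; the percentage of higher genes ranged from 47.3 to 63.3 in *MST−/−* females, from 40.9 to 66.3 in *MST−/−* males, from 30.3 to 57.8 in *CBS−/−(5)* males, from 33 to 52.9 in *CBS−/−(8)* males, from 37.2 to 57.9 in DD2 males and from 29.1 to 71.4 in *CBS−/−(5)* male thoraxes; the number of higher *Gst* genes ranged from 6 to 18 in *CBS−/−(5)* males, from 5 to 10 in DD2 males and from 1 to 3 in *CBS−/−(5)* male thoraxes; the number of higher *Cyp* genes ranged from 14 to 32 in *CBS−/−(5)* females, from 18 to 20 in *CBS−/−(8)* females, from 16 to 22 in DD1 females and from 0 to 4 in *CBS−/−(5)* male thoraxes; the number of higher *Hsp* genes ranged from 2 to 3 in *CBS−/−(8)* females, from 1 to 3 in DD1 males and from 0 to 6 in *CBS−/−(5)* male thoraxes; the number of higher *Idgf* genes ranged from 1 to 3 in *CBS−/−(5)* males and from 1 to 2 in DD1 males. With each control library left out in turn, r between the effects ranged from 0.805 to 0.824 for *CBS−/−(5)* and *CBS−/−(8)* females, from 0.848 to 0.873 for DD1 and DD2 females, from 0.879 to 0.887 for DD1 and DD2 males, from 0.728 to 0.764 for *CBS−/−(5)* and DD1 females, from 0.393 to 0.431 for *CBS−/−(5)* and DD1 males and from 0.77 to 0.804 for *CBS−/−(8)* and DD2 females. Gene effects whose direction changed in at least 1 of these fits ranged as follows: *Arr2* (-0.17 to 0.099 in *CBS−/−(8)* males), *pnt* (-0.17 to 0.035 in *CBS−/−(5)* females, -0.038 to 0.15 in *CSE−/−* females, -0.069 to 0.14 in DD1 females and -0.17 to 0.004 in *MST−/−* females), *Rh3* (-0.008 to 0.078 in DD2 males), *Uro* (-0.69 to 0.37 in *MST−/−* females), *Pxn* (-0.10 to 0.13 in *CBS−/−(5)* female thoraxes), *Aldh* (-0.10 to 0.043 in *MST−/−* males), *Gpo-1* (-0.66 to 0.27 in *CBS−/−(5)* female thoraxes), *rad9* (-0.17 to 0.028 in DD1 males and -0.22 to 0.12 in DD2 males), *antdh* (-0.29 to 0.39 in DD2 females), *qtc* (-0.049 to 0.67 in *CBS−/−(5)* females), *TotM* (-0.082 to 0.94 in *MST−/−* males), *Cyp6a16* (-0.011 to 0.16 in DD1 females), *Cyp4ad1* (-0.12 to 0.61 in *CBS−/−(5)* females, -0.082 to 0.60 in *CBS−/−(8)* females and -0.41 to 0.27 in DD1 females), *Prx2540-1* (-0.035 to 0.29 in *CBS−/−(5)* female thoraxes), CG12896 (-0.025 to 0.29 in *CBS−/−(5)* female thoraxes), CG9674 (-0.40 to 0.096 in *CBS−/−(5)* female thoraxes), *Orco* (-0.41 to 0.16 in *MST−/−* males), CG18547 (-1.09 to 0.083 in *CBS−/−(5)* female thoraxes), CG12279 (-0.071 to 0.39 in *CBS−/−(5)* males, -0.19 to 0.056 in DD1 females, -0.28 to 0.016 in DD2 females and -0.33 to 0.023 in DD2 males), *obelus* (-0.075 to 0.49 in *CBS−/−(5)* males), *rad60* (-0.20 to 0.012 in DD1 males), *Irk2* (-0.002 to 0.43 in *CBS−/−(5)* males), *Capa* (-0.006 to 0.20 in *CBS−/−(8)* males), *Jafrac1* (-0.068 to 0.093 in *CBS−/−(5)* females and -0.12 to 0.049 in *CBS−/−(8)* females), *Gclc* (-0.088 to 0.29 in *CBS−/−(5)* males), *ACXA* (-0.33 to 0.046 in *MST−/−* males), *IM4* (-0.26 to 0.30 in DD1 females), *TotX* (-0.56 to 0.044 in *CBS−/−(5)* males and -0.64 to 0.24 in *CBS−/−(8)* males), *smc5* (-0.16 to 0.006 in DD1 males), *GstE5* (-0.34 to 0.12 in *CSE−/−* males), *Snmp1* (-0.60 to 0.23 in *CBS−/−(5)* females and -0.20 to 0.078 in DD1 females) and *AOX1* (-1.26 to 0.14 in *CBS−/−(5)* female thoraxes). Counted over all gene effects and fits that left out 1 library, the direction changed in 76 instances, significance was lost in 336 and gained in 43.

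Upper-quartile factors could not be computed in the fits with the backcrossed strain, because the library of few counts has an upper quartile of 0, and this alternative was not run there. The thorax-based TMM was run for whole bodies against the control, and the filter of 10 counts in every library, the exact test, the fits of 2 groups and the fits that left out a library for comparisons with the control only. In the thoraxes, where the fit holds 2 groups, the fit of only the groups compared is the same fit.

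Depth limits which genes are tested. The whole-body libraries hold from 19612605 to 28768678 counts in females and from 9705034 to 18623886 in males of the strains of the paper, and with at least 10 counts required in every library the number of genes tested fell from 10548 to 9243 in females and from 13036 to 11419 in males. Changes of genes with fewer counts are not among the numbers given for that alternative. A fold against a group whose libraries all lie at or under 3 counts is a lower bound.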

Differences from the paper's values

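The statements compared here are those about single genes, lists of genes and levels for which a passage stands beside the paper's text; the comparisons were made after the results were seen. Values of genes are log2 fold changes against the control from edgeR, with the value in parentheses after each strain, and significance is an adjusted p under 0.05 of the quasi-likelihood test. The captions of the paper's box plots of single genes mark P ≤ 0.05 and P ≤ 0.01; the test and the adjustment behind these marks were not found in the text read here.

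The mean CPM of *Gclc* was 113 in the control females against the paper's about 55 in Fig. 3B, 148 in *CBS−/−(5)* females against the paper's about 69 in Fig. 3B, 171 in the control males against the paper's about 83 in Fig. 3B and 179 in *CBS−/−(5)* males against the paper's about 97 in Fig. 3B, read by eye. The mean CPM of *Uro* was 193 in *CBS−/−(5)* female thoraxes against the paper's about 400 in Fig. 4A and 399 in *CBS−/−(5)* male thoraxes against the paper's about 720 in Fig. 4A, read by eye. The mean CPM of *Eip71CD* was 247 in *CBS−/−(5)* female thoraxes against the paper's about 620 in Fig. 4A, 539 in DD2 males against the paper's about 810 in Fig. 4A and 561 in *CBS−/−(5)* male thoraxes against the paper's about 1200 in Fig. 4A, read by eye. The values here are means of 3 libraries scaled by TMM, and those of the paper are read from box plots. Of the alternatives set before the data were examined, leaving out single libraries included, some closed the gap to within 50% of the smaller value for *Eip71CD* in DD2 males with upper-quartile factors (546), with no filter on low counts (540), with only the 2 groups compared in the fit (548) and with edgeR's exact test on the 2 groups (548). For the other 8 values no alternative closed the gap. For *Gclc* the rule that at least 1 of the 2 values lies above the control was not met in *CBS−/−(5)* females with the thorax-based TMM (141) and in *CBS−/−(5)* males with the thorax-based TMM (168), without replicate 3 of *CBS−/−(5)* (157) and without replicate 3 of the control (176), and these 4 values differ from the paper's by more than 50% of the smaller one.

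The paper describes the changes in the double deletions as stronger than in the *CBS−/−* strains. Its statement refers to the expression patterns of Fig. 1, while numbers of changed genes, a different measure, are compared here. In females DD1 and DD2 had 3247 and 6991 changed genes against 1606 and 2598 in *CBS−/−(5)* and *CBS−/−(8)*, while in males they had 1650 and 2344 against 4269 and 4214. With only the 2 groups compared in the fit the male numbers were 2515 and 3663 against 1718 and 3737, and with the exact test 2830 and 4049 against 2199 and 3842, so that DD1 exceeded its parent strain under both and DD2 under the exact test. In females, the ovary index as a covariate, chosen after the values were seen, gave 1417 and 1624 against 479 and 2044, so that DD2 had fewer than its parent strain. Under the other alternatives run for all 4 strains, the double deletions had fewer changed genes in males. The estimated share of female RNA averaged 1.15 and 1.4% in DD1 and DD2 males, against 17.29 and 15.05% in the parent strains. After its subtraction the male numbers were 1547 and 2201 against 3212 and 2651. *Hsp22*, which the paper describes as strongly induced in males of *CBS−/−* and *MST−/−*, has 0 counts in every library and was not tested. Levels of *CSE* are given as several times higher in females of all strains. *Cth* did not differ significantly between the sexes in *CBS−/−(5)* (0.07, quasi-likelihood adjusted p = 0.667) and *CBS−/−(8)* (-0.24, quasi-likelihood adjusted p = 0.148) (positive where higher in females). Where *Cth* is deleted, the difference was -1.447 (quasi-likelihood adjusted p = 1.7e-09) in *CSE−/−*, 1.474 in DD1 and 1.075 in DD2. The paper gives *GstE8* as higher in females of the *CBS−/−* strains; it was -0.32 in *CBS−/−(5)* and -0.63 in *CBS−/−(8)* on the same scale. Neither gene was significantly higher in females of these 2 strains with DESeq2, upper-quartile factors, no filter, the replicate number in the fit or female RNA subtracted. *GstE8* was significantly lower in females of *CBS−/−(8)* under each of these. In *CBS−/−(5)* it was so with DESeq2 (-0.43), upper-quartile factors (-0.67) and female RNA subtracted (-0.35), and not under the others. *Cth* was significantly lower in females of *CBS−/−(8)* with DESeq2 (-0.38, Wald test adjusted p = 0.00824) and upper-quartile factors (-0.48, quasi-likelihood adjusted p = 0.000845) and of *CBS−/−(5)* with upper-quartile factors (-0.27, quasi-likelihood adjusted p = 0.0468). In the list of proliferation genes more genes are described as raised in males than in females of the *CBS−/−* genotype; the numbers were 7, 8, 5 and 7 in males of *CBS−/−(5)*, *CBS−/−(8)*, DD1 and DD2 and 4, 9, 10 and 9 in females, and adjusted over the list alone 7, 9, 11 and 9 in males and 5, 9, 10 and 9 in females. With the thorax-based TMM they were 5, 7, 4 and 4 in males and 3, 6, 5 and 5 in females, so that males had more in both *CBS−/−* strains.

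The paper describes *Gclc* as raised in females of all strains but *MST−/−* (Fig. 3B); it did not reach significance in *CSE−/−* (0.28) and *CBS−/−(8)* (0.33) females. A pronounced increase of *Gclc* is given for *CBS−/−(5)* female thoraxes; it was not significant in *CBS−/−(5)* (0.77) female thoraxes. For *Gclm* the paper gives an increase in both sexes of the *CBS−/−* strains; it stayed short of significance in *CBS−/−(5)* (0.33) females. *GstZ2* is described as increased in all strains; it did not reach significance in *MST−/−* (0.60) females and *MST−/−* (0.40), *CSE−/−* (0.30), *CBS−/−(5)* (0.30), *CBS−/−(8)* (0.31), DD1 (0.15) and DD2 (0.24) males. Several glutathione transferases and *Gclm* are named as raised in the *CBS−/−* genotype; *GstE9* was not significant in *CBS−/−(8)* (0.54) females; *GstD2* in DD1 (0.43) males. *GstE5* is described as lower in *CSE−/−* and the double deletions and higher in *MST−/−* and the *CBS−/−* strains; it stayed short of significance in *CSE−/−* (-0.79), DD1 (-0.58), DD2 (-0.32), *MST−/−* (0.62) and *CBS−/−(5)* (0.70) females and *CSE−/−* (-0.12), DD1 (-1.26) and *MST−/−* (0.77) males. *GstD2* and *GstE10* are given as lower in *MST−/−* and *CSE−/−*, and *GstD5* in their males; *GstD2* did not reach significance in *MST−/−* (-0.96) and *CSE−/−* (-0.73) females and *MST−/−* (-1.32) males; *GstE10* in *MST−/−* (-1.14) and *CSE−/−* (-0.80) females; *GstD5* in *MST−/−* (-0.62) and *CSE−/−* (-0.47) males. *Uro* is described as induced in both sexes of *CBS−/−* and *CSE−/−*; it was not significant in *CSE−/−* (0.89) females. *Eip71CD* is described as activated in all strains except *MST−/−* males; it stayed short of significance in *MST−/−* (0.54) and *CSE−/−* (0.71) females. Several oxidation-reduction genes are named as raised in females of all strains; CG11796 did not reach significance in *MST−/−* (0.77) females; CG9674 in *MST−/−* (0.14), *CSE−/−* (0.29) and *CBS−/−(5)* (0.49) females; *Pdh* in *MST−/−* (0.64) and *CSE−/−* (0.55) females; *Prx2540-1* in *MST−/−* (0.47) and *CSE−/−* (0.30) females; CG12896 in *MST−/−* (0.72) and *CSE−/−* (0.74) females; *SdhA* in *MST−/−* (0.24), *CSE−/−* (0.23), *CBS−/−(5)* (0.42), *CBS−/−(8)* (0.39) and DD1 (0.37) females. Others are named as raised in the *CSE−/−* and *CBS−/−* genotypes (Fig. 4B); CG9527 was not significant in *CSE−/−* (0.78) females; CG9512 in *CSE−/−* (0.70) and DD1 (0.66) females; *Gpo-1* in *CSE−/−* (0.44), *CBS−/−(5)* (1.07), *CBS−/−(8)* (0.54) and DD1 (0.77) females; CG3609 in *CSE−/−* (0.48) females. *antdh* is described as the gene lower in females of the *CBS−/−* genotype; it stayed short of significance in *CBS−/−(5)* (-0.68) and DD1 (-0.85) females. In the other direction went *antdh* in DD2 (0.15) females. *Invadolysin* and CG9527 are named as raised in all strains; *Invadolysin* did not reach significance in *MST−/−* (0.30) and *CSE−/−* (0.14) males; CG9527 in *MST−/−* (0.29) and *CSE−/−* (0.35) males. 4 oxidation-reduction genes are named as lower in males of the *CBS−/−* genotype; *Aldh-III* was not significant in *CBS−/−(5)* (-0.22) males. In the other direction went *Pdh* in *CBS−/−(5)* (0.47, significant), *CBS−/−(8)* (0.32), DD1 (0.42) and DD2 (0.28) males.

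*AOX1* and *Pgd* are named as lower in *MST−/−* and *CSE−/−* males; *AOX1* stayed short of significance in *MST−/−* (-0.34) males; *Pgd* in *MST−/−* (-0.40) and *CSE−/−* (-0.34) males. *Cyp6a23*, *Cyp6a2* and *Cyp6a9* are given as raised in whole bodies of all strains and in thoraxes; *Cyp6a23* did not reach significance in *MST−/−* (0.46) and *CSE−/−* (0.53) females, *MST−/−* (0.55) males, *CBS−/−(5)* (2.24) female thoraxes and *CBS−/−(5)* (2.37) male thoraxes; *Cyp6a2* in *CBS−/−(5)* (0.53) female thoraxes; *Cyp6a9* in *CBS−/−(5)* (1.95) female thoraxes and *CBS−/−(5)* (1.54) male thoraxes. 3 *Cyp* genes are described as clearly raised in *CBS−/−* and the double deletions; *Cyp12c1* was not significant in *CBS−/−(8)* (0.99) females; *Cyp313a1* in DD1 (0.34) and DD2 (0.44) males; *Cyp4aa1* in *CBS−/−(5)* (0.29) males. *Cyp4ad1* is described as raised in *CBS−/−* males; it stayed short of significance in *CBS−/−(8)* (0.41) males. *Cyp6t1*, *Cyp6a16* and *Cyp9b1* are named as lower in males of the *CBS−/−* genotype; *Cyp9b1* did not reach significance in *CBS−/−(5)* (-0.41) males. 4 *Cyp* genes are named as lower in *CSE−/−*; *Cyp309a1* was not significant in *CSE−/−* (-0.59) females; *Cyp6g1* in *CSE−/−* (-0.56) males; *Cyp6d5* in *CSE−/−* (-0.33) males. The paper gives an increase of *TotA*, *TotC*, *TotM* and *TotX* in both sexes of the *CBS−/−* genotype and a slight one of *TotM* and *TotX* in *CSE−/−*; *TotM* stayed short of significance in *CBS−/−(5)* (0.58) and *CSE−/−* (1.34) females and *CBS−/−(5)* (0.78) and *CBS−/−(8)* (0.93) males; *TotX* in *CSE−/−* (1.07) females and *CSE−/−* (0.20) males. In the other direction moved *TotX* in *CBS−/−(5)* (-0.32) and *CBS−/−(8)* (-0.21) males. A drastic drop of *TotA* is given for *CSE−/−*; it did not reach significance in *CSE−/−* (-1.99) females and *CSE−/−* (-0.68) males. A slight increase of *TotM* and *TotX* is given for *MST−/−* males; *TotM* was not significant in *MST−/−* (0.64) males; *TotX* in *MST−/−* (0.53) males. The 4 genes of immune induced molecules are described as induced in both sexes of the *CBS−/−* genotype; *IM4* stayed short of significance in DD1 (0.56) and DD2 (0.59) males. In the other direction went *IM4* in DD1 (-0.049) females. *eya* is described as raised in females of the *CBS−/−* and *CSE−/−* genotypes; it did not reach significance in *CSE−/−* (0.71) and *CBS−/−(5)* (0.60) females. 4 repair genes are named as lower in females of the double deletions; *rad60* was not significant in DD1 (-0.35) females; *smc5* in DD1 (-0.51) females.

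*obelus* is named among genes raised in males of the *CBS−/−* genotype; it stayed short of significance in *CBS−/−(5)* (0.25) and DD1 (0.20) males. *Rh3* is named among genes of phototransduction raised in females; it did not reach significance in *CBS−/−(8)* (0.62) females. *Pdf* is described as raised in females of all strains; it was not significant in *MST−/−* (1.06) and *CSE−/−* (1.23) females. *Capa* is named as raised in both sexes of the *CBS−/−* genotype; it stayed short of significance in *CBS−/−(8)* (0.088) and DD2 (0.32) males. *ACXD* and *ACXA* are named as lower in males; *ACXD* did not reach significance in *MST−/−* (-0.17) and *CSE−/−* (-0.51) males; *ACXA* in *MST−/−* (-0.12), *CSE−/−* (-0.58), *CBS−/−(8)* (-0.72), DD1 (-0.15) and DD2 (-0.60) males. *Adgf-A* and *Ilp6* are named as raised in *CBS−/−* females; *Adgf-A* was not significant in *CBS−/−(5)* (0.41) females; *Ilp6* in *CBS−/−(5)* (0.66) females. *conu*, *rolled* and *pointed* are named as lower in females of all strains; *conu* stayed short of significance in *MST−/−* (-0.36), *CSE−/−* (-0.34) and *CBS−/−(5)* (-0.47) females; *rl* in *MST−/−* (-0.50) and *CSE−/−* (-0.45) females; *pnt* in *MST−/−* (-0.078) and *CBS−/−(5)* (-0.064) females. In the other direction moved *pnt* in *CSE−/−* (0.070), *CBS−/−(8)* (0.13), DD1 (0.023) and DD2 (0.21) females. The juvenile hormone esterase gene (*Jhe*) is described as lower in the strains with deletions of each of the 3 genes; it did not reach significance in *MST−/−* (-0.20) and DD2 (-0.34) males. In the other direction went *Jhe* in *CSE−/−* (0.44) males. *qtc* is named as raised in *CBS−/−* females; it was not significant in *CBS−/−(5)* (0.40) females. *Irk3* is described as raised in all strains; it stayed short of significance in *MST−/−* (1.09) and *CSE−/−* (1.31) females. *Irk2* and *salt* are named as raised in the *CBS−/−* genotype; *Irk2* did not reach significance in DD1 (0.68) females and *CBS−/−(5)* (0.17) males.

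Significance in the paper's direction with DESeq2's size factors and Wald test was found for *Gclm* in *CBS−/−(5)* females, *GstE5* in DD1 males, *GstD2* in *MST−/−* males, *GstE10* in *MST−/−* females, *Eip71CD* in *CSE−/−* females, CG9674 in *CBS−/−(5)* females, CG12896 in *CSE−/−* females, CG9527 in *CSE−/−* females, CG3609 in *CSE−/−* females, *Pgd* in *CSE−/−* males, *Cyp6a23* in *MST−/−* males, *CBS−/−(5)* female thoraxes and *CBS−/−(5)* male thoraxes, *Cyp6a9* in *CBS−/−(5)* female thoraxes and *CBS−/−(5)* male thoraxes, *Cyp12c1* in *CBS−/−(8)* females, *Pdf* in *CSE−/−* females, *Capa* in DD2 males, *ACXD* in *CSE−/−* males and *Irk3* in *CSE−/−* females. With upper-quartile factors, these passed in the paper's direction: *Gclc* in *CBS−/−(8)* females and *Gclm* in *CBS−/−(5)* females. The thorax-based TMM gave significance in the paper's direction to *GstE5* in *CSE−/−*, DD1 and DD2 females, *GstE10* in *MST−/−* and *CSE−/−* females, *antdh* in *CBS−/−(5)*, DD1 and DD2 females, *Aldh-III* in *CBS−/−(5)* males, *Pgd* in *MST−/−* and *CSE−/−* males, *Cyp9b1* in *CBS−/−(5)* males, *smc5* in DD1 females, *Pdf* in *CSE−/−* females, *ACXD* in *CSE−/−* males, *pnt* in DD1 and DD2 females and *Irk3* in *CSE−/−* females. Significance in the paper's direction with no filter on low counts was found for *GstZ2* in *CBS−/−(8)* males. With at least 10 counts required in every library, these passed in the paper's direction: *Gclm* in *CBS−/−(5)* females. Only the 2 groups compared in the fit gave significance in the paper's direction to *Gclc* in *CSE−/−* and *CBS−/−(8)* females, *GstZ2* in *MST−/−* males, *GstE9* in *CBS−/−(8)* females, *GstE5* in DD1 males, *GstD2* in *MST−/−* males, *GstE10* in *CSE−/−* females, *Uro* in *CSE−/−* females, *Eip71CD* in *CSE−/−* females, CG11796 in *MST−/−* females, *Pdh* in *CSE−/−* females, CG12896 in *CSE−/−* females, *SdhA* in *CBS−/−(8)* and DD1 females, CG9527 in *CSE−/−* females and *CSE−/−* males, CG9512 in *CSE−/−* and DD1 females, *Gpo-1* in *CBS−/−(8)* and DD1 females, *antdh* in DD1 females, *Cyp6a23* in *MST−/−* males, *Cyp12c1* in *CBS−/−(8)* females, *Cyp313a1* in DD2 males, *Cyp6g1* in *CSE−/−* males, *TotM* in *CBS−/−(8)* males, *TotX* in *CSE−/−* females, *TotA* in *CSE−/−* females, *IM4* in DD2 males, *eya* in *CSE−/−* females, *smc5* in DD1 females, *Rh3* in *CBS−/−(8)* females, *Pdf* in *CSE−/−* females, *Capa* in DD2 males, *ACXD* in *CSE−/−* males, *ACXA* in *CSE−/−* males, *Irk3* in *CSE−/−* females and *Irk2* in DD1 females. Significance in the paper's direction with edgeR's exact test on the 2 groups was found for *Gclc* in *CSE−/−* and *CBS−/−(8)* females, *GstZ2* in *MST−/−* males, *GstE9* in *CBS−/−(8)* females, *GstE5* in DD1 and *MST−/−* males, *GstD2* in *CSE−/−* females and *MST−/−* males, *GstE10* in *MST−/−* and *CSE−/−* females, *Uro* in *CSE−/−* females, *Eip71CD* in *CSE−/−* females, CG11796 in *MST−/−* females, *Pdh* in *MST−/−* and *CSE−/−* females, CG12896 in *CSE−/−* females, *SdhA* in *CBS−/−(8)* and DD1 females, CG9527 in *CSE−/−* females and *MST−/−* and *CSE−/−* males, CG9512 in *CSE−/−* and DD1 females, *Gpo-1* in *CBS−/−(8)* and DD1 females, CG3609 in *CSE−/−* females, *antdh* in DD1 females, *Cyp6a23* in *CSE−/−* females, *MST−/−* males, *CBS−/−(5)* female thoraxes and *CBS−/−(5)* male thoraxes, *Cyp6a9* in *CBS−/−(5)* female thoraxes and *CBS−/−(5)* male thoraxes, *Cyp12c1* in *CBS−/−(8)* females, *Cyp313a1* in DD1 and DD2 males, *Cyp6g1* in *CSE−/−* males, *TotM* in *CBS−/−(8)* males and *CSE−/−* females, *TotX* in *CSE−/−* females, *TotA* in *CSE−/−* females and *CSE−/−* males, *IM4* in DD1 and DD2 males, *eya* in *CSE−/−* females, *smc5* in DD1 females, *Rh3* in *CBS−/−(8)* females, *Pdf* in *MST−/−* and *CSE−/−* females, *Capa* in DD2 males, *ACXD* in *CSE−/−* males, *ACXA* in *CSE−/−* and *CBS−/−(8)* males, *rl* in *CSE−/−* females, *Irk3* in *CSE−/−* females and *Irk2* in DD1 females. With the replicate number in the fit, these passed in the paper's direction: *GstE10* in *MST−/−* females, CG9512 in DD1 females, *Cyp12c1* in *CBS−/−(8)* females and *ACXA* in *CBS−/−(8)* males. Female RNA subtracted gave significance in the paper's direction to *GstZ2* in *CSE−/−*, *CBS−/−(5)* and *CBS−/−(8)* males, a setting chosen after the values were seen. Significance in the paper's direction with the female share as a covariate was found for *GstZ2* in *CSE−/−*, *CBS−/−(5)* and *CBS−/−(8)* males, *GstD2* in *MST−/−* males, CG9527 in *CSE−/−* males, *AOX1* in *MST−/−* males, *Pgd* in *MST−/−* males, *Cyp4aa1* in *CBS−/−(5)* males, *Capa* in DD2 males, *ACXA* in DD2 males and *Irk2* in *CBS−/−(5)* males, a setting chosen after the values were seen. With the ovary index as a covariate, these passed in the paper's direction: *GstE10* in *MST−/−* females and *antdh* in DD1 females, a setting chosen after the values were seen. In at least 1 fit that left out a library, the same held for *Gclm* in *CBS−/−(5)* females, CG9674 in *CBS−/−(5)* females, *Gpo-1* in *CBS−/−(5)* females, *GstZ2* in *CBS−/−(5)* males, *GstE5* in *CBS−/−(5)* females and DD1 males, *SdhA* in *CBS−/−(5)* females, *Cyp4aa1* in *CBS−/−(5)* males, *eya* in *CBS−/−(5)* females, *Ilp6* in *CBS−/−(5)* females, *conu* in *CBS−/−(5)* females, *Irk2* in *CBS−/−(5)* males, *GstD2* in *MST−/−* males, *GstE10* in *MST−/−* females, *Irk3* in *MST−/−* and *CSE−/−* females, *Aldh-III* in *CBS−/−(5)* males, *Cyp6a23* in *MST−/−* males and *CBS−/−(5)* male thoraxes, *Cyp6a9* in *CBS−/−(5)* male thoraxes, *Cyp4ad1* in *CBS−/−(8)* males, *Pdf* in *CSE−/−* females and *ACXA* in *CBS−/−(8)* and DD2 males. For the other effects given here, no setting that was run gave significance in the stated direction.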

Other observations

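The tests of female RNA in male libraries, of exchanged reads, of the thorax control libraries, of head material, of *Cth* in *CSE−/−* males, of the X chromosome and of genes without counts were chosen after the result was seen, and those of the ovary share, the genetic background, linked genes, depth, the shared control libraries and other splits before it.

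A smaller share of ovary RNA in whole females of the deletion strains was tested as an explanation for the changes in females. If the ovary share fell, genes that are higher in thoraxes than in whole bodies of the control would rise, and ovary genes would fall together. Across 11153 genes, the r between the effect and the ratio of thorax to whole body of the control, taken from other control libraries, was 0.207 in *MST−/−*, 0.296 in *CSE−/−*, 0.448 in *CBS−/−(5)*, 0.408 in *CBS−/−(8)*, 0.421 in DD1 and 0.571 in DD2. Genes are not independent replicates. The median log2 fold change of 19 ovary marker genes was -0.21, -0.39, -0.50, -0.20, -0.43 and -0.79 in the same order. In these strains 12, 16, 18, 13, 17 and 18 of the 19 were lower, and 0, 0, 1, 3, 5 and 9 significantly lower by the quasi-likelihood test. Lower at an unadjusted p under 0.05 were 0 of the 19 in *MST−/−* and 4 in *CSE−/−*. The significantly lower markers, named here after their values were seen, were *BicD* in *CBS−/−(5)*, *BicD*, *bam* and *nanos* in *CBS−/−(8)*, and *BicD*, *exu*, *gus*, *nanos* and *otu* in DD1. The values are consistent with a smaller ovary share in all 6 strains, least clearly in *MST−/−*. With the ovary index as a covariate, 94, 175, 479, 2044, 1417 and 1624 genes changed in the same order of strains, against 94, 288, 1606, 2598, 3247 and 6991 without it. The index itself differs between strains, so the covariate also takes power from the test. Of the 471 significant effects of the paper's genes in females, 168 were no longer significant with it and 0 changed direction. The lower numbers therefore do not separate a change in tissue composition from lost power. A change in expression within cells of the ovary, which would move the same genes, was not told apart from a smaller ovary share.

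RNA of females may be mixed into the male whole-body libraries. The female share estimated from 49 genes averaged 6.53% in the control (4.03 to 9.14%), 14.27% in *CSE−/−* (10.27 to 19.01%), 17.29% in *CBS−/−(5)* (1.7 to 38.41%) and 15.05% in *CBS−/−(8)* (1.34 to 22.54%). The backcrossed strain has no female libraries. Its male libraries had shares of 1.47, 1.05 and 0%, the last in the library of few counts, which lowers their mean. In *MST−/−*, DD1, DD2 and the backcrossed strain the female share averaged 0.94, 1.15, 1.4 and 0.84%. The share from the 3 yolk protein genes, which are not among the 49, rose with it over the 24 libraries (Pearson r = 0.982, Spearman rho = 0.802, each with a permutation p of 1e-05, the smallest that 1e+05 permutations can give, also after adjustment over 2 tests). Without the 2 libraries farthest from the median r was 0.959. Without the backcrossed library of few counts, r was 0.988 and rho 0.878 over 23 libraries with the same p-values, and 0.974 without the 2 farthest. The libraries of 1 strain are too few to test the relation within strains.

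Reads exchanged with female libraries of other strains during sequencing would carry *Cbs* into the males of the *CBS−/−* strains. The 6 libraries of these males hold 1.23% of the *Cbs* expected of such reads, which speaks against reads of strains that carry *Cbs*. Females of the same strain, or their RNA, remain as a possible source. In *CSE−/−* males, the *Cth* above the level of the double deletions was 103% of that expected of female RNA that carries *Cth*. This is consistent with RNA from females that carry *Cth* in the *CSE−/−* males, since *CSE−/−* females themselves have 7.24 to 7.78 CPM of *Cth* in each library. Incomplete loss of *Cth* in these males, through flies that carry the gene, was not told apart from it.

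For the males, the effect was compared across 13089 genes with the ratio of females to males of the control, taken from other control libraries. The r was -0.126 in *MST−/−*, 0.393 in *CSE−/−*, 0.515 in *CBS−/−(5)*, 0.486 in *CBS−/−(8)*, -0.019 in DD1 and 0.118 in DD2. After subtraction of the female RNA, 149, 549, 3212, 2651, 1547 and 2201 genes changed in the same order, against 201, 483, 4269, 4214, 1650 and 2344 before, and 123, 358, 2725, 2397, 1316 and 1794 genes changed both ways. Female RNA may thus explain a part of the changes in *CBS−/−(5)* and *CBS−/−(8)* males. In DD1 the r was near 0, and in *MST−/−*, *CSE−/−* and DD2 the test was not decisive. The departure of DD1 and DD2 males from additivity fell from 4825 to 3080 and from 1205 to 552 genes. The subtraction used females of the same strain. In *CSE−/−* males the level of *Cth* leaves open that the RNA came from females that carry *Cth*. The profile subtracted there may then be the wrong one, which would affect the *CSE−/−* results and both departures after subtraction. No biological explanation was tested for the female RNA itself.

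The genetic background of the control stock was tested with the genes changed the same way in all 6 strains. In females there were 30 such genes and in males 32, against 0.00106 and 0.000678 expected of independent strains. Since all strains share the control libraries, independence is not given, and differences between the control and all strains would produce such genes whatever their origin. Of the 32 genes in males, 24 changed the same way in the backcrossed strain. Against the control, that strain had log2 fold changes of -0.63 for *Cbs*, -0.57 for *Cth* and 0.008 for CG12279. *Irk3*, 1 of the 32, was higher there than in the control by 1.19 (quasi-likelihood adjusted p = 0.000145). It was lower there than in DD2 by -1.20 (quasi-likelihood adjusted p = 0.000186). *DNAlig4*, which is mutated in the control stock, changed in 3 strains in females and in 0 in males (1 strain at an unadjusted p under 0.05), where its log2 fold changes ranged from -0.32 to 0.21. For the 24 genes in males, the change also appears where the 3 deleted genes are expressed. This argues against the loss of these genes as its only cause. For the other genes in males, and for all in females, the background cannot be told apart from effects common to the 3 deletions. On the X chromosome lay 18 of the 30 genes in females (60% against 16.3% of the other tested genes, odds ratio 7.72, two-sided Fisher's exact test, adjusted p = 1.59e-07 over 2 tests) and 8 of the 32 in males (25% against 15.3%, odds ratio 1.85, adjusted p = 0.138 in Fisher's exact test). An X chromosome of the control stock that differs from that of the strains may explain the excess in females, and in males the excess was not significant.

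Variants linked to the deleted locus would raise the share of changed genes near it. Within 1 Mb of the deleted gene, the share was not significantly higher in any of 8 comparisons of *CBS−/−(5)*, *CBS−/−(8)*, *CSE−/−* and *MST−/−* in both sexes (two-sided Fisher's exact test, adjusted p = 1 in each). The odds ratios ranged from 0.26 in *MST−/−* males to 1.22 in *CBS−/−(5)* males, where 41 of 110 genes near *Cbs* changed. In *MST−/−* 1 gene near CG12279 changed in each sex, CG10013 in females and *mbo* in males, both named here after their values were seen.

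Depth did not follow the number of changed genes over the 6 strains. With the median counts per library, Pearson's r was 0.089 in females (exact permutation p = 0.861) and 0.216 in males (exact permutation p = 0.708), and Spearman's rho 0.371 (exact permutation p = 0.497) and 0.257 (exact permutation p = 0.658). Adjusted over the 2 sexes these p-values were 0.861 for both r and 0.658 for both rho. Without the 2 strains farthest from the median depth r was 0.067 and 0.122. With 6 strains only a strong relation could be shown.

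Noise of the shared control libraries makes the effects of 2 strains alike. With separate control libraries, r across genes was 0.68 in females and 0.685 in males between *CBS−/−(5)* and *CBS−/−(8)*, 0.778 and 0.798 between DD1 and DD2, 0.645 and 0.292 between *CBS−/−(5)* and DD1, and 0.733 and 0.555 between *CBS−/−(8)* and DD2. With all control libraries the values were 0.812 and 0.793, 0.864 and 0.882, 0.74 and 0.397, and 0.791 and 0.618. The noise of the control libraries thus leaves most of each correlation, while differences of the control stock from all strains, which separate libraries do not remove, and in males the female RNA, remain as explanations.

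In female thoraxes 0 genes changed, with 597 at an unadjusted p under 0.05. The control thoraxes had a mean correlation of 0.769 between replicates, number 2 of 19 from the lowest, where the lowest was the backcrossed strain with its library of few counts. Without control replicate 3, in which 2.26% of the reads seen lay on no gene against 25.7 and 37.5% in the others, 79 genes changed (1316 at an unadjusted p under 0.05). Leaving out any other library of the 6 gave 0, with 452 and 680 at an unadjusted p under 0.05 without control replicates 1 and 2, and 364, 326 and 297 without those of *CBS−/−(5)*. In control replicate 1, 31.3% of the reads seen lay on more than 1 gene. Differences between the control thorax libraries may thus limit the number of genes. A weaker effect in the thorax was not told apart from it. The deleted *Cbs* itself, at -6.34 on the log2 scale, had a quasi-likelihood adjusted p = 0.0528, so the test has little power in these libraries. The simulated data of this size, in which 198 of 199 changed genes were recovered, had a dispersion of 0.05 and did not include such differences between control libraries. In male thoraxes, control replicate 3 differed as well, with 4.56% of the reads seen on no gene against 24.96 and 28.27%. The 210 genes changed there may depend on it, as the number ranged from 14 to 427 when 1 library was left out.

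Eye genes were as high in the thorax libraries as thorax muscle genes are, set against whole bodies. Over 13 eye genes the median log2 ratio of thorax to whole body in the control was 2.62 in females and 1.05 in males, with 12 and 11 of the 13 higher in thoraxes. Over 7 thorax muscle genes it was 2.43 and 1.22, with 7 of 7 higher in both sexes. Head material in the thorax samples is a candidate explanation. *Uro*, which the paper places in the Malpighian tubules, was not lower in control thoraxes. It was higher than in whole females by 1.69 (quasi-likelihood adjusted p = 0.00897), with -0.09 in males (quasi-likelihood adjusted p = 0.854). The paper speaks of thoraxes from which ovaries and spermathecae were excised. Tissue beyond the thorax other than heads is therefore a candidate as well. Mean CPM of *osk* was 18.5 in female thoraxes and 1330 in whole females, which leaves little ovary RNA in the thoraxes. The labels name the tissue only as thorax, and no biological explanation was tested.

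Genes without counts in any library are explained in part by overlapping genes. Of the protein-coding genes whose exons lie wholly within exons of another gene on the same strand, 93.6% (277 of 296) have 0 counts in all libraries, and on the opposite strand 89.2% (66 of 74). Of those whose exons no other gene covers the percentage was 0.2 (21 of 9018), and of those covered in part 0.7 (31 of 4297). This is consistent with reads on exons of 2 genes being left uncounted, without use of the strand. *Hsp22*, whose exons lie wholly within another gene on the same strand, and *Cyp4d2* have 0 counts in every library, so their levels cannot be read from these counts.

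Other splits of the libraries were compared for every count of changed genes. For 27 comparisons only 4 splits exist, which cannot give a share under 0.05. In 25 of them, as many genes were found in 1 of 4 splits, the real one. They include each strain against the control in whole females and whole males, male thoraxes, DD1 against *CBS−/−(5)* in both sexes, DD2 against *CBS−/−(8)* in males, females against males within each strain and the backcrossed strain. For DD2 against *CBS−/−(8)* in females 2 of 4 splits gave as many, with 674 genes in the other one against 571, and in female thoraxes all 4 of 4 gave 0. For the departure from additivity, 3 of 32 splits gave as many genes as found in DD1 females (85) and 3 of 32 in DD2 females (199), of which 1 each tests the sum of both effects and 1 each mixes the strains in 1 of the 2 pairs and keeps the effect of the other. Of the 18 splits that mix both pairs 0 gave as many. The share of 3 of 32 is not under 0.05, and since both other splits keep a strain effect it does not decide whether the variation between libraries accounts for the departure in females. In males 1 of 32 splits, the real one, gave as many for DD1 and for DD2.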
